# Distinctive molecular features of regenerative stem cells in the damaged male germline

**DOI:** 10.1038/s41467-022-30130-z

**Published:** 2022-05-06

**Authors:** Hue M. La, Jinyue Liao, Julien M. D. Legrand, Fernando J. Rossello, Ai-Leen Chan, Vijesh Vaghjiani, Jason E. Cain, Antonella Papa, Tin Lap Lee, Robin M. Hobbs

**Keywords:** Growth factor signalling, Regeneration, Spermatogenesis, Adult stem cells

## Abstract

Maintenance of male fertility requires spermatogonial stem cells (SSCs) that self-renew and generate differentiating germ cells for production of spermatozoa. Germline cells are sensitive to genotoxic drugs and patients receiving chemotherapy can become infertile. SSCs surviving treatment mediate germline recovery but pathways driving SSC regenerative responses remain poorly understood. Using models of chemotherapy-induced germline damage and recovery, here we identify unique molecular features of regenerative SSCs and characterise changes in composition of the undifferentiated spermatogonial pool during germline recovery by single-cell analysis. Increased mitotic activity of SSCs mediating regeneration is accompanied by alterations in growth factor signalling including PI3K/AKT and mTORC1 pathways. While sustained mTORC1 signalling is detrimental for SSC maintenance, transient mTORC1 activation is critical for the regenerative response. Concerted inhibition of growth factor signalling disrupts core features of the regenerative state and limits germline recovery. We also demonstrate that the FOXM1 transcription factor is a target of growth factor signalling in undifferentiated spermatogonia and provide evidence for a role in regeneration. Our data confirm dynamic changes in SSC functional properties following damage and support an essential role for microenvironmental growth factors in promoting a regenerative state.

## Abstract (web summary)

Male germline regeneration after damage is dependent on spermatogonial stem cells (SSCs) but pathways mediating the regenerative response are unclear. Here the authors define roles for growth factor signalling and mTORC1 in SSC-driven regeneration.

## Introduction

Male fertility is sustained by spermatogonial stem cells (SSCs) within the testis that self-renew and produce differentiating germ cells for spermatogenesis^1,2^. Germ cells are sensitive to chemotherapeutic agents and radiation, placing cancer patients at risk of treatment-induced infertility. Therapies that primarily affect cycling differentiating spermatogonia cause temporary infertility while those targeting slower-cycling SSCs, e.g., alkylating agents, can cause permanent infertility^3^. Although therapy-resistant SSCs may restore fertility, outcomes are variable due to differences in treatment regimens and unknown factors underlying a patient’s sensitivity to therapy and susceptibility to SSC loss^3^. Given that pathways regulating regenerative responses in SSCs are poorly characterised, the prediction, prevention, and treatment of infertility for these patients are not possible. Although assisted reproductive technologies such as sperm banking can allow post-pubertal men to have children following treatment, these options are not available to prepubertal boys^4^.

SSCs in adult mice are contained within a population of Type A undifferentiated spermatogonia (A_undiff_) (Fig. 1a)^1,2^. The A_undiff_ pool consists of singly isolated cells (A_s_), pairs of interconnected cells (A_pr_) and chains of 2n cells (A_al_) formed because of incomplete cytokinesis. A_undiff_ are functionally and molecularly heterogenous and a fraction act as SSCs in homoeostatic tissue, while the bulk act as transit-amplifying progenitors. A_undiff_ positive for cell surface receptor GFRα1 (a majority of A_s_ and A_pr_) represent an SSC-enriched population, whereas A_undiff_ expressing *Ngn3* (*Neurog3*) or *Rarg* (predominantly A_al_) are differentiation-destined progenitors (Fig. 1a)^1^. SSCs are also marked by *Id4* expression and progenitors by *Oct4* (*Pou5f1*) while transcription factors PDX1 and EOMES mark a primitive GFRα1 + fraction^1,5^. In response to retinoic acid, progenitors initiate differentiation and undergo a series of mitotic divisions before generating meiotic spermatocytes and ultimately spermatids. Markers such as PLZF, SALL4 and E-Cadherin are expressed throughout the A_undiff_ population and at early differentiation stages while c-KIT is induced upon differentiation (Fig. 1a)^1^.

**Fig. 1:**
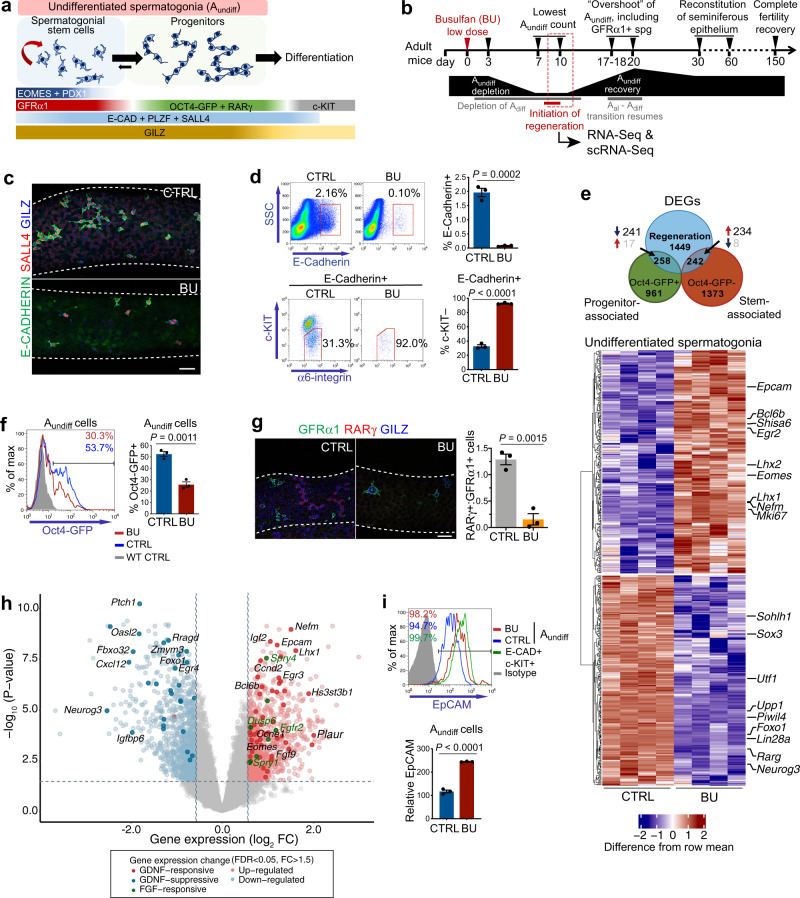
Molecular characteristics of spermatogonia remaining in adult testis following BU-induced damage. **a** Spermatogonial hierarchy and marker expression associated with distinct populations of A_undiff_. **b** Kinetics of adult male germline recovery in response to treatment with low dose BU. Initiation of regenerative response occurs between D8 and 10. D10 post-BU was selected for subsequent analysis. **c** Representative wholemount IF of tubules D10 post-BU (*n* = 2 mice per group). **d** Flow-sorting strategy for isolation of A_undiff_ (E-Cadherin+ c-KIT– α6-integrin+) for RNA-seq. Percentages of cells within gates are indicated (*n* = 4 mice per group). **e** Venn-diagram comparing differentially expressed genes (DEGs) in regenerative versus control A_undiff_ (false discovery rate < 0.05 and absolute fold change > 1.5) and genes marking progenitor (Oct4-GFP+) or stem-associated (Oct4-GFP–) A_undiff_ fractions. Heatmap shows selected DEGs in regenerative vs. control A_undiff_ associated with stem and progenitor A_undiff_. Genes of interest are highlighted. **f** Flow cytometry of adult Oct4-GFP testis D10 post-BU. Oct4-GFP expression within A_undiff_ population is shown (E-Cadherin+ c-KIT– α6-integrin+). Percentages of A_undiff_ Oct4-GFP + are included (*n* = 3 mice per group). **g** Representative wholemount IF of tubules D10 post-BU. Graph shows ratio of RARγ + (progenitor-enriched) to GFRα1 + (stem-enriched) spermatogonia (*n* = 3 mice per condition, 31–50 mm tubule length scored per animal). **h** Volcano plot of DEGs from **e** (analysis by Limma-voom and empirical Bayes method). Genes regulated by GDNF and FGF are highlighted, and relevant genes are indicated. **i** Representative flow cytometry analysis of adult WT testis D10 post-BU. EpCAM expression in A_undiff_ from control versus BU-treated mice and A_diff_ (E-CAD + c-KIT+) of controls is shown in histogram. Percentages of cells EpCAM+ are indicated. EpCAM is upregulated in E-Cadherin+ c-KIT + differentiating cells compared to A_undiff_. Graph shows relative levels of EpCAM (median fluorescent intensity) on A_undiff_ of control and BU-treated mice (*n* = 3 per group). Scale bars: 50 μm. Dashed lines in wholemount IF indicate seminiferous tubule profile. Data are presented as mean values ± SEM in **d**, **f**, **g**, **i**. Significance determined by two-tailed unpaired student *t* test in **d**, **f**, **g**, **i**. Source data are provided as a Source Data file.

Spermatogenesis recovery following germ cell depletion is dependent on surviving SSCs^6,7^. Effects of the alkylating agent busulfan (BU) have been studied in rodents where it causes apoptosis of A_undiff_ and differentiating spermatogonia. Few spermatogonia remain after the highest non-lethal BU dose (~40 mg/kg) resulting in infertility^8^. However, lower BU doses (e.g. 10 mg/kg) induce spermatogonial depletion while sparing some A_undiff_ to restore the germline, providing a model of regeneration^8,9^. While molecular mechanisms underpinning male germline regeneration are poorly appreciated, morphological studies of testis seminiferous tubules have defined kinetics of A_undiff_ recovery following BU treatment^9,10^. Spermatogonia are substantially depleted by day (D) 2 to 4 after BU and the lowest density of A_undiff_ is observed between D6 and 8 (Fig. 1b)^9^. Transplantable SSCs are depleted by D3 post-BU^6,7^. After low-dose BU, regeneration is initiated by D10 and remaining A_undiff_ actively proliferate between D10 and D15, resulting in ‘overshoot’ of A_undiff_ populations between D16 and D18 accompanied by delayed differentiation commitment (Fig. 1b)^9^.

Identification of markers associated with A_undiff_ subsets has provided insight into the contribution of distinct populations during regeneration. PAX7+ and EOMES + spermatogonia, which function as homoeostatic SSCs, are resistant to BU and involved in germline regeneration^11,12^. A_undiff_ marked by NGN3 or MIWI2 typically act as differentiation-destined progenitors in undisturbed tissue but following germ cell depletion contribute to regeneration, albeit to a lesser extent than PAX7 + or EOMES + cells^11–14^. Therefore, regeneration is driven not only by homoeostatic stem cells but by differentiation-primed cells that revert to a stem cell fate upon tissue damage^13,14^. While these studies have contributed to our understanding of populations mediating regeneration, cellular pathways involved in the A_undiff_ regenerative response have not been well-characterised. Furthermore, effects of germline depletion and induction of regeneration on A_undiff_ heterogeneity and dynamics are unclear.

Growth factors produced within the seminiferous tubule microenvironment play key roles in SSC function^15^. Glial cell-derived neurotrophic factor (GDNF) is essential for SSC self-renewal and is produced by Sertoli and other somatic cell types within the testis^15^. GDNF binds the GFRα1/c-RET receptor present on A_undiff_ subsets and activates downstream pathways including phosphoinositide 3-kinase (PI3K)/AKT and ERK MAPK to promote self-renewal^1^. Germ and somatic cells produce basic fibroblast growth factor (bFGF), which promotes spermatogonial self-renewal and proliferation^16^. Studies support a role for ERK MAPK downstream bFGF and GDNF in A_undiff_ self-renewal^16,17^. However, while GDNF and bFGF are both self-renewal factors and synergistically promote expansion of cultured A_undiff_, they have distinct effects on A_undiff_ function^1,18^. FGF5 produced by lymphatic endothelial cells also promotes self-renewal and proliferative activity of GFRα1+ spermatogonia and acts as a limiting factor to control GFRα1+ cell density^19^.

Tissue regeneration involves remodelling of the niche microenvironment that influences stem cell behaviour^20^. *Gdnf* expression in the testis increases after BU treatment, and levels peak during initiation of regeneration, suggesting a role in germline recovery^6,21^. Oscillatory changes in density of GFRα1 spermatogonia in BU-treated animals during recovery can be observed and result from competition for niche factors including FGF5^19^. These studies indicate that the niche is distinct during testis regeneration, and GDNF and FGFs play roles in SSC-driven regeneration.

Appropriate activation of signalling pathways in response to growth factors is essential for SSC maintenance. For instance, loss of PTEN, a negative regulator of AKT signalling, drives SSC exhaustion^22^. FOXO transcription factors are required for SSC maintenance and inhibited by AKT^22^. Further, aberrant activation of mTORC1, a growth-regulatory pathway downstream AKT and ERK MAPK, results in SSC exhaustion^23,24^. Physiological mTORC1 activation is also required for A_undiff_ differentiation commitment^25–27^. Despite the role played by growth factor signalling in homoeostatic SSC function, involvement of these pathways in regenerative responses remains unstudied.

In this study, we characterise A_undiff_ of homoeostatic tissue and from mice treated with BU to induce germline depletion and regeneration. We uncover a switch in gene expression of regenerative A_undiff_ towards an SSC state and characterise regenerative A_undiff_ markers through single cell analysis. We observe increased growth factor signalling in regenerative A_undiff_ and confirm an essential role for mTORC1 in the regenerative response. Further, we identify the cell cycle regulator FOXM1 as a target of growth factor signalling in A_undiff_ and provide evidence for a role of this transcription factor in regeneration. These findings increase our understanding of germline regeneration and suggest therapeutic approaches for stimulating regenerative A_undiff_ activity and restoring male fertility following cancer treatment.

## Results

### Molecular features of the regenerative A_undiff_ population

To study stem cell-driven regeneration in the male germline, adult mice were treated with a low dose of BU (10 mg/kg). The A_undiff_ surviving BU, here termed regenerative A_undiff_, initiate a regenerative response by D8-10 post-treatment (Fig. 1b)^28,29^. Wholemount immunofluorescence (IF) analysis of seminiferous tubules from wild-type control (CTRL) and BU-treated mice at D10 confirmed depletion of spermatogonia and persistence of low numbers of E-Cadherin+ SALL4 + A_undiff_ (primarily A_s_ and A_pr_) (Fig. 1c). A_undiff_ can be identified according to cell surface markers E-Cadherin + α6-integrin+ c-KIT– while spermatogonia at early differentiation stages co-express E-Cadherin and c-KIT^24^. By flow cytometry, few E-Cadherin+ spermatogonia remained and numbers of identified A_undiff_ were significantly reduced at D10 after BU compared to controls, confirming spermatogonial depletion (Fig. 1d and Supplementary Fig. 1a). >90% of E-Cadherin+ cells were c-KIT– in BU-treated samples versus ~30% in controls, indicating that essentially all spermatogonia at D10 post-BU are A_undiff_ (Fig. 1d).

To characterise features of A_undiff_ during germline regeneration, we isolated A_undiff_ from control and BU-treated mice at D10 and analysed by RNA-Seq (Fig. 1e). 1949 genes were differentially expressed in regenerative A_undiff_ compared to homoeostatic A_undiff_ (false discovery rate < 0.05 and fold change >1.5) (Supplementary Data 1). Comparison of differentially expressed genes (DEGs) with a dataset of genes enriched in SSC and progenitor-enriched A_undiff_ fractions isolated according to Oct4-GFP expression revealed a shift in gene expression programme (Fig. 1e)^5^. DEGs associated with the Oct4-GFP– SSC fraction (e.g., *Eomes*, *Lhx1*, *Nefm*, *Shisa6*, *Egr2*) were typically upregulated in regenerative A_undiff_ (234 out of 242) while genes enriched in Oct4-GFP + progenitors (e.g., *Upp1*, *Rarg*, *Neurog3*, *Sox3*, *Piwil4*) were mostly downregulated (241 out of 258). Expression of SSC-associated genes *Gfra1* and *Id4* was not significantly altered. Given that the A_undiff_ population is heterogenous and contains stem and progenitor fractions, our data indicated a switch in predominant fate towards a self-renewing state at the initiation of regeneration. Accordingly, when Oct4-GFP mice were treated with low-dose BU, the proportion of A_undiff_ GFP + was substantially reduced at D10 (Fig. 1f). Wholemount IF confirmed that A_undiff_ at D10 post-BU were predominantly GFRα1+ A_s_ and A_pr_ and relatively few spermatogonia were positive for progenitor marker RARγ (Fig. 1g).

Comparison of identified DEGs to GDNF-responsive genes in cultured A_undiff_^30^ revealed that regenerative A_undiff_ typically upregulated genes stimulated by GDNF (54 out of 189, 29% of GDNF-responsive; *P* < 2.02E-13) and downregulated genes suppressed by GDNF (28 out of 71, 39% of GDNF-repressive; *P* < 2.99E-11) (Fig. 1h and Supplementary Data 1). While FGF-responsive genes in spermatogonia are poorly characterised, genes induced by FGF in other systems (*Spry4*, *Dusp6*, *Fgfr2*, *Spry1*)^31^ were upregulated in regenerative A_undiff_ (Fig. 1h). Both GDNF and bFGF stimulate the expression of SSC-associated genes *Lhx1*, *Bcl6b* and *Etv5* in cultured A_undiff_^16,30^, indicating that these factors regulate overlapping sets of genes. Analysis of DEGs in regenerative vs. homoeostatic A_undiff_ revealed increased expression of adhesion molecules EpCAM and MCAM, which we confirmed by flow cytometry (Fig. 1i and Supplementary Fig. 1b). Both EpCAM and MCAM are induced by GDNF and/or bFGF stimulation of A_undiff_ in vitro, suggesting they provide readout of growth factor stimulation^32,33^. Our data indicate that A_undiff_ at initial regeneration stages are responding to increased levels of niche growth factors than under homoeostatic conditions, which may promote adoption of a self-renewing state.

We also assessed whether treatment was damaging for cells contributing to the SSC niche. In agreement with previous studies^8,34^, we found no evident disruption of SOX9 + Sertoli or KIT + interstitial Leydig cell populations post-BU (Supplementary Fig. 1c). IF for smooth muscle actin revealed an intact layer of peritubular myoid cells surrounding the seminiferous tubules post-BU (Supplementary Fig. 1d). However, potential effects of BU on functional activity of these niche cells await further study.

### Heterogeneity and cellular dynamics of regenerating A_undiff_

Gene expression analysis of A_undiff_ suggested a switch in predominant fate during regeneration to an SSC state (Fig. 1e). 

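Undifferentiated spermatogonia (A_undiff), the testis population that holds the spermatogonial stem cells (SSCs) and the progenitors they form, were sorted from untreated (CTRL) mice and from mice at day 10 (D10) after 10 mg/kg busulfan (BU), an alkylating drug that removes most dividing germ cells. Cells of 3 mice were pooled for each library, and each of 2 experiments gave 1 CTRL and 1 BU library, so every comparison rests on n = 2 libraries per group. The paper gives version 2 of the droplet kit for all libraries, whereas the sample labels give version 2 for experiment 1 and version 3.1 for experiment 2. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger, with no normalisation and no cell filter beyond its cell calling. The CTRL library of experiment 1 (CTRL 1) held 26802228 UMIs in 3261 cells and its BU partner (BU 1) held 21136369 in 2090 cells. In experiment 2, CTRL 2 held 39904588 UMIs in 2019 cells and BU 2 held 53579969 in 1859 cells. Only the 27514 genes listed in all 4 libraries were used. Cells of a library are not replicates of the treatment, so UMIs were summed over the cells of a class within each library, and the 4 sums were compared with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels of a gene in libraries that were tested (with an SD over libraries) and the ratios made from them are CPM after TMM scaling, while levels in clusters are CPM relative to all UMIs of the same cells. The test had condition as its only term, since the study's own test used no term for the experiment. The experiments differ in depth and gene list, and a fit with the experiment as a replicate block is given beside it wherever it changes a call. In simulated data with an effect of the experiment, the test without the block recovered 0% of changed genes. Its counts of 0 therefore do not show that genes were unchanged.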

To characterise changes in composition of the A_undiff_ pool during regeneration we performed single-cell RNA-Seq on A_undiff_ sorted from pooled control and BU-treated mice at D10 (data from two independent experiments). After quality control, analysis was performed on 3798 control cells and 2669 cells from BU-treated mice (see Methods)^35^. 

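With the study's filters (over 1000 genes and under 20% mitochondrial UMIs per cell), 3101 cells of CTRL 1, 1120 of CTRL 2, 2008 of BU 1 and 1264 of BU 2 were kept. Leaving out clusters of somatic cells, spermatids and Kit-high spermatogonia left 3969 CTRL and 2662 BU A_undiff. Of these, 2996 and 973 came from CTRL 1 and CTRL 2, and 1669 and 993 from BU 1 and BU 2. The median A_undiff held 8041 UMIs in CTRL 1 and 9972 in BU 1, against 30849 in CTRL 2 and 34908 in BU 2. Depth therefore differed more between the experiments than between CTRL and BU, and shares of cells with a transcript are also given at 1 depth by thinning each cell to 5000 UMIs. This leaves out 264 A_undiff of CTRL 1, 106 of CTRL 2, 56 of BU 1 and 86 of BU 2 that hold fewer UMIs.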

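Louvain clustering of the 6631 A_undiff on 30 principal components after canonical correlation analysis, at the lowest resolution with at least 6 clusters (0.25), gave 7 clusters. The genes used as cell type markers were left out of the 2000 variable genes, which left 1961, so that cluster sizes did not rest on the genes that name them. By the mean log2 fold of each class's markers over the other cells, the clusters were named progenitor-like (1929 cells), transitional-like (1546), primitive SSC-like (1336), proliferative SSC-like (927), late germ cell-like (192) and somatic-like (38). A further 663 cells carried spermatid RNA and were left under that description. The names are rebuilt from markers and single cells can fall in another class than in the study. At Seurat's default resolution of 0.8 the same cells formed 13 clusters, and other random starts, all variable genes or no integration gave 6. In the clustering without integration, the experiment was regressed out of the scaled levels instead.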

Data were processed with Seurat, which revealed six cell clusters in control and BU samples (Fig. 2a; clusters 0–5). 

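Among the 4 largest clusters, Zbtb16 (ENSMUSG00000066687, GRCm38 chromosome 9, 48654297 to 48836222) was lowest in proliferative SSC-like cells (110 to 178 CPM over the libraries) and highest in progenitor-like cells (192 to 355 CPM) in each library. Over these clusters and libraries Sall4 (chromosome 2, 168748332 to 168767943) lay between 92.7 and 193, Foxo1 (chromosome 3, 52268336 to 52353221) between 63.8 and 278, and Ddx4 (chromosome 13, 112598333 to 112652475) between 215 and 373. In late germ cell-like cells Zbtb16 stood at 150 and 115 CPM in CTRL 1 and BU 1, on 16 and 13 cells, but at 7.02 and 12.2 in CTRL 2 and BU 2, while Ddx4 stood at 326, 212, 451 and 577 in that order of libraries. The mean log2 fold of the 4 genes in that class over the other cells was -2.15, with 192 cells at a median depth of 0.122 of their library's. It was -0.19 in clusters made with all variable genes, where the class held 951 cells at 0.971. That is another set of cells, so it does not show that the clustering made the low level. The median mitochondrial share of the class was 0.405% in CTRL 2 and 0.628% in BU 2. It was 0.0696% and 0.106% in spermatids and 5.92% and 6.50% in progenitor-like cells of these libraries. These 4 genes named no cluster.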

All clusters expressed general A_undiff_ and spermatogonial markers (*Plzf/Zbtb16*, *Sall4*, *Foxo1*, *Ddx4*) (Supplementary Fig. 2a). Cluster 1 cells showed strong expression of *Neurog3*, *Rarg*, *Sox3*, *Upp1* and *Ddit4*, indicating it represented the progenitor population (Fig. 2b, c and Supplementary Fig. 2b)^5^. 

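The cluster called progenitor-like held 1929 cells and was named from these genes and Piwil4, so their levels describe the cluster and are not a test of it. Over all libraries pooled, Neurog3 stood at 54.9 CPM there, against 6.16 in primitive SSC-like, 2.00 in proliferative SSC-like and 10.6 in transitional-like cells. Rarg stood at 51.0, Sox3 at 178, Upp1 at 217 and Ddit4 at 127 in the progenitor-like cells, and the next of those other 3 classes reached 14.7, 72.7, 40.1 and 32.8. Each of these 5 genes was highest in the progenitor-like class of the 4 in every library, though its level there varied, as Neurog3 did from 20.4 in BU 2 to 85.7 in CTRL 1. The mean log2 fold over the other cells was 2.14 for the progenitor markers and -2.35 for the SSC markers.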

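The progenitor-like share of A_undiff was 40.1% in CTRL 1 (exact 95% binomial interval 38.4 to 41.9%, which covers counting error only), 43.7% in CTRL 2 (40.5 to 46.9%), 12.3% in BU 1 (10.8 to 14.0%) and 9.67% in BU 2 (7.90 to 11.7%). Its mean fell from 41.9% ± 2.52 in CTRL to 11.0% ± 1.89 in BU (SD, n = 2), a difference of -30.9 percentage points that was larger than the spread between libraries. The difference was -27.8 points within experiment 1 and -34.0 within experiment 2. An exact permutation test, two-sided, gave p = 0.33, the smallest value that this test can give for 2 libraries against 2. It therefore cannot decide such a difference, and the shares are described, as no other test of them was run. Of the alternatives tried, clustering without integration moved the difference most, to -20.5 points, of which experiment 2 alone showed -1.98. In clusters made also without the genes called between CTRL and BU with the replicate block, it was -21.5 points.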

Cells in cluster 1 were substantially depleted from the regenerative A_undiff_ pool but constituted a major fraction of homoeostatic A_undiff_ (Fig. 2a), consistent with shift in A_undiff_ composition towards self-renewing states during regeneration.

**Fig. 2:**
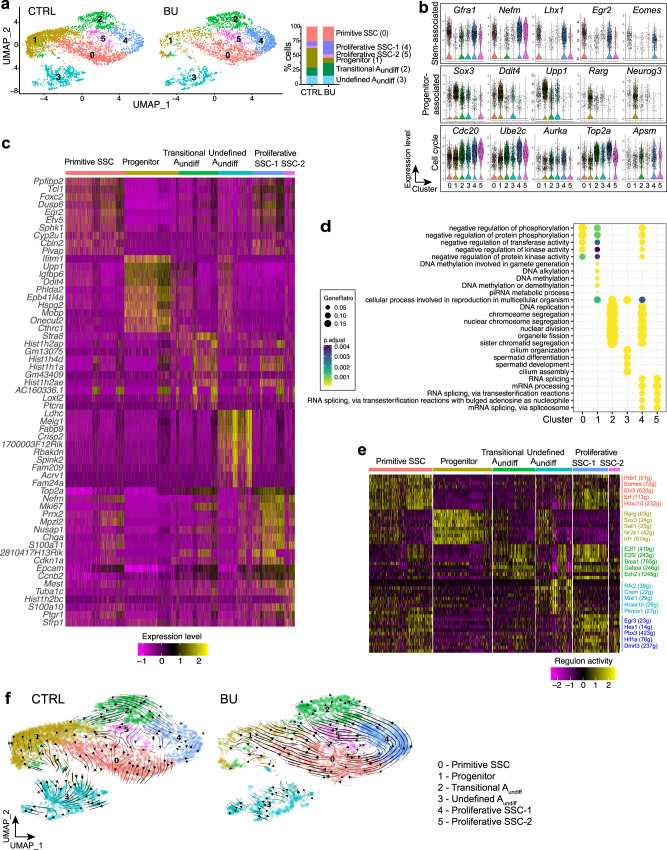
Dynamic heterogeneity of the A_undiff_ population during initiation of regeneration. **a** Visualisation of single-cell RNA-Seq data from A_undiff_ (E-Cadherin + α6-integrin+ c-KIT–) isolated from CTRL and BU mice at D10 by UMAP. Bar chart illustrates distribution of A_undiff_ from CTRL and BU-treated samples into different cell clusters and identity of each cluster. **b** Violin plots comparing expression of selected markers associated with stem and progenitor populations in cell clusters from **a**. Cell cycle-associated genes that delineate cell clusters are shown in bottom panels. **c** Heatmap of top 10 DEGs in cell clusters identified from analysis of **a**. **d** GO terms associated with gene expression profiles of cell clusters identified in **a**. GO terms enrichment identified by one-sided Fisher’s exact test with Benjamini–Hochberg correction for multiple comparisons. **e** SCENIC analysis identifying cluster-enriched regulons of control samples from **a**. Heatmap of top ten regulons that define each cluster or cell state are shown and selected regulons highlighted. Number of genes (g) in each regulon is indicated. **f** scVelo plot embedding in the UMAP space reveals directional progression of transcriptional states.

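The transitional-like class was named from S phase genes and Stra8, and its mean log2 fold over the other cells was 0.58 for these markers, 0.50 for mitotic, -0.51 for SSC and -1.06 for progenitor markers. Single genes of both states were at intermediate levels, with Gfra1 at 56.6 CPM, between 17.2 in progenitor-like and 112 or more in SSC-like cells, and Sox3 at 72.7, between at most 27.1 in SSC-like and 178 in progenitor-like cells, an order that held in each library. These levels are means over cells, which cannot tell cells holding both kinds of RNA from a mixture or from doublets. Marked doublets made up 4.20% of the class, against 1.81% of progenitor-like, 1.40% of proliferative SSC-like and 0.524% of primitive SSC-like cells. Transitional-like cells made up 17.9% of A_undiff in CTRL 1 (exact 95% interval 16.5 to 19.3%) and 16.8% in CTRL 2 (14.5 to 19.2%), and 32.9% in BU 1 (30.6 to 35.2%) and 30.0% in BU 2 (27.2 to 33.0%). The mean was 17.3% ± 0.805 in CTRL and 31.5% ± 2.04 in BU (SD, n = 2), a difference of 14.1 percentage points that exceeds both spreads. Within experiment 1 the BU share was 15.0 points above CTRL, and within experiment 2 it was 13.3 points above. The exact permutation test, two-sided, again reached its floor (p = 0.33). Its size depended on how cells were clustered. It was 9.14 points with all variable genes and 5.95 at the default resolution, and no cluster met the naming rule when genes called between the groups were also left out. Without integration the cluster that met the rule held 86.5% of BU 1 and 1.95% of CTRL 2 and had a mean log2 fold of 0.54 for SSC markers, so it was not the same class.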

Cluster 2 cells co-expressed stem and progenitor-associated genes, suggesting they were transitioning between these states, and were more abundant within the regenerative A_undiff_ pool (Fig. 2a–c and Supplementary Fig. 2a, b). These transitional cells were also identified by expression of *Stra8*, consistent with our previous study (Supplementary Fig. 2a)^5^. 

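Stra8 (ENSMUSG00000029848) lies on chromosome 6 of GRCm38 from 34920163 to 34939344. Its level in transitional-like cells was 125 CPM in CTRL 1, 64.3 in CTRL 2, 220 in BU 1 and 147 in BU 2, the highest of all classes within each library, and it is one of the markers that name the class. Progenitor-like cells reached 43.7, 31.2, 161 and 103 in that order of libraries, so their level also differed between CTRL and BU. Over all A_undiff its level was 47.2 ± 17.3 CPM in CTRL and 98.8 ± 29.9 in BU (SD, n = 2). The log2 fold change was 1.06 (standard error 0.39), which did not pass the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.439). With the experiment as a replicate block the same test gave a log2 fold change of 1.08 and an adjusted p of 0.00356.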

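The late germ cell-like class held 192 cells and was named from Ldhc, Meig1, Crisp2, Acrv1 and Spink2. Ldhc (ENSMUSG00000030851, chromosome 7, 46861203 to 46878142) stood at 5852 CPM there, and between 31.3 and 281 in each of the other classes. Meig1 (ENSMUSG00000026650, chromosome 2, 3409043 to 3422648) stood at 4789, against 35.6 to 254 elsewhere.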

Cluster 3 cells were characterised by detectable expression of genes involved at late spermatogenic stages, including *Ldhc* and *Meig1* (Fig. 2c)^36^. 

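Late germ cell-like cells of experiment 2 (163 cells) were shallow, with a median UMI count of 0.0945 of their library's median, while the 29 cells of experiment 1 had a median of 1.11 (quartiles 0.535 and 1.58). They made up 0.534% of A_undiff in CTRL 1 and 0.779% in BU 1, and 8.22% in CTRL 2 and 8.36% in BU 2. This share rests on the clustering: in the order CTRL 1, CTRL 2, BU 1 and BU 2 it was 15.3%, 14.7%, 12.5% and 14.3% with all variable genes, 13.1%, 12.7%, 3.65% and 12.5% without integration, and 14.7%, 14.6%, 11.3% and 14.3% with random start 2, while random start 3 gave 0.534%, 8.32%, 0.779% and 8.36% (both starts were chosen after seeing the values). The class high in spermatid RNA made up 13.5% of CTRL 1, 5.86% of CTRL 2, 8.69% of BU 1 and 5.64% of BU 2.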

The physiological relevance of cells in cluster 3 was unclear although expressed spermatogonial markers and were termed undefined A_undiff_ (Supplementary Fig. 2a).

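Over all libraries pooled, Gfra1 (ENSMUSG00000025089, chromosome 19, 58235604 to 58455909) stood at 130 CPM in primitive SSC-like and 112 in proliferative SSC-like cells, against 56.6 in transitional-like and 17.2 in progenitor-like cells. Nefm stood at 216 and 399 in the primitive and proliferative SSC-like cells, Lhx1 at 142 and 135, Lhx2 at 88.5 and 85.4, Egr2 at 87.7 and 58.2, Etv5 at 92.0 and 62.3, Foxc2 at 114 and 74.0, and Id4 at 92.9 and 100. In progenitor-like cells none of these 8 genes was above 28.8 CPM over the pooled libraries, though Nefm ranged from 1.24 in CTRL 1 to 95.4 in BU 2 and Gfra1 from 7.16 to 51.0. The mean log2 fold of the SSC markers was 1.29 in the primitive and 1.25 in the proliferative SSC-like cluster, and these markers name both, so the levels describe the clusters. A single proliferative SSC-like cluster was found where the study has a pair.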

We observed 3 cell clusters (0, 4 and 5) expressing high levels of SSC-associated genes *Gfra1*, *Nefm*, *Lhx1, Lhx2, Egr2, Etv5, Foxc2*, and *Id4* (Fig. 2a–c, Supplementary Fig. 2a, b and Supplementary Data 2)^5^. A feature distinguishing these potential SSC clusters included expression of cell cycle-related genes (e.g., *Cdc20*, *Ube2c*, *Aurka*, *Top2a*, *Aspm*) (Fig. 2b and Supplementary Fig. 2b). 

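Levels of these genes parted the SSC-like clusters. From primitive to proliferative SSC-like cells, over all libraries pooled, Cdc20 went from 73.7 to 287 CPM, Ube2c from 47.8 to 358, Aurka from 16.7 to 88.0, Top2a from 59.8 to 489 and Aspm from 19.3 to 88.1. Each was higher in the proliferative class in every library. They are among the 7 mitotic markers that separate the classes here by rule, so these values show how far apart the clusters lie.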

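The mean log2 fold of the mitotic markers over the other A_undiff was 1.32 in proliferative SSC-like cells and -1.77 in primitive SSC-like cells. Transitional-like cells also held mitotic transcripts, with Top2a at 322 CPM.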

Cluster 4 and 5 cells had the most pronounced expression of cell cycle genes and were termed proliferative SSC-1 and SSC-2 respectively, while cluster 0 cells expressed lower levels of these genes and were termed primitive SSCs in part due to this quiescent signature (see below). 

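Epcam (ENSMUSG00000045394) lies on chromosome 17 of GRCm38 from 87635979 to 87651129 and encodes an epithelial cell adhesion molecule. It named no cluster. In CTRL libraries its level was 298 ± 41.1 CPM in proliferative SSC-like cells and 133 ± 35.0 in primitive SSC-like cells (SD, n = 2), a gap larger than either spread. In BU libraries the levels were 454 ± 36.0 and 310 ± 50.0 (SD, n = 2).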

Interestingly, cluster 4 and 5 cells were characterised by high levels of *Epcam* expression (Fig. 2c and Supplementary Fig. 2a). 

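Proliferative SSC-like cells made up 7.21% of A_undiff in CTRL 1 (exact 95% interval 6.31 to 8.20%) and 6.58% in CTRL 2 (5.10 to 8.32%), and 23.7% in BU 1 (21.7 to 25.8%) and 25.3% in BU 2 (22.6 to 28.1%). The mean rose from 6.89% ± 0.447 to 24.5% ± 1.10 (SD, n = 2), by 17.6 percentage points, with 16.5 points in experiment 1 and 18.7 in experiment 2 (exact permutation test, two-sided, p = 0.33). When genes called between CTRL and BU were also left out of the clustering, no cluster met the rule for this class, and a cluster high in mitotic markers went from 21.2% ± 0.174 to 44.3% ± 2.11 (SD, n = 2). The primitive SSC-like share was 20.3% in CTRL 1 and 18.2% in CTRL 2, against 21.1% in BU 1 and 20.0% in BU 2. Its means, 19.2% ± 1.49 and 20.6% ± 0.743 (SD, n = 2), differed by 1.32 points, less than the spread between the CTRL libraries (exact permutation test, two-sided, p = 0.67). That small difference depended on the clustering, at 6.49 points with all variable genes and -0.710 in clusters made also without the genes called between the groups, which was chosen after seeing the values. Without integration it was -7.58, in a class that kept 16 cells of CTRL 2 and 6 of BU 2. At the default resolution a cluster of 565 cells with raised S phase markers (mean log2 fold 0.81) also met the rule for this class. The difference there, 12.8 points, includes that cluster and so is no measure of the class.

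**Figure D1:**
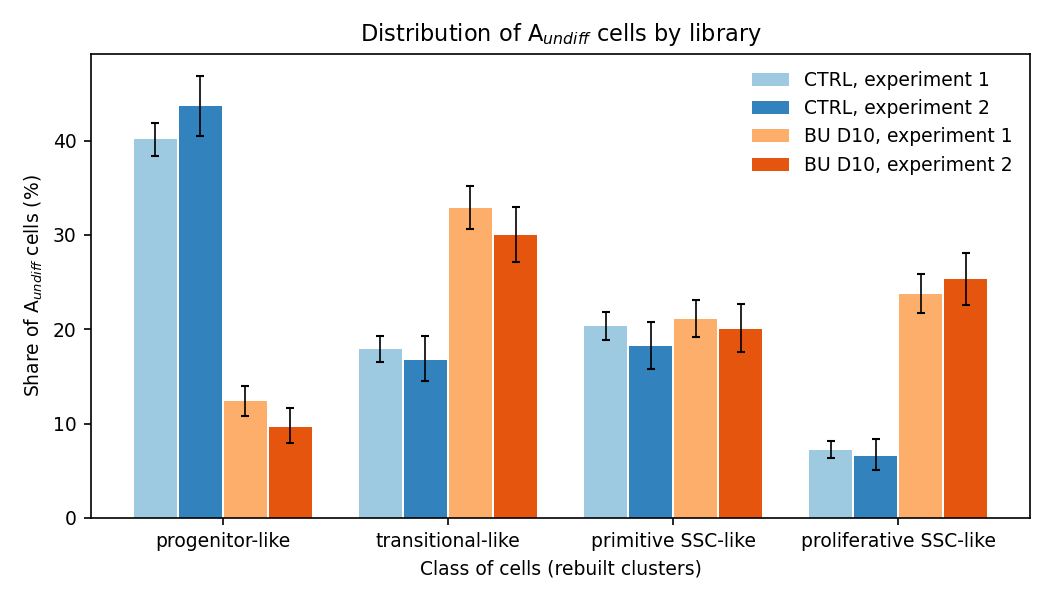
Share of A_undiff cells in percent (y axis) by rebuilt class of cells (x axis), with a bar for each of the 4 libraries and error bars for its exact 95% binomial interval. Proliferative SSC-like bars stand at 7.21% and 6.58% in CTRL and at 23.7% and 25.3% in BU D10, and primitive SSC-like bars at 20.3%, 18.2%, 21.1% and 20.0%.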

Proliferative SSC clusters were more prominent in the regenerative A_undiff_ population while the proportion of primitive/quiescent SSCs remained comparable to controls, consistent with expansion of mitotically active SSCs within the regenerative A_undiff_ pool (Fig. 2a). Gene ontology (GO) analysis of DEGs in each cluster supported distinct cell cycle status of SSC subsets and highlighted importance of signalling pathway control (protein kinase inhibition) for the primitive SSC state and RNA splicing/processing for proliferative SSC states (Fig. 2d). Our analysis indicated that SSCs exist in a series of functional states with distinct cell-cycle status and regulatory pathways and that proliferative SSC states are more evident during regeneration. Given that A_undiff_ proliferation varies according to periodic cycling of the seminiferous epithelium and function can be affected by proximity to sources of growth factors^2,19^, these clusters may represent SSCs from different cycle stages and/or distinct locations within the seminiferous tubule.

To gain insight into identity of A_undiff_ clusters and associated regulatory mechanisms, we analysed gene regulatory networks using SCENIC, which calculates activity of regulons (transcription factors and putative targets) in individual cells, allowing identification of transcription factors controlling cell states (Fig. 2e, Supplementary Fig. 2c and Supplementary Data 2)^37^. Primitive SSCs were predicted to be driven by transcription factors associated with SSC function, including PDX1, EOMES and ETV5^5,12,16^. Progenitors exhibited activity of RARγ, SOX3 and SALL1. SOX3 and RARγ play key roles in SSC differentiation priming, validating cluster identity^38,39^. Proliferative SSC clusters were regulated by similar transcription factors including EGR3, HES1, HIF1A and DMRT3 while transitional A_undiff_ were distinguished by activity of E2F7, E2F2 and EZH2 regulons.

To compare A_undiff_ dynamics under homoeostatic and regenerative conditions, we performed RNA-velocity analysis (scVelo)^40^. RNA-velocity was visualised by projection onto UMAP plots where direction and magnitude of arrows indicates cell state progression based on mRNA splicing analysis (Fig. 2f). In control A_undiff_, transition of cells between different clusters or states was generally limited, consistent with a relatively static cell population during homoeostasis. In contrast, regenerative A_undiff_ displayed striking velocity streamlines between clusters, indicating rapid transitions between subsets that correlated with increased cell cycle (Fig. 2f and Supplementary Fig. 3a). Within regenerative A_undiff_, velocity-inferred directionality indicated that primitive SSCs transitioned into both proliferative SSCs and progenitors. This suggests that during regeneration, SSCs are triggered to expand the SSC pool through proliferation and generate progenitors for spermatogenic recovery. Moreover, that quiescent SSCs can form progenitors without transiting through a mitotically active state. Prediction of genes driving transitions indicated that *Cdk1, Mki67, Cenpe* and *Usp26* promoted transition of primitive SSCs to the proliferative state, supporting cell cycle involvement, whereas *Foxo1, Tmtc4, Rbms2* and *Dnmt3b* promoted transition of primitive SSCs to progenitors (Supplementary Fig. 3b). *Foxo1* and *Dnmt3b* are linked with A_undiff_ differentiation^22,41^. Combined, RNA-velocity analysis indicates that A_undiff_ undergo more dynamic cellular transitions during regeneration than under homoeostatic conditions and highlights the distinct fates available to regenerative SSCs.

### Distinct cellular state of regenerative GFRα1 + spermatogonia

Clustering analysis of scRNA-seq data indicated that an increased proportion of regenerative A_undiff_ adopted an SSC state compared to controls. However, SSCs mediating germline regeneration may be functionally distinct from those of homoeostatic tissue and we therefore characterised DEGs between SSCs of homoeostatic and regenerative testis to gain insight into unique features. 

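Cells above the study's threshold for Gfra1 (a normalised level of 2) made up 19.2% of A_undiff in CTRL 1 (exact 95% interval 17.8 to 20.7%) and 20.7% in CTRL 2 (18.2 to 23.3%), and 51.2% in BU 1 (48.7 to 53.6%) and 49.6% in BU 2 (46.5 to 52.8%). The mean share was 19.9% ± 1.01 in CTRL and 50.4% ± 1.08 in BU (SD, n = 2), a difference of 30.5 percentage points that was larger than the spread between libraries (31.9 in experiment 1 and 29.0 in experiment 2; exact permutation test, two-sided, p = 0.33). The threshold depends on depth, since 1 UMI passes it in 97.4% of CTRL 1 and 89.0% of BU 1 cells but in 15.7% of CTRL 2 and 13.3% of BU 2 cells. After thinning to 5000 UMIs the shares with a Gfra1 UMI were 13.3% and 16.0% in CTRL 1 and CTRL 2, and 35.4% and 34.3% in BU 1 and BU 2, a difference of 20.2 points. Spermatids, which should lack the receptor, had a Gfra1 UMI in 8.16%, 11.7%, 20.0% and 20.0% of cells in CTRL 1, CTRL 2, BU 1 and BU 2, at median depths of 13323, 38427, 16091 and 53469 UMIs. Thinned, these were 4.17%, 0% (0 of 98 cells, upper limit 3.69%), 20.0% (3 of 15 cells) and 1.28%. The exact 95% interval of the thinned BU 1 value, 4.33 to 48.1%, is too wide to set a useful background. Among the left-out somatic cells, not thinned, 33.3% of 9, 47.8% of 23, 36.0% of 25 and 73.7% of 57 cells had a Gfra1 UMI, in the same order of libraries. Whether these cells express the gene was not tested.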

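The Gfra1+ fraction held 576 cells of CTRL 1, 201 of CTRL 2, 854 of BU 1 and 493 of BU 2, which is 777 CTRL and 1347 BU cells. Gfra1 itself was left out of the test, since it defines the cells. None of 13191 genes tested passed an adjusted p of 0.05 between BU and CTRL in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 618 had an unadjusted p under 0.05. The fit with the replicate block called 0 genes as well, with 1288 at an unadjusted p under 0.05. Of the alternatives tried, testing without a filter on low counts moved the count most, to 89 genes, and DESeq2 called 29 genes without and 49 with the block. The study tested single cells with MAST, and the paper's table lists 2302 genes for this comparison, of which the first 1999 rows were read here. Over pooled cells, natural log fold changes computed as in Seurat had a median ratio of 0.992 between the paper's value and this one over the 1977 genes matched.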

As the A_undiff_ population likely comprises a continuum of cell states rather than discrete subsets as predicted from clustering analysis and the GFRα1+ fraction forms the homoeostatic SSC pool^5,42^, we initially selected SSCs from CTRL and BU scRNA-Seq datasets based on *Gfra1* expression (normalised expression level >2; 755 and 1331 cells respectively) and identified DEGs (adjusted *P* < 0.05) (Fig. 3a and Supplementary Data 3). GO analysis revealed terms associated with cell division, response to stimulus plus stress, metabolic processes, chromosome organisation and modification (Fig. 3b). 

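In Gfra1+ cells all 11 of Mki67, Kif4, Top2a, Smarca5, Hells, Hist1h1a, Suz12, Dnmt1, Ezh2, Igf2 and Plaur had a higher level in BU than in CTRL, and 10 of them in both experiments. None passed the threshold over all genes tested, with or without the replicate block, and 2 had an unadjusted p under 0.05. Adjusted over the list alone, 1 passed, and 8 did with the replicate block, but the study picked these genes from the same libraries, so these counts are not independent evidence. Plaur (ENSMUSG00000046223, chromosome 7, 24462484 to 24475968) went from 1.59 ± 0.768 to 18.4 ± 2.37 CPM (SD, n = 2), on 5, 14, 153 and 449 UMIs in CTRL 1, CTRL 2, BU 1 and BU 2. Its log2 fold change was 3.49 (standard error 0.46, adjusted p = 0.823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.47 in experiment 1 and 2.96 in experiment 2. DESeq2, with and without the replicate block, and edgeR with no filter on low counts did call Plaur. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) stood at 112 ± 114 in CTRL and 206 ± 52.8 in BU (SD, n = 2), a difference smaller than the spread between the CTRL libraries, with a log2 fold change of 0.87 (standard error 0.78). The log2 ratio of BU to CTRL for Mki67 was 2.40 in experiment 1 and 0.33 in experiment 2, and without CTRL 1 the log2 fold change was 0.09. Kif4, Top2a, Smarca5 and Hells had log2 fold changes of 1.25, 0.85, 0.56 and 0.69. Dnmt1 and Ezh2 had log2 fold changes of 0.62 and 0.87, and Suz12 and Hist1h1a of 0.62 and 0.48, of which the last pair turned to -0.06 and -0.45 without CTRL 1. Fits without a library have no term for the experiment, so they mix the loss of that library with the difference between experiments. Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) overlaps Gm49394 on the same strand, a gene listed only in experiment 2, and Cell Ranger leaves out reads shared by overlapping genes. It went from 4.87 ± 3.22 to 57.4 ± 77.3 CPM (SD, n = 2), and its log2 ratio was 3.88 in experiment 1 but 0.08 in experiment 2, and without BU 1 its log2 fold change was -0.81; a loss of its reads was not shown. Over pooled cells the natural log fold change of Plaur was 0.854 and that of Top2a was 0.741, and the paper's reported values are 0.888 and 0.728.

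**Figure D2:**
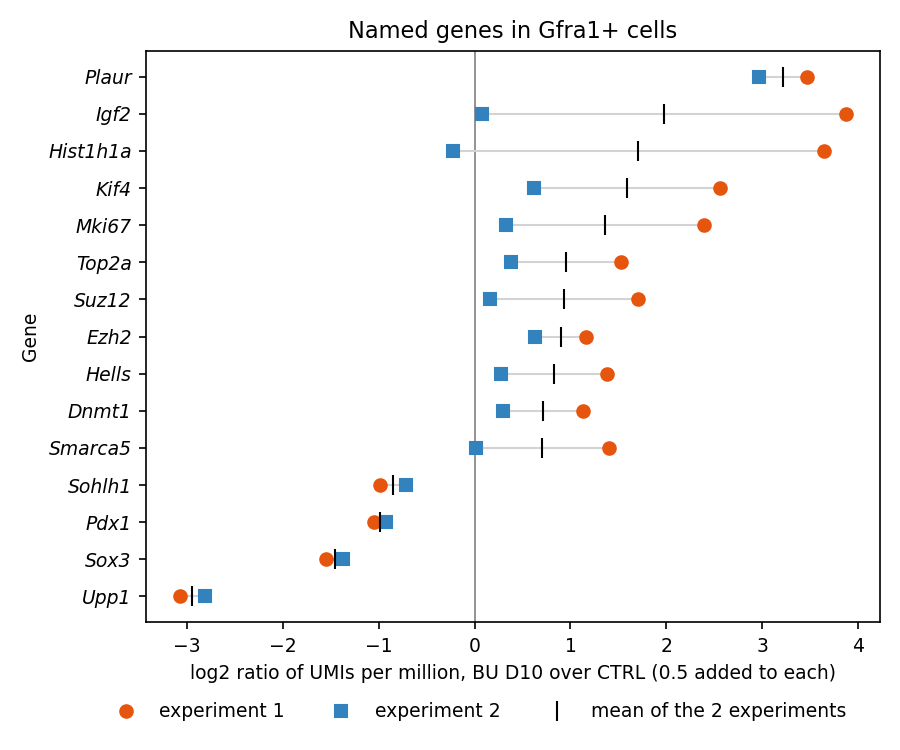
Log2 ratio of CPM in Gfra1+ cells, BU D10 over CTRL with 0.5 CPM added to each (x axis), for each gene (y axis). Circles stand for experiment 1, squares for experiment 2 and black ticks for their mean; Plaur shows 3.47 and 2.96, while Igf2, which overlaps a gene listed only in experiment 2, shows 3.88 and 0.08.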

*Gfra1* + cells from BU-treated samples upregulated genes involved in cell cycle (*Mki67*, *Kif4*, *Top2a, Smarca5, Hells*), epigenetic regulation (*Hist1h1a*, *Suz12*, *Dnmt1, Ezh2*) and genes of interest including *Igf2* and *Plaur* (Fig. 3a). 

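Sohlh1 (ENSMUSG00000059625) stood at 219 ± 95.1 CPM in CTRL and 118 ± 36.8 in BU Gfra1+ cells (SD, n = 2), a log2 fold change of -0.89 (standard error 0.41) while the CTRL libraries themselves stood at 287 and 152. Sox3 (ENSMUSG00000045179) went from 63.8 ± 14.3 to 23.1 ± 7.16 (SD, n = 2), a log2 fold change of -1.46 (standard error 0.35). Upp1 (ENSMUSG00000020407, chromosome 11, 9118103 to 9136170) went from 59.5 ± 12.5 to 7.23 ± 0.606 (SD, n = 2), with 325 and 332 UMIs in the CTRL and 70 and 152 in the BU libraries. Its log2 fold change was -3.04 (standard error 0.32), with -3.08 in experiment 1 and -2.81 in experiment 2. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.00 for Sohlh1, 0.843 for Sox3 and 0.823 for Upp1, and none passed with the replicate block (0.291, 0.221 and 0.150). DESeq2 called Upp1, and with the replicate block it also called Sox3.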

Consistent with suppression of stem-progenitor transition, regenerative *Gfra1* + cells downregulated progenitor-associated genes (*Sohlh1*, *Sox3*, *Upp1*). Regenerative *Gfra1* + cells also downregulated *Pdx1*, a marker of homoeostatic SSCs^5^. 

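Pdx1 (ENSMUSG00000029644) lies on chromosome 5 of GRCm38 from 147269959 to 147275848 and had 83, 100, 75 and 175 UMIs in the Gfra1+ cells of CTRL 1, CTRL 2, BU 1 and BU 2. Its level was 16.4 ± 1.55 CPM in CTRL and 8.02 ± 0.265 in BU (SD, n = 2), a gap larger than the spread of either group. The log2 fold change was -1.03 (standard error 0.32, adjusted p = 0.908 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.12 and -0.93 when each library was left out in turn. Over all A_undiff, where Gfra1+ cells are a larger part in BU, the log2 fold change of Pdx1 was -0.12 (standard error 0.37).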

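With the same threshold as for Gfra1, 246 cells of CTRL 1, 30 of CTRL 2, 289 of BU 1 and 121 of BU 2 were Eomes+, in all 276 CTRL and 410 BU cells. Their shares of A_undiff were 8.21% (exact 95% interval 7.25 to 9.25%), 3.08% (2.09 to 4.37%), 17.3% (15.5 to 19.2%) and 12.2% (10.2 to 14.4%), with means of 5.65% ± 3.63 and 14.8% ± 3.63 (SD, n = 2). The difference was 9.11 percentage points in experiment 1 and 9.10 in experiment 2 (exact permutation test, two-sided, p = 0.33). After thinning, 5.53%, 2.31%, 9.98% and 12.2% of cells had an Eomes UMI, and with any UMI counted in unthinned cells the number of Eomes+ cells rose to 712 in BU. An Eomes UMI was found in 2.04% of spermatids in CTRL 1, 0.971% in CTRL 2, 0 of 15 in BU 1 (upper limit 21.8%) and 4.71% in BU 2.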

To corroborate our analysis with an alternative SSC marker, we identified DEGs in cells expressing *Eomes* (345 cells in CTRL and 667 in BU samples)^5,12^. 

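In Eomes+ cells none of 10845 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 336 had an unadjusted p under 0.05. With the replicate block 164 genes passed, 119 higher and 45 lower in BU. DESeq2 called 2 genes, the block without marked doublets 1 gene and the block in cells with any Eomes UMI 2 genes, so the count rests on the setting. Of the 11 genes above (Mki67, Kif4, Top2a, Smarca5, Hells, Hist1h1a, Suz12, Dnmt1, Ezh2, Igf2 and Plaur), 10 were higher in BU, 8 in both experiments, and Hist1h1a had a log2 fold change of -0.11. With the block 6 of them passed over all genes tested, and all 11 when adjusted over the list alone, which is not independent evidence. Plaur went from 6.18 ± 5.14 to 31.0 ± 1.74 CPM (SD, n = 2), on 5, 8, 99 and 156 UMIs, with a log2 fold change of 2.55 (standard error 0.60). Its adjusted p from edgeR's quasi-likelihood test was 0.999 and became 2.98e-05 with the replicate block. Mki67 stood at 129 ± 137 in CTRL and 225 ± 55.1 in BU (SD, n = 2), and passed only with the block (adjusted p = 4.51e-05 from edgeR's quasi-likelihood test). Igf2, which overlaps Gm49394, a gene listed only in experiment 2, had log2 ratios of 3.42 and -1.15 in the experiments, and without BU 1 its log2 fold change was -1.48.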

Similar genes and GO terms were found when comparing DEGs in *Eomes* and *Gfra1*-positive populations from regenerative vs. homoeostatic testis (Fig. 3b and Supplementary Fig. 4a).

**Fig. 3:**
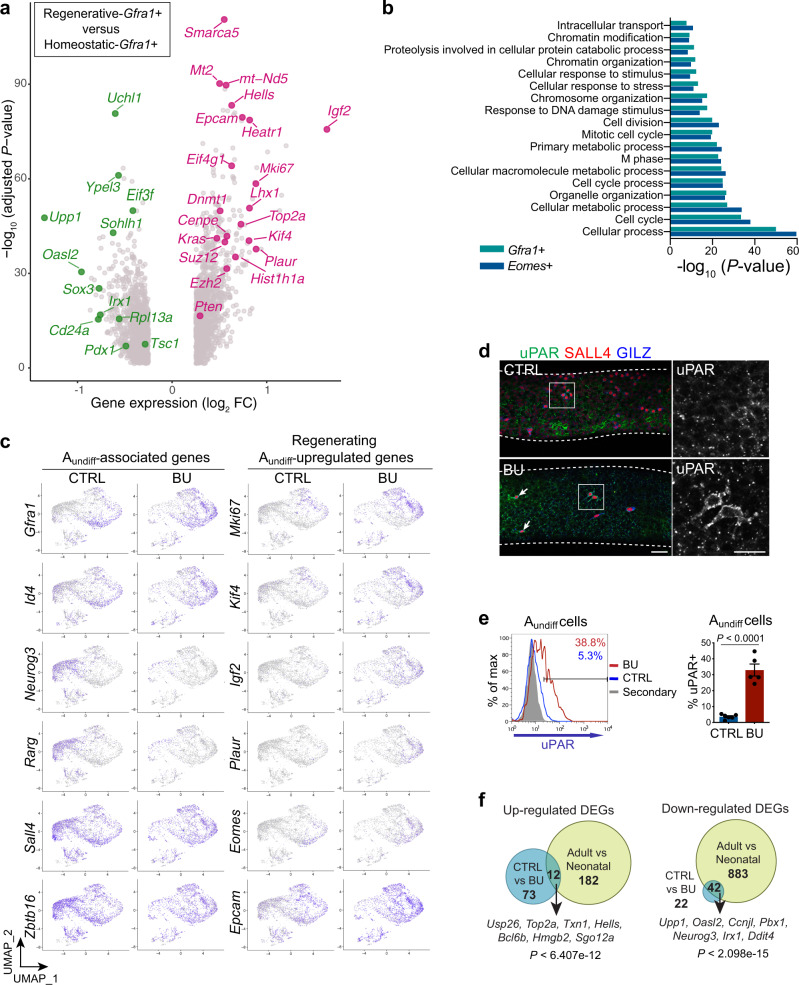
Comparative analysis of regenerative and homoeostatic A_undiff_ by single-cell RNA-seq. **a** Volcano plot of DEGs (MAST differential expression test with Bonferroni correction, adjusted *P* value < 0.05) within *Gfra1* + cells (normalised expression level > 2) from scRNA-seq analysis of sorted A_undiff_ (E-Cadherin + α6-integrin+ c-KIT–) from CTRL and BU-treated mice at D10 (755 *Gfra1* + cells in CTRL and 1331 in BU). Genes of interest are highlighted. **b** GO of DEGs from comparison of *Eomes* + (345 cells in CTRL and 667 in BU) or *Gfra1* + cells from scRNA-seq analysis of **a**. *P* values from one-sided Fisher’s Exact test. **c** UMAP plots showing clustering analysis of scRNA-Seq data of CTRL and D10 BU A_undiff_ of **a** (3798 cells in CTRL and 2669 in BU-treated). Expression of selected genes associated with A_undiff_ (left panels), and genes upregulated in regenerative A_undiff_ (right panels) are shown. **d** Representative wholemount IF of tubules D10 post-BU (*n* = 3 per group). Arrows: uPAR+ A_s_ cells. Scale bar: 50 μm. Dashed lines indicate seminiferous tubule profiles. **e** Representative flow cytometry analysis of adult mice treated with BU vs. CTRL at D10. Graph shows mean percentage of A_undiff_ (E-Cadherin+ c-KIT–) uPAR+ ± SEM (*n* = 5 per group). Significance determined by two-tailed unpaired student *t* test. **f** Venn diagrams illustrating overlap of up and downregulated DEGs (Fold change > 1.5 and adjusted *P* value < 0.05) within *Gfra1* + spermatogonia from CTRL vs. BU-treated A_undiff_ from analysis of **a** and CTRL (adult) vs. neonatal ID4^bright^ spermatogonia^36^. *P* values derived from hypergeometric tests are shown. Examples of concordantly regulated DEGs are indicated. Source data are provided as a Source Data file.

As the proportion of cells in distinct SSC states changes during regeneration (Fig. 2a), DEGs identified in regenerative *Gfra1*/*Eomes* + cells may be reflective of composition of the SSC pool rather than features of regenerative SSCs. 

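Mki67, Kif4 and Eomes are among the markers that name the SSC-like classes, so their levels within a class are also shaped by that choice. Within primitive SSC-like cells all 6 of Mki67, Kif4, Eomes, Plaur, Igf2 and Epcam had a higher level in BU, 5 of them in both experiments, and within proliferative SSC-like cells all 6 were higher, 4 in both. In primitive SSC-like cells Mki67 went from 8.47 ± 8.50 to 31.7 ± 8.63 CPM (SD, n = 2), on 9, 49, 74 and 201 UMIs, with log2 ratios of 3.14 and 1.35 in the experiments. Its log2 fold change was 1.91 (standard error 0.73), which passed with the replicate block (adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or without the filter on low counts. Epcam had a log2 fold change of 1.22 (standard error 0.29) in these cells and likewise passed with the block (adjusted p = 0.00440 from edgeR's quasi-likelihood test) or without the filter. For the proliferative SSC-like class, Epcam had a log2 fold change of 0.61 (standard error 0.27) that passed in neither fit. Kif4 and Eomes rose by log2 fold changes of 1.18 and 0.58 in primitive and 0.69 and 0.27 in proliferative SSC-like cells, and passed in neither fit. In proliferative SSC-like cells Mki67 stood at 246 ± 234 in CTRL and 288 ± 48.7 in BU (SD, n = 2), with log2 ratios of 1.66 and -0.35 in the experiments and a log2 fold change of -0.52 without CTRL 1. Igf2, which overlaps Gm49394, a gene listed only in experiment 2, had log2 ratios of 3.92 and -0.53 in primitive and 3.94 and -0.86 in proliferative SSC-like cells, and its log2 fold changes without BU 1 were -1.34 and -1.24. Igf2 passed with the block in primitive SSC-like cells (adjusted p = 0.0480 from edgeR's quasi-likelihood test) and not in proliferative SSC-like cells. Whether the changes differ between the classes was not tested.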

Projection of selected DEGs from analysis of regenerative vs. homoeostatic *Gfra1*/*Eomes* + cells onto UMAP plots indicated that genes associated with proliferation (*Mki67*, *Kif4*) and regeneration (*Eomes*, *Plaur*, *Igf2*, *Epcam*) were induced within SSC clusters of regenerative A_undiff_ (Fig. 3c), supporting changes in SSC behaviour during regeneration. To confirm this observation, we defined DEGs between cells of the same SSC clusters from regenerative and homoeostatic samples (cluster 0 primitive and cluster 4 proliferative). 

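Primitive SSC-like cells gave 608 cells of CTRL 1, 177 of CTRL 2, 352 of BU 1 and 199 of BU 2. In them none of 11414 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 538 at an unadjusted p under 0.05, and 121 passed with the replicate block, 77 higher and 44 lower in BU. In proliferative SSC-like cells none of 11361 passed, with 389 at an unadjusted p under 0.05, and 35 passed with the block, 18 higher and 17 lower. The blocked counts moved with the clustering, between 42 at the default resolution and 302 with another random start for primitive, and between 35 and 153 for proliferative SSC-like cells.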

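Of the 121 genes called with the replicate block in primitive SSC-like cells, 55 were also among the 164 called in Eomes+ cells and 107 among the 1681 called in all A_undiff. Of the 35 called in proliferative SSC-like cells, 26 were shared with Eomes+ cells, 33 with all A_undiff and 25 with primitive SSC-like cells. No genes were called in Gfra1+ cells in that fit, so no overlap could be counted there. The log2 fold changes of 11000 genes had the same sign in primitive and proliferative SSC-like cells for 74.3%, but both classes come from the same 4 libraries, which alone can make them alike. Between primitive SSC-like cells of experiment 1 and proliferative SSC-like cells of experiment 2, which share no library, it was 52.8%, and 54.9% for the reverse pair, against 50.0% for each from the shares of genes higher (a check chosen after seeing the values). All 119 genes called in primitive SSC-like cells and tested in proliferative SSC-like cells went the same way in both, again in shared libraries. The paper's tables for Gfra1+, Eomes+ and primitive cells were read in part (1999 rows each, of 2302, 2615 and 2465) and no overlap with them was counted.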

Similar sets of DEGs were identified in SSC clusters as in *Gfra1*/*Eomes* + cells, validating our approach and revealing the distinct functional status of regenerative A_undiff_ (Supplementary Fig. 4b, c and Supplementary Data 3).

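Plaur rose in each set of cells and in each experiment. In primitive SSC-like cells it went from 1.56 ± 0.115 to 21.3 ± 4.20 CPM (SD, n = 2), on 6, 5, 53 and 129 UMIs in CTRL 1, CTRL 2, BU 1 and BU 2, a log2 fold change of 3.75 (standard error 0.44). In proliferative SSC-like cells it went from 3.43 ± 1.46 to 34.6 ± 3.02 (SD, n = 2), on 5, 11, 160 and 404 UMIs, a log2 fold change of 3.30 (standard error 0.41). These differences are larger than the spread between libraries but passed the threshold over all genes only with the replicate block (adjusted p = 4.96e-04 and 6.37e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under DESeq2 or without the filter on low counts. Leaving out each library in turn kept the log2 fold change between 3.52 and 3.93 in primitive and between 2.95 and 3.84 in proliferative SSC-like cells. In clusters made without integration the rise in primitive SSC-like cells was lost: over pooled cells the natural log fold change of Plaur was -0.0968, against 0.909 with integration, in a class with 16 cells of CTRL 2 and 6 of BU 2. A Plaur UMI was found in 0.601% of A_undiff in CTRL 1, 2.57% in CTRL 2, 10.7% in BU 1 and 27.7% in BU 2. Thinned to 5000 UMIs per cell, the shares were 0.403%, 0.115%, 5.83% and 7.39%, so that the gap between the BU libraries followed their depth. In spermatids, a Plaur UMI was found in 0 of 49 cells in CTRL 1, 0 of 103 in CTRL 2 and 2.35% of cells in BU 2 (exact 95% interval 0.286 to 8.24%), below the A_undiff share of that library (24.9 to 30.6%). BU 1 had 0 of 15 spermatids with a Plaur UMI, which allows a share of up to 21.8% and so sets no useful background. Among proliferative SSC-like cells 25.8% of BU 1 and 57.0% of BU 2 cells had a Plaur UMI, or 14.0% and 15.5% when thinned.

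**Figure D3:**
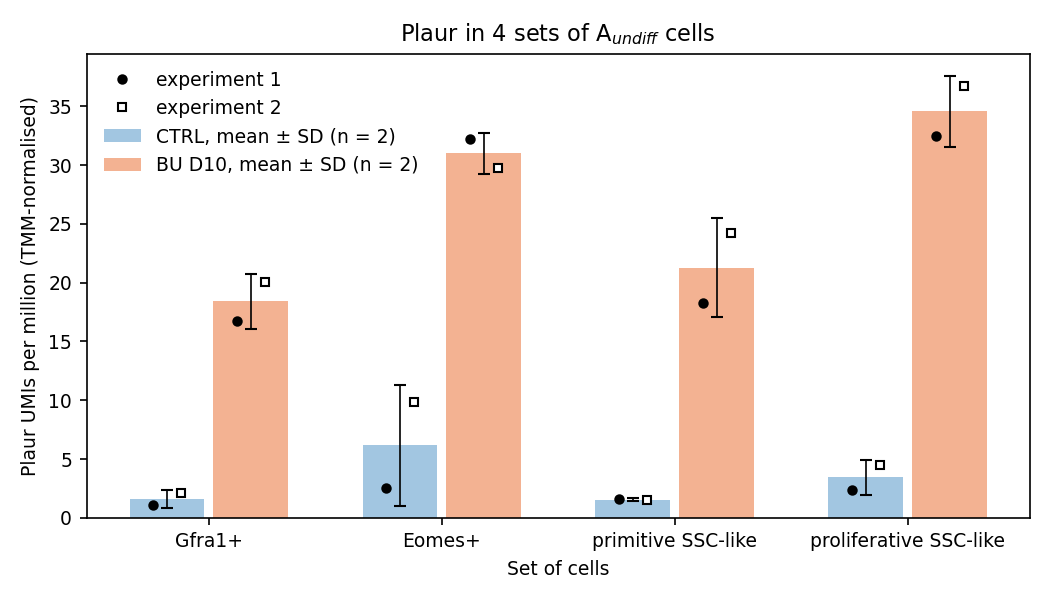
Plaur CPM after TMM scaling (y axis) in Gfra1+, Eomes+, primitive SSC-like and proliferative SSC-like cells (x axis). Bars stand for the mean of n = 2 libraries of CTRL or BU D10, error bars for the SD, filled circles for experiment 1 and open squares for experiment 2; BU means lie between 18.4 and 34.6 and CTRL means between 1.56 and 6.18.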

Interestingly, regenerative *Gfra1*/*Eomes* + cells and SSC clusters upregulate *Plaur*, encoding urokinase-type plasminogen activator receptor (uPAR), a regulator of cell migration and invasion^43^. A uPAR+ spermatogonial population with increased migratory potential and expression of SSC-associated genes is present in neonatal testis^44^. While uPAR+ spermatogonia were largely absent in adult control tubules, uPAR was detected on a substantial fraction of regenerative A_undiff_ (Fig. 3d and Supplementary Fig. 4d). By flow cytometry, ~30% of E-Cadherin+ c-KIT– A_undiff_ were uPAR+ in BU-treated samples while <5% were uPAR+ in controls (Fig. 3e). Our data reveal a unique gene expression signature of SSCs in a regenerative environment and demonstrate that regenerative A_undiff_ are marked by uPAR expression that may contribute to their functional properties^43^.

A_undiff_ exist in a series of functional states and physiological condition of the niche (e.g. during development, homoeostasis or regeneration) may promote adoption of distinct states^5^. By comparing our data with scRNA-Seq of neonatal A_undiff_^36^, we noticed similarities in identified DEGs (Fig. 3f and Supplementary Data 4). 

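Only adult cells were analysed here, so these values are for BU against CTRL Gfra1+ cells. Usp26, Top2a, Txn1 and Bcl6b were higher in BU in both experiments. Txn1 (ENSMUSG00000028367, chromosome 4, 57943373 to 57956411) went from 69.2 ± 4.47 to 153 ± 4.96 CPM (SD, n = 2), a log2 fold change of 1.14 (standard error 0.26), and Bcl6b (ENSMUSG00000000317, chromosome 11, 70224128 to 70229798) from 22.1 ± 0.329 to 50.3 ± 4.55 (SD, n = 2), a log2 fold change of 1.19 (standard error 0.27). Usp26 went from 167 ± 108 to 311 ± 55.4 (SD, n = 2), with log2 ratios of 1.58 in experiment 1 and 0.52 in experiment 2. None of the 4 passed the threshold over all genes tested in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (lowest adjusted p = 0.824), and 2 did when adjusted over the list alone, which the study drew from these libraries and so is not independent evidence. DESeq2 with the replicate block called Txn1.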

A significant fraction of genes upregulated in regenerating *Gfra1* + cells were also upregulated in neonatal *Gfra1* + cells when compared to *Gfra1* + cells from homoeostatic adults (e.g., *Usp26, Top2a, Txn1*, *Bcl6b*). Conversely, a significant number of genes downregulated in *Gfra1* + cells of regenerative samples were also downregulated in neonatal samples (e.g., *Oasl2*, *Upp1*, *Neurog3, Ddit4*). 

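Oasl2, Upp1, Neurog3 and Ddit4 were each lower in the BU Gfra1+ cells of both experiments. Oasl2 (ENSMUSG00000029561, chromosome 5, 114896936 to 114912234) went from 34.3 ± 3.32 to 6.92 ± 0.111 CPM (SD, n = 2), a log2 fold change of -2.31 (standard error 0.30). Neurog3 (ENSMUSG00000044312, chromosome 10, 62133090 to 62134763) went from 14.2 ± 5.81 to 3.00 ± 0.391 (SD, n = 2), on 87, 66, 30 and 61 UMIs in CTRL 1, CTRL 2, BU 1 and BU 2, and fell by 2.24 on the log2 scale. Ddit4 had a log2 fold change of -0.97, with ratios of -1.42 and -0.40 in the experiments. All 4 passed when adjusted over the list alone, again not independent evidence, and none over all genes tested with or without the replicate block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oasl2, Upp1 and Neurog3 were called by DESeq2.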

Few common DEGs in *Gfra1* + cells with opposite trends in expression were found (Supplementary Fig. 5a). 

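Over all A_undiff, none of 16150 genes passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 1647 had an unadjusted p under 0.05. With the experiment as a replicate block 1681 genes passed, 699 higher and 982 lower in BU, and DESeq2 called 373 without and 892 with the block. The largest rises among genes past the threshold with the block, changed the same way in both experiments and with a mean of at least 10 CPM, were those of Mpzl2, S100a11, Hist1h2aa, Nxph4 and Hist1h1b, with blocked log2 fold changes of 2.94, 2.80, 2.75, 2.74 and 2.74. The largest falls were those of Ifitm1, Mobp, Upp1, Sntg2 and Tubb2b, with -5.34, -3.98, -3.55, -3.22 and -3.14. The rises of Hist1h2aa and Hist1h1b rest mostly on experiment 1, where their log2 ratios were 4.87 and 4.60, against 0.78 and 0.91 in experiment 2. The genes Usp26, Top2a, Txn1 and Bcl6b were higher and Oasl2, Upp1, Neurog3 and Ddit4 lower in BU in both experiments, and all 8 passed with the block. In that fit the adjusted p from edgeR's quasi-likelihood test was at most 0.00178 for the 4 higher and 4.72e-05 for the 4 lower genes.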

Equivalent results were observed when examining all A_undiff_ rather than *Gfra1* + fractions (Supplementary Fig. 5b, c). We concluded that regenerating A_undiff_ share features with neonatal A_undiff_, particularly in terms of cell cycle-related genes (Supplementary Data 4), reflecting similar demands on these cells during development and regeneration.

### Enhanced growth factor signalling in regenerative A_undiff_

SSC function is dependent on growth factors produced within the niche and balanced activation of downstream signalling pathways^1^. However, consequences of germline damage on growth factor signalling within SSCs and the role of these pathways in regeneration remain unclear. Gene expression profiling of A_undiff_ at initial stages of regeneration indicated enhanced stimulation by growth factors including GDNF and FGFs (Fig. 1h). To confirm this prediction and dissect mechanisms underlying the regenerative response, we analysed activity of pathways regulated by GDNF and FGFs (Fig. 4a). As readout of PI3K/AKT activity we analysed FOXO1 localisation, which is exported from the nucleus following AKT-dependent phosphorylation (Supplementary Fig. 6a, b)^22,24^. By wholemount analysis of controls, we found that FOXO1 is predominantly localised to the nucleus (N) or both nucleus and cytosol (C + N) of GFRα1+ spermatogonia, indicating low levels of AKT activity in homoeostatic SSCs (Fig. 4b). In contrast, in GFRα1+ cells D10 post-BU, there was a significant shift in FOXO1 to the cytosol, indicating that regenerative A_undiff_ hyperactivate AKT (Fig. 4b).

**Fig. 4:**
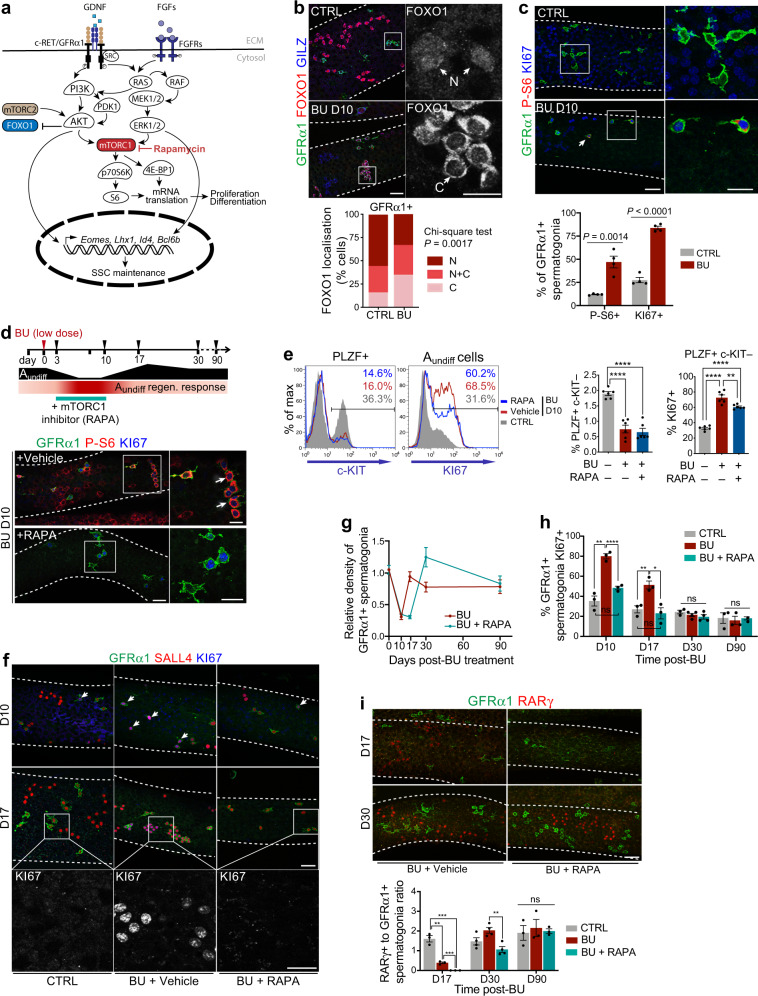
Growth factor signalling in regenerative A_undiff_ and role of mTORC1 in regeneration. **a** Pathways activated by niche factors to regulate SSCs. **b** Representative IF of wholemount tubules D10 post-BU. Right panels: Higher magnification images of FOXO1 in highlighted regions. Arrows: FOXO1 localisation (C, predominantly cytosolic; N, predominantly nuclear; N + C, nuclear and cytosolic). Graph shows FOXO1 distribution within GFRα1+ spermatogonia and *P*-value (χ^2^ test, two-sided) (*n* = 4 control, *n* = 3 BU-treated; >47 mm tubule length analysed per sample). **c** Representative wholemount IF of tubules D10 post-BU. Higher magnification images of indicated regions are shown. Arrow: selected P-S6 + A_undiff_. Graph shows percentage of GFRα1+ spermatogonia P-S6 + and KI67 + in CTRL and BU-treated samples (*n* = 4 per group). Significance by two-tailed unpaired *t* test. **d** Timeline illustrating A_undiff_ recovery from BU and the RAPA regimen to block mTORC1. Right panels: Representative wholemount IF of tubules from D10 mice treated with BU then RAPA or vehicle daily according to timeline. Higher magnification images of indicated regions are shown. Arrows: P-S6 + A_undiff_. **e** Representative flow cytometry of testis from D10 mice treated as in **d**. Graphs indicate percentage of testis cells A_undiff_ (PLZF + c-KIT–) and percentage of A_undiff_ KI67 + (*n* = 6 mice per group). **f** Representative wholemount IF of tubules from D10 and D17 mice treated as in **d**. Arrows: KI67 + GFRα1+ cells. Higher magnification images of KI67 from indicated regions are shown. **g** Relative density of GFRα1+ spermatogonia along tubules of mice treated as in **d** (*n* = 3 per group and time point; *n* = 4 per group at D30; 40–60 mm of tubule length scored per mouse). **h** Graph shows percentage of GFRα1+ spermatogonia KI67 + from analysis of **f** (*n* = 3 per group per time point; *n* = 4 per group at D30). **i** Representative wholemount IF of tubules from mice treated as in **d**. Graph shows ratio of RARγ + to GFRα1+ spermatogonia (*n* = 3 mice per condition, minimum 50 mm tubule length scored per animal). Scale bars: 50 μm (main panels) and 25 μm (magnified areas). Dashed lines: seminiferous tubule profiles. Data presented as mean values ± SEM in **c**, **e**, **g**–**i**. Significance by one-way ANOVA with Tukey’s multiple comparisons test in **e**, **h**, **i** (^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ^****^P < 0.0001; not significant (ns) *P* > 0.05). Source data are provided as a Source Data file.

An additional effector downstream PI3K/AKT is mTORC1 (Fig. 4a). Chronic mTORC1 activation is detrimental for SSC maintenance but mTORC1 signalling is linked to regeneration of multiple tissues^45,46^. To assess whether mTORC1 is activated in regenerative A_undiff_, we analysed phosphorylated ribosomal protein S6 (P-S6) by wholemount IF of BU-treated samples. GFRα1+ spermatogonia are infrequently P-S6 + during homoeostasis, indicating low mTORC1 activity (Fig. 4c)^25^. However, a significantly increased proportion of GFRα1+ cells (3.9-fold) were P-S6 + in D10 BU-treated samples (Fig. 4c), indicating mTORC1 activation in regenerative A_undiff_. Consistent with scRNA-Seq analysis and cellular role of AKT/mTORC1 signalling, the proportion of GFRα1+ cells positive for KI67 increased ~4-fold during regeneration, indicating enhanced mitotic activity (Fig. 4c). Our data suggest that regenerative A_undiff_ are subjected to growth factor stimulation that activates AKT/mTORC1 signalling and proliferation.

### mTORC1 activation is required for initiation of regeneration

Given mTORC1 activation in regenerative A_undiff_ and role of this pathway in tissue regeneration^45,46^, we assessed whether mTORC1 was required for germline regeneration. Mice were treated with BU and 3 days later (prior to initiation of regeneration) treated daily with the mTORC1 inhibitor rapamycin or vehicle for 1 week before analysis at D10 and later points (Fig. 4d). Rapamycin blocked mTORC1 activation occurring in GFRα1+ spermatogonia at D10 post-BU as indicated by lack of P-S6 (Fig. 4d). Flow cytometry analysis demonstrated that rapamycin did not affect depletion of A_undiff_ (PLZF + c-KIT–) or early differentiating cells (PLZF + c-KIT+) post-BU (Fig. 4e). However, rapamycin suppressed increase of KI67 + cells within the PLZF + c-KIT– population, indicating that mTORC1 plays an important role in promoting proliferation of regenerative A_undiff_ (Fig. 4e). Rapamycin did not disrupt increased frequency of EOMES + cells in the PLZF + pool after BU but inhibited elevated mitotic activity of EOMES + cells (Supplementary Fig. 6c). While cytostatic effects of rapamycin might be due to apoptosis of proliferating cells, treatment of cultured A_undiff_ with rapamycin induces cell cycle arrest without increasing numbers of apoptotic cells (Supplementary Fig. 6d)^23^.

In BU plus vehicle-treated samples, abundance of GFRα1+ spermatogonia was substantially reduced at D10 compared to controls but recovered to normal levels by D17 (Fig. 4f, g). GFRα1+ A_al_ are infrequently observed in homoeostasis but evident at D17 post-BU during regeneration (Fig. 4f)^29^. KI67 staining indicated that GFRα1+ spermatogonia of vehicle-treated samples were more mitotically active than untreated controls at D10 and D17 post-BU but by D30 the proliferation rate had returned to normal, coincident with restoration of the spermatogonial pool (Fig. 4f, h). RARγ + progenitors were rarely found D10 post-BU but reappeared by D17 in vehicle-treated samples and accumulated over time (Figs. 1g and 4i). Our data indicate that GFRα1+ cells transiently increase proliferation following germ cell depletion to restore the SSC pool and then generate progenitors for spermatogenic recovery.

Importantly, inhibiting mTORC1 with rapamycin during the initiation of regeneration substantially delayed germline recovery. At D17 post-BU, abundance of GFRα1+ cells in rapamycin-treated mice had not recovered from levels at D10 and GFRα1+ A_al_ were not observed (Fig. 4f, g). However, by D30 the GFRα1+ population of rapamycin-treated mice had recovered and exhibited an overshoot in numbers that normalised by D90 (Fig. 4g). Rapamycin blocked increased proliferation of GFRα1+ spermatogonia at D10 and D17 post-BU as indicated by KI67 (Fig. 4f, h). Delayed recovery of the GFRα1+ population in rapamycin-treated mice was accompanied by delayed reappearance of RARγ + progenitors that became evident by D30 (Fig. 4i). By D90, the seminiferous epithelium of rapamycin-treated mice had recovered and appeared comparable to vehicle-treated controls (Supplementary Fig. 6e). These data confirmed that mTORC1 plays a critical role in induction of A_undiff_ regenerative responses but that the suppressive effects of temporary mTORC1 inhibition on regeneration did not compromise long-term regenerative capacity.

### Inhibition of growth factor signalling disrupts regeneration

A_undiff_ are evidently triggered to transition into a regenerative state through stimulation by niche factors including GDNF and FGFs. Growth factor stimulation of A_undiff_ will activate multiple signalling pathways besides mTORC1 that can be required for regeneration. We therefore assessed whether broader inhibition of growth factor signalling would lead to profound disruption of regeneration.

To achieve this, mice were treated with the multikinase inhibitor AD80 or vehicle daily from D5 to D9 following BU and testes analysed at D10 and D30 (Fig. 5a). AD80 was developed from a screen for inhibitors of RET-dependent signalling and targets RET plus downstream kinases SRC, RAF and S6K (Supplementary Fig. 7a)^47,48^. Given broad specificity of AD80 and the role of RET as GDNF receptor component, AD80 could inhibit AKT, ERK MAPK and mTORC1 activation by GDNF in cultured A_undiff_ and partially supress bFGF-dependent signalling (Supplementary Fig. 7b). Strikingly, GFRα1 expression in surviving SALL4 + spermatogonia at D10 post-BU was substantially reduced by AD80 treatment (Supplementary Fig. 7c). However, persisting A_s_ and A_pr_ could be identified by IF for E-Cadherin (Fig. 5a, b). Whereas E-Cadherin+ A_s_/A_pr_ of D10 vehicle-treated controls exhibited mostly cytosolic FOXO1 as anticipated, AD80 treatment caused re-localisation of FOXO1 to the nucleus, indicating that AD80 inhibited AKT signalling in regenerative A_undiff_ (Fig. 5a). In contrast, rapamycin did not suppress AKT in regenerative GFRα1+ spermatogonia as indicated by cytosolic FOXO1 (Supplementary Fig. 7d). Like rapamycin, AD80 inhibited mTORC1 in regenerative A_undiff_ as indicated by reduction in the proportion of E-Cadherin+ A_s_/A_pr_ positive for P-S6 (Fig. 5b). Our data demonstrate that AD80 inhibits multiple signalling pathways in regenerative A_undiff_.

**Fig. 5:**
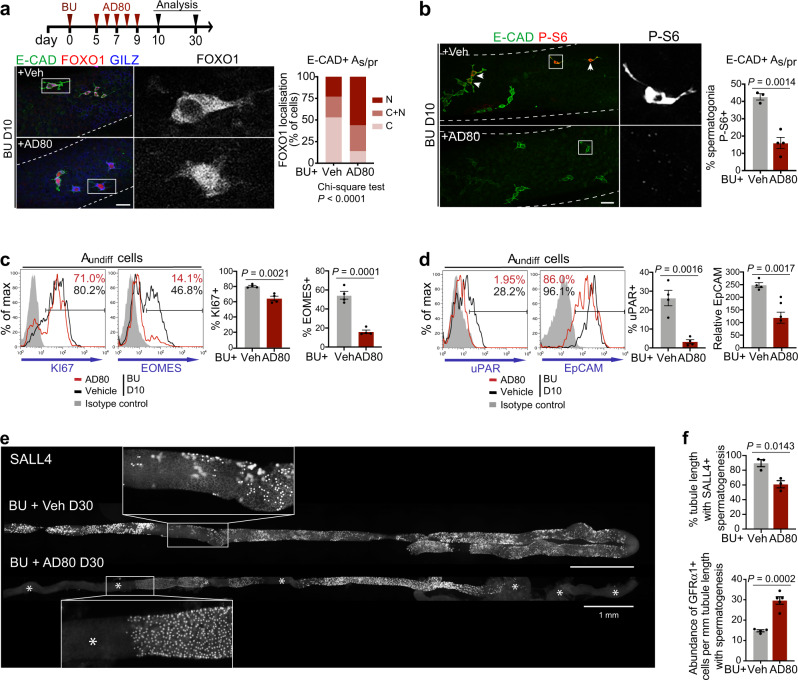
Molecular features and function of regenerative A_undiff_ are dependent on growth factor signalling. **a** Upper panel: treatment regimen and analysis timeline for mice receiving multikinase inhibitor AD80 after BU. Lower panels: Representative wholemount IF of adult mice treated with BU then AD80 or vehicle daily for 5 days from D5 post-BU. Higher magnification grayscale images illustrating FOXO1 localisation in highlighted cells are shown. Graph shows FOXO1 distribution within E-CADHERIN + A_s_/A_pr_ at D10 (N, predominantly nuclear; N + C, nuclear and cytosolic; C, predominantly cytosolic) and *P*-value (χ^2^ test, two-sided) (*n* = 3 vehicle and *n* = 4 AD80 treated; >100 mm tubule length analysed per sample). **b** Representative wholemount IF of mice treated as in **a**. Higher magnification grayscale images of P-S6 in highlighted regions are shown. Graph indicates percentage of E-CADHERIN + A_s_/A_pr_ P-S6 + at D10 (*n* = 3 vehicle and *n* = 4 AD80). **c**, **d** Representative flow cytometry of testis from mice treated as in **a** at D10. Graphs indicate percentage of A_undiff_ (PLZF + c-KIT–) KI67 + and EOMES + in **c** and percentage of A_undiff_ (E-Cadherin+ c-KIT–) uPAR+ plus relative levels of EpCAM on A_undiff_ (median fluorescent intensity) in **d** (*n* = 4 mice per group). **e** Representative wholemount IF grayscale images illustrating SALL4 + populations in tubules from mice treated as in **a** at D30. Images taken along tubule length (*n* = 3 mice per group, >8 cm tubule length analysed per vehicle-treated control and >14 cm per AD80-treated animal). Insets show magnified regions of highlighted areas. Asterisks: tubule regions lacking SALL4 + germ cells and spermatogenesis. **f** Upper graph: Percentage of tubule length containing SALL4 + cells and spermatogenesis (*n* = 3 mice per group). Lower graph: Abundance of GFRα1+ spermatogonia per mm tubule length within spermatogenic regions (*n* = 4 mice per group). Dashed lines in **a**, **b**: tubule outline. Scale bars: 50 μm in **a**, **b** and 1 mm in **e**. Data presented as mean values ± SEM in **b**, **c**, **d**, **f**. Significance by two-tailed unpaired *t* test in **b**–**d**, **f**. Source data are provided as a Source Data file.

To assess effects of AD80 on the regenerative A_undiff_ state, we analysed D10 post-BU testis cells by flow cytometry. Both vehicle and AD80-treated samples contained similarly low numbers of PLZF + c-KIT– A_undiff_ (Supplementary Fig. 7e). However, the proportion of regenerative A_undiff_ that were KI67+ was reduced by AD80, indicating inhibition of proliferation (Fig. 5c). Importantly, the proportion of A_undiff_ that were EOMES+, normally enhanced during regeneration, was substantially lower (Fig. 5c). AD80 also blocked uPAR induction in E-Cadherin+ c-KIT– A_undiff_ after BU and reduced levels of EpCAM (Fig. 5d), key features of the regenerative state. Our data demonstrate that AD80 inhibits gene expression signature, cellular signalling, and proliferation of regenerative A_undiff_.

Given striking effects of AD80 on regenerative A_undiff_ at D10 post-BU, we assessed effects on germline recovery at D30 following treatment cessation (Fig. 5e). In vehicle-treated controls, ~90% of the tubule length contained SALL4 + spermatogonia and active spermatogenesis at D30, confirming germline recovery (Fig. 5e, f). However, multiple tubule regions of AD80-treated samples were devoid of SALL4 + spermatogonia and spermatogenesis (~40% of length), indicating depletion and/or functional disruption of regenerative A_undiff_ (Fig. 5e, f). Within spermatogenic patches of AD80-treated samples, GFRα1+ spermatogonia were at higher densities than in vehicle controls and an increased proportion was KI67 + (Fig. 5f and Supplementary Fig. 7f), consistent with a delayed and on-going regenerative response. Enhanced proliferative status of A_undiff_ and EOMES + cells in AD80-treated samples were evident by flow cytometry (Supplementary Fig. 7g, h). Recovery of GFRα1/EOMES + populations by D30 demonstrated that the negative effects of AD80 on *Gfra1* and *Eomes* expression in A_undiff_ at D10 were reversible, highlighting plasticity of A_undiff_ transcriptional states. Our data indicate that broad inhibition of growth factor signalling during initiation of regeneration results in depletion of regenerative A_undiff_ and disruption in germline recovery.

### Role of FOXM1 in induction of germline regeneration

While the importance of growth factor signalling in induction of regeneration is clear, cellular effectors that underlie the switch in A_undiff_ behaviour remain incompletely understood. Pathway analysis of DEGs in regenerative vs. homoeostatic A_undiff_ indicated positive regulators of the regenerative state (Fig. 6a and Supplementary Data 5). One factor predicted to be activated in regenerative A_undiff_ was the Forkhead box M1 (FOXM1) transcription factor, a cell cycle regulator involved in liver regeneration and pancreatic β-cell proliferation^49,50^. Given the role of FOXM1 in proliferation and tissue repair plus modulation by growth factor signalling^49–51^, we considered that FOXM1 could be a regulator of regenerative A_undiff_.

**Fig. 6:**
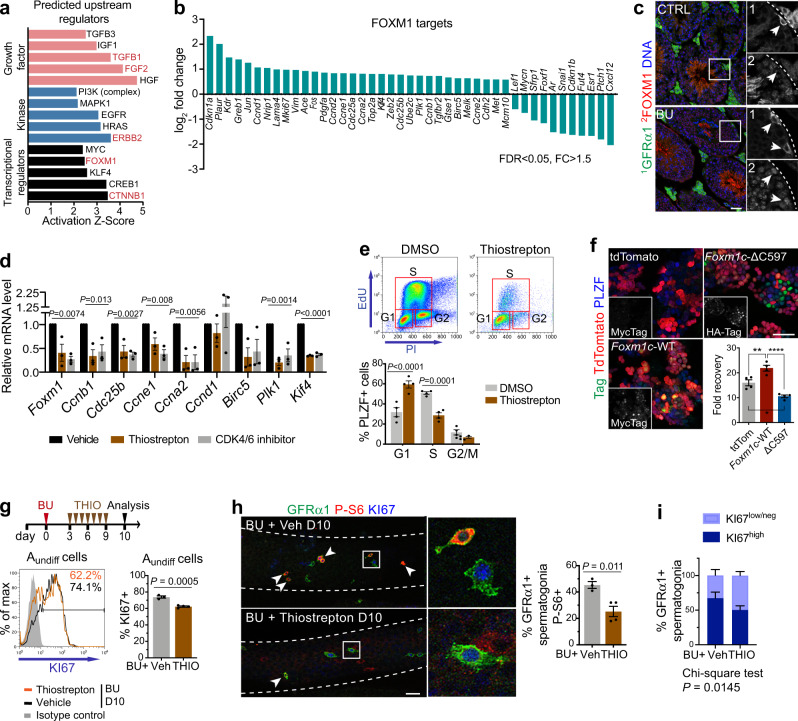
Role of transcription factor FOXM1 in the regenerative response. **a** Predicted upstream regulator by IPA of DEGs from A_undiff_ of CTRL and D10 BU-treated mice from Fig. 1e. Top 5 significant regulators in red. **b** FOXM1 targets identified from a differentially expressed in BU-treated samples. **c** Representative IF of testis cross-sections from CTRL and D10 post-BU mice (*n* = 3 mice per group). Single channels of indicated regions are shown at higher magnification. Arrows: GFRα1+ spermatogonia. Dashed lines: Basement membrane. **d** RT-qPCR of cultured WT A_undiff_ treated with inhibitors in complete medium for 20 h (*n* = 3 independent cultures). Thiostrepton used at 10 μM. Significance by one-way ANOVA. **e** Cell cycle analysis of WT A_undiff_ cultures by flow cytometry. Cells treated as in **d**. Graph shows percentage of PLZF + cells in cell cycle phases (*n* = 4 independent cultures) Significance by two-way ANOVA (^***^P < 0.001; ^****^P < 0.0001). **f** Representative IF of cultured A_undiff_ overexpressing full-length (WT) *Foxm1c*, *Foxm1c*-ΔC597 or tdTomato as control. Graph shows cell recovery at D12 of culture (*n* = 4 cultures). Significance by one-way ANOVA followed by Tukey’s multiple comparisons test (*P = 0.0114, **P = 0.007, ****P < 0.0001). **g** Upper panel: treatment regimen and timeline for mice receiving FOXM1 inhibitor thiostrepton (THIO) after BU. Lower panels: representative flow cytometry of testis from D10 mice treated with BU then THIO or vehicle daily for 7 days from D3 post-BU. Graph shows percentage of A_undiff_ KI67 + (*n* = 3 vehicle, *n* = 4 THIO). **h** Representative wholemount IF of tubules from D10 mice treated as in **g**. Higher magnification images of indicated regions are shown. Arrowheads: P-S6 + GFRα1+ spermatogonia. Graph shows percentage of GFRα1+ spermatogonia P-S6 + (*n* = 3 vehicle, *n* = 4 THIO). Dashed lines: tubule outline. **i** Graph shows KI67 intensity within GFRα1+ spermatogonia from **h** grouped into indicated levels using ImageJ (cut-off = 40) (*n* = 3 vehicle, *n* = 4 THIO, >150 cells analysed per sample per group). Significance by two-sided χ^2^ test. Scale bars, 50 μm. Data presented as mean values ± SEM in **d**–**i**. Significance by two-tailed unpaired *t* test in **g**, **h**. Source data are provided as a Source Data file.

From RNA-Seq data, FOXM1 targets involved in cell cycle were upregulated in regenerative A_undiff_ (e.g., *Ccnb1*, *Ccnd1*, *Ccne1*, *Ccna2*, *Cdc25a*, *Top2a*, *Birc5*, *Plk1*) (Fig. 6b). *Plaur* (uPAR) is a FOXM1 target^52^ and induced in regenerative A_undiff_ (Figs. 3d, e, 6b). Within adult testis FOXM1 was detected in spermatocytes plus subsets of PLZF + spermatogonia and upregulated within the GFRα1+ population after BU (Fig. 6c and Supplementary Fig. 8a, b). FOXM1 targets were also significantly elevated within *Gfra1* + cells and SSC clusters from scRNA-Seq data, confirming FOXM1 activation during regeneration (Supplementary Fig. 8c, d and Supplementary Data 3).

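In Gfra1+ cells each of Ccnb1, Ccnd1, Ccne1, Ccna2, Cdc25a, Top2a, Birc5 and Plk1 was higher in BU in both experiments, with log2 fold changes between 0.63 and 0.99 and a median of 0.77 (0.85 in experiment 1 and 0.83 in experiment 2). As a set they rose in limma's fry, two-sided (adjusted p = 0.0138 over the 8 lists of genes tested in these cells), but not with the replicate block (adjusted p = 0.0825 from limma's fry). The planned test was a single fry p without this adjustment, which was added after the values were seen, and by the planned test the set passed in both fits. The block leaves fry fewer degrees of freedom, so a set not passing with it is not shown to be unchanged. Limma's camera with its preset correlation of 0.01 called the set as well (adjusted p = 2.12e-08), and with an estimated correlation only before adjustment (adjusted p = 0.0654). No single target passed the threshold over all genes tested, and 3 had an unadjusted p under 0.05. Adjusted over the list alone 0 passed without the block and all 8 with it. Plk1 (ENSMUSG00000030867, chromosome 7, 122159439 to 122169873) had the largest log2 fold change, from 28.9 ± 7.36 to 57.4 ± 1.09 CPM (SD, n = 2; adjusted p = 0.907 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list of 37 FOXM1 targets in Supplementary Data 5, of which 32 were tested, had a median of 0.64 with 23 higher and 9 lower, and did not pass in limma's fry (adjusted p = 0.0750). Foxm1 itself (ENSMUSG00000001517, chromosome 6, 128362967 to 128376146) went from 12.6 ± 1.17 to 21.6 ± 0.694 (SD, n = 2), a log2 fold change of 0.77 (standard error 0.30). In primitive SSC-like cells the 8 targets had a median of 0.51 (adjusted p = 0.0487 from limma's fry), which did not pass with the replicate block (adjusted p = 0.122). Within the proliferative SSC-like class 7 of 8 were higher, 2 of them in both experiments, with a median of 0.26 (adjusted p = 0.0151 from limma's fry), which again did not pass with the block (adjusted p = 0.200). That median fell to 0.115 without BU 1 and to 0.149 without CTRL 2 (0.115 to 0.327 over the fits that each left out one library).

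**Figure D4:**
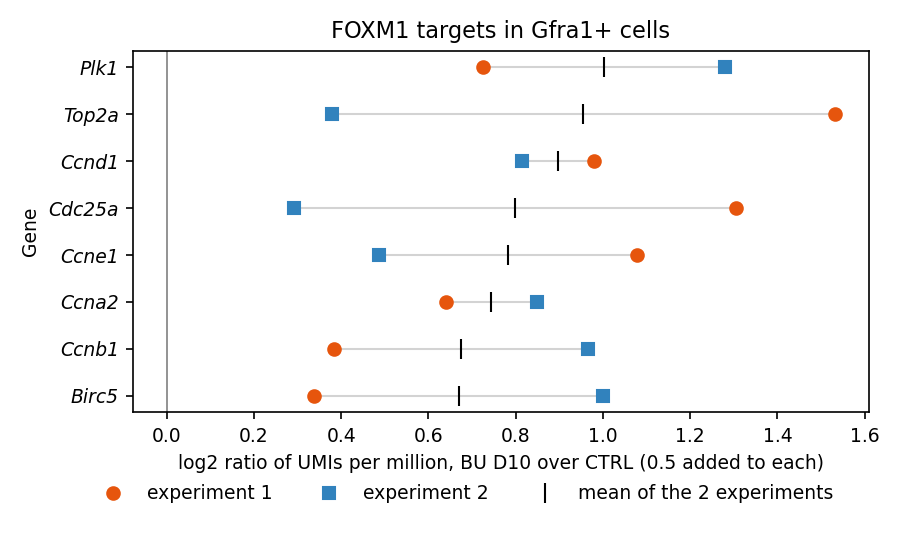
Log2 ratio of CPM in Gfra1+ cells, BU D10 over CTRL with 0.5 CPM added to each (x axis), for the 8 FOXM1 targets (y axis). Circles stand for experiment 1, squares for experiment 2 and black ticks for their mean; all ratios lie above 0, such as 0.73 and 1.28 for Plk1.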

As roles of FOXM1 in A_undiff_ are undefined, we assessed effects of FOXM1 inhibition on cultured A_undiff_. Interest in FOXM1 as a target for cancer therapy led to identification of novel compounds that directly inhibit FOXM1, including the antibiotic thiostrepton^53,54^. Cultured A_undiff_ were treated with thiostrepton and expression of FOXM1 targets analysed (Fig. 6d). As FOXM1 phosphorylation by cyclin D-CDK4/6 promotes transcriptional activity and stability^55^, we treated cells with CDK4/6 inhibitor palbociclib as positive control for reduced FOXM1 function. By RT-qPCR, thiostrepton and palbociclib strongly reduced expression of cell cycle-associated FOXM1 targets (*Ccnb1*, *Cdc25b*, *Ccne1*, *Ccna2*, *Birc5*, *Plk1*, *Kif4*) and *Foxm1* itself (Fig. 6d), consistent with previous studies and FOXM1 auto-regulation^56,57^. By western blot, treating cultured A_undiff_ with thiostrepton or palbociclib led to substantial reduction in FOXM1 plus target CCNB1 (Supplementary Fig. 8e). An alternative FOXM1 inhibitor (FDI-6) was less effective at suppressing FOXM1 and targets in A_undiff_ (Supplementary Fig. 8e)^58^. Cell cycle analysis of cultured A_undiff_ treated with thiostrepton showed G1 arrest (Fig. 6e), supporting the role of FOXM1 in cell cycle and effects of thiostrepton on expression of cell cycle-related genes (Fig. 6d and Supplementary Fig. 8e).

To confirm involvement of FOXM1 in A_undiff_ proliferation, we transduced cultures with *Foxm1* constructs and assessed effects on growth. Different *Foxm1* isoforms can have distinct functions^59^ and *Foxm1c* was the predominant isoform in cultured A_undiff_ (Supplementary Fig. 8f). Cultures were transduced with lentivirus containing tagged *Foxm1c* or dominant-negative *Foxm1c* lacking the transactivation domain (ΔC597) (Supplementary Fig. 8g)^51^. Growth of cells overexpressing *Foxm1c* was significantly increased compared to TdTomato-transduced controls while cultures expressing the ΔC597 mutant expanded more slowly (Fig. 6f), supporting a role for FOXM1 in A_undiff_ proliferation.

To validate a role for FOXM1 in germline regeneration, mice were treated daily with thiostrepton or vehicle from D3 to D9 post-BU and analysed at D10 (Fig. 6g)^53,60^. Flow cytometry revealed a modest but significant reduction in fraction of A_undiff_ (PLZF + c-KIT–) that were KI67+ in thiostrepton vs. control samples (Fig. 6g), indicating a role for FOXM1 in promoting regenerative A_undiff_ proliferation. A_undiff_ abundance was unaffected by thiostrepton at this timepoint (Supplementary Fig. 8h). Strikingly, from wholemount IF, thiostrepton significantly reduced the proportion of GFRα1+ spermatogonia that were P-S6 + (Fig. 6h), indicating that FOXM1 promotes mTORC1 signalling in regenerative A_undiff_, a feature of the regenerative response. Suppression of mTORC1 by thiostrepton correlated with reduction in percentage of GFRα1+ cells with high KI67 levels although did not affect abundance of GFRα1+ cells (Fig. 6i and Supplementary Fig. 8i). Our data indicate that FOXM1 induction in A_undiff_ following damage is required for effective initiation of the regenerative response. However, genetic studies will be required to fully characterise the role of FOXM1 in germline regeneration.

### Growth factor-dependent signalling induces FOXM1 in A_undiff_

As our data demonstrated roles for growth factor signalling in regeneration, we assessed whether these pathways were involved in FOXM1 induction in regenerative A_undiff_. Incubation of cultured A_undiff_ with multikinase inhibitors AD80 or ponatinib suppressed activity of PI3K/AKT, ERK MAPK and mTORC1 and resulted in substantial downregulation of FOXM1 plus targets BIRC5 and CCNB1 (Supplementary Fig. 9a–d), linking growth factor signalling to FOXM1 induction. EpCAM levels were also reduced by AD80 and ponatinib, consistent with use as readout of growth factor stimulation (Fig. 5d and Supplementary Fig. 9e). Notably, AD80 treatment suppressed expression of FOXM1 targets uPAR and CCND1 in regenerative A_undiff_ at D10 post-BU (Fig. 5d and Supplementary Fig. 9f)^52,61^, indicating that AD80 inhibited FOXM1 activity in vivo. However, effects of AD80 on CCNB1 and FOXM1 expression in regenerative A_undiff_ were variable (Supplementary Fig. 9g and not shown), suggesting that AD80 was more effective at inhibiting FOXM1 in cultured A_undiff_.

As control, treatment of cultured A_undiff_ with a dual PI3K/mTOR inhibitor (apitolisib) to suppress key pathways activated during regeneration (AKT and mTORC1) effectively reduced FOXM1 and target expression while selective inhibition of FGF or IGF receptors had more limited effects on signalling and FOXM1 levels (Supplementary Fig. 9a–d). Analysis of transcript levels confirmed differential ability of inhibitors to repress FOXM1 targets although suggested post-transcriptional regulation of some genes (e.g., *Ccnb1*) (Supplementary Fig. 9h).

We concluded that FOXM1 induction in A_undiff_ requires concerted activation of multiple signalling pathways. Accordingly, inhibition of PI3K, ERK MAPK or mTORC1 alone led to modest reduction in FOXM1 and targets when compared to combined AKT/mTOR inhibition (Supplementary Fig. 9i). While differences may exist in the role of signalling pathways in cultured A_undiff_ versus regenerative A_undiff_ in vivo, our data provide support for involvement of PI3K/AKT and mTORC1 pathways plus downstream factor FOXM1 in induction of the A_undiff_ regenerative state.

## Discussion

Male germline recovery following genotoxic damage is dependent on surviving undifferentiated spermatogonia but whether functional characteristics and molecular features of A_undiff_ mediating germline regeneration are distinct from those of A_undiff_ involved in tissue homoeostasis remain unclear. Through analysis of a mouse model of germline depletion and regeneration we define a unique gene expression signature and distinctive functional state of regenerative A_undiff_ (Fig. 7). Based on our data we propose that changes in the A_undiff_ microenvironment are responsible for induction of a regenerative state. Specifically, that increased growth factor abundance following germline damage activates key signalling pathways, including PI3K/AKT and mTORC1, within surviving A_undiff_ to initiate regeneration. Further, we demonstrate that transcription factor FOXM1 is an important effector downstream growth factor-dependent signalling in regenerative A_undiff_.

**Fig. 7:**
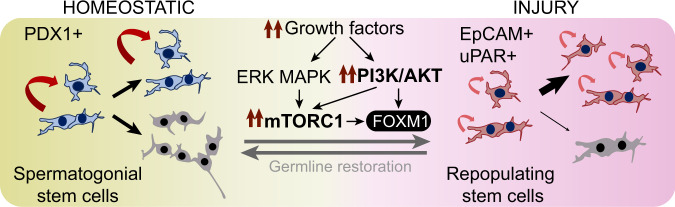
Model illustrating distinct states of homoeostatic and regenerative A_undiff_ plus pathways regulating interconversion. Homoeostatic SSCs are marked by PDX1, undergo balanced self-renewal (curved arrows) and differentiation commitment (grey syncytia) and are optimised for life-long germline maintenance. In response to germ cell loss, increased growth factor stimulation hyperactivates PI3K/AKT and mTORC1 signalling pathways in surviving A_undiff_ and drives adoption of a unique, highly proliferative state marked by EpCAM and uPAR that is biased towards self-renewal (regenerative A_undiff_ or ‘repopulating stem cells’). Regenerative A_undiff_ properties are optimised for rapid germline regeneration, but long-term germline maintenance capacity is limited (small, curved arrows). Transcription factor FOXM1 is a downstream effector of growth factor-dependent signalling in A_undiff_ and promotes increased cell cycle progression characteristic of regenerative A_undiff_. Expression of uPAR can underlie an increased migratory capacity. Following recovery of the spermatogonial pool and declining growth factor stimulation, regenerative A_undiff_ transition back to a homoeostatic state to preserve life-long germline integrity.

Stem cells are defined by their ability to initiate endogenous regeneration following tissue damage^20^. A_undiff_ that survive cytotoxic treatment to restore spermatogenesis (‘repopulating stem cells’) were observed to share morphological features with A_s_ ‘stem’ spermatogonia although were more often mitotic^7,10^. Lineage-tracing data indicated that these regenerative A_undiff_ are marked by *Eomes* and *Pax7* expression^11,12^. Our study dissected molecular features and heterogeneity of A_undiff_ in the regenerating germline and identified markers and regulatory mechanisms of regenerative A_undiff_. Based on gene expression, we documented a shift in predominant fate of A_undiff_ from differentiation-primed to self-renewing during initiation of regeneration. Single cell analysis of A_undiff_ demonstrated that GFRα1+ SSC-enriched populations of homoeostatic and regenerative testis are heterogenous and contain subsets distinguished through expression of cell cycle and other stem cell genes. Relative abundance of these cell subsets changed under regenerative conditions such that proliferative states were more prominent. RNA-Velocity indicated that quiescent ‘primitive’ SSCs undergo increased transition into both proliferative SSCs and differentiation-destined progenitors during regeneration, supporting a central role for the primitive SSC pool in mediating germline recovery. Our analysis demonstrated that cellular dynamics of the A_undiff_ pool are also altered following damage and revealed the distinct fate choices available to regenerative A_undiff_.

Besides changes in relative abundance of A_undiff_ states during regeneration, we identified genes uniquely expressed or upregulated within regenerative A_undiff_. EpCAM expression was significantly increased in regenerative A_undiff_ and has been suggested to mark “activated” SSCs induced by high levels of GDNF, e.g. upon culture^62^. We demonstrate that EpCAM expression provides a readout of growth factor signalling in A_undiff_, and that growth factor stimulation experienced by A_undiff_ during culture induces regenerative features including inactive/cytosolic FOXO1 (Supplementary Figs. 6b, 9d). Transplant studies indicate that SSCs of undisturbed testis express low EpCAM levels^32^. SSCs may therefore be exposed to limiting growth factor levels within homoeostatic tissue, in agreement with mitogen competition models that account for SSC abundance^19^.

A feature of regenerative A_undiff_ was expression of uPAR (*Plaur*), which has roles in tissue remodelling, signalling, epithelial-mesenchymal transition, and cell migration^43,63,64^. Steady-state tissue has low uPAR expression while levels are elevated during development and upon stress, inflammation, and cancer^43,63,64^. uPAR is expressed at low levels in the adult germline but detected on neonatal undifferentiated spermatogonia with enhanced migration potential, expression of SSC-associated genes and proliferative capacity^44^. Upregulation of uPAR in regenerative A_undiff_ can be reflective of similar functional requirements of stem cells in the developing and regenerating germline. *Plaur* expression in cultured A_undiff_ is reportedly induced by GDNF that promotes A_undiff_ self-renewal via ERK MAPK^17,30^. In turn, uPAR can promote cell migration, proliferation, and survival through ERK MAPK, FAK and c-SRC^43,63,64^. We propose that increased stimulation of surviving A_undiff_ with growth factors such as GDNF following germline damage induces uPAR expression, which promotes proliferation and migration of regenerative A_undiff_ during tissue recovery. Consistently, treatment of mice with AD80, which blocks response of A_undiff_ to GDNF, prevented uPAR induction in regenerative A_undiff_ and inhibited proliferation.

Cellular response to microenvironmental growth factors is mediated by intracellular signalling. Increased production and availability of GDNF and FGFs are suggested to underlie expansion and recovery of spermatogonial populations following germline damage^6,19,21^. Gene expression analysis of A_undiff_ during regeneration supports stimulation by both GDNF and FGFs. These factors promote activation of ERK MAPK and PI3K/AKT pathways in A_undiff_, which stimulate mTORC1 and inactivate FOXO1^1,22^. In vivo analysis confirms hyperactivation of AKT-mTORC1 signalling and FOXO1 inactivation in regenerative A_undiff_ and role of mTORC1 in the regenerative response. While chronic mTORC1 activation is detrimental for stem cell function in many tissues, this growth-promoting pathway is essential for stem cells to contribute to tissue regeneration^25,45,46^. Deletion of the mTORC1 component RAPTOR disrupts regenerative function of haematopoietic stem cells after irradiation^46^. Further, in response to muscle damage and increase in systemic growth factor HGF, quiescent satellite cells become primed for cell cycle and tissue repair through an mTORC1-dependent mechanism^45^. Given detrimental effects of prolonged mTORC1 activation on stem cell self-renewal, the ability to downregulate mTORC1 signalling following tissue restoration is essential. Similarly, while FOXO transcription factors are required for stem cell maintenance in several systems including the male germline^22^, FOXO1 became cytosolic and inactive due to AKT activation in regenerative A_undiff_. Increased FOXO1 activity inhibits regeneration of liver and muscle suggesting it might play an equivalent role in the germline^65,66^. Notably, combined inhibition of mTORC1 and re-activation of FOXO1 by treatment with AD80 led to more pronounced inhibition of germline regeneration than inhibition of mTORC1 alone with rapamycin.

In conclusion, while regenerative A_undiff_ exhibit elevated mTORC1 signalling and FOXO1 inactivation, long-term stem cell maintenance requires low mTORC1 activity and FOXO function. This “activated stem cell state” of regenerative A_undiff_ is likely incompatible with life-long germline maintenance but rather suited for short-term expansion and spermatogonial recovery. Once the germline is restored and growth factor levels normalise, mTORC1 and FOXO activity in A_undiff_ will return to levels found in undisturbed conditions. Expression of multiple negative and partially redundant regulators of AKT-mTORC1 signalling in A_undiff_ (e.g., *Pten*, *Tsc1/2*, *Plzf*, *Gilz*, *Nanos2*) might be key for resumption of an mTORC1-low FOXO-active homoeostatic state^22–25,67^.

Regenerative A_undiff_ induced expression of FOXM1, a cell cycle regulator with roles in tissue regeneration, cancer development and senescence^49,52,55^. Treatment of mice with FOXM1 inhibitor thiostrepton following BU inhibited proliferation of surviving A_undiff_ and mTORC1 activation in GFRα1+ cells, core features of the regenerative response. *Foxm1* expression is regulated via RB/E2F1 and an autoregulatory loop while FOXM1 stability, activity and localisation are controlled by CDK and ERK MAPK-dependent phosphorylation^55,57,59,68^. Our data indicated concerted regulation of FOXM1 mRNA and protein in A_undiff_ by PI3K/AKT and mTOR signalling. PI3K/AKT and mTORC1 are linked to FOXM1 induction in other cell types^50,69^. Given that FOXM1 expression and activity are inhibited by FOXO factors^53,70^, AKT signalling in regenerative A_undiff_ may promote FOXM1 function via FOXO inactivation. Notably, use of multikinase inhibitors led to more efficient FOXM1 downregulation in A_undiff_ than inhibition of single signalling components such as ERK MAPK or PI3K. Increased FOXM1 levels in regenerative A_undiff_ are therefore reflective of combined levels of growth factor stimulation rather than activation of a single signalling pathway. Notably, the negative effect of FOXM1 inhibition on mTORC1 activity in regenerative A_undiff_ suggests a positive feedback loop between FOXM1 and growth factor signalling^71^.

Combined, our study provides insight into the molecular characteristics of regenerative A_undiff_ and regulatory pathways that underlie their functional capabilities. Ultimately, this knowledge can allow development of therapeutic approaches that stimulate regenerative capacity of spermatogonia and increase rate and degree of germline recovery following chemotherapy. Given use of targeted therapies for cancer treatment, dissection of effects of clinically relevant signalling inhibitors on activity of regenerative A_undiff_ can also improve our understanding of effects of these drugs on patient fertility and guide selection of treatments that minimise long-term germline damage.

## Methods

### Mouse strains and treatments

Animal studies were performed in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. Experiments were subject to approval by the Monash University and Medical Centre Animal Ethics Committees (MARP-2015-025 and MMCB-2020-15). Mice were housed at 18–24 °C with 40–70% humidity and a 12-hour day-night cycle. Adult wildtype mice (6–8 weeks old) were of C57BL6 background. BU (Cayman Chemical) was prepared for intraperitoneal (IP) injection as described^72^. Mice were treated with a single dose of BU at 10 mg/kg. BU-treated cohorts were treated daily by IP injection starting at D3 for 7 consecutive days with RAPA (4 mg/kg), thiostrepton (50 mg/kg) or vehicle^24,60^. Mice were treated with AD80 (20 mg/kg) or vehicle by IP injection from D5 after BU for 5 consecutive days as described^73^. For analysis of signalling pathway activity at D10, an additional dose of AD80 or vehicle was administered 3 h before harvest. Oct4-GFP transgenic mice have been described elsewhere^5^.

### Flow cytometry

Single cell suspensions were generated from adult testis by digestion with type II collagenase (Sigma)^24^. Harvested cells were stained for 25 min on ice with antibodies in phosphate-buffered saline (PBS) with 2% foetal bovine serum (FBS) (Supplementary Data 6). Antibody to uPAR was detected with Alexa488-conjugated Donkey anti-Goat antibody (1:500) (Thermo Fisher). DAPI was used for live/dead cell discrimination. Analysis of fixed and permeabilised testis cells for PLZF, c-KIT, KI67 and EOMES is described elsewhere^5^. Cells were sorted at Monash Flowcore with an Influx Cell Sorter (BD Biosciences). An LSR Fortessa X-20 (BD Biosciences) was used for analysis and data processed with FlowJo software.

### RNA-sequencing

Testes from adult control and BU-treated mice (*n* = 4 per group) were harvested at D10 and A_undiff_ (E-Cadherin+ c-KIT– α6-integrin+) isolated. RNA was extracted using TRIzol LS (Thermo Fisher) and Direct-zol RNA MiniPrep Kits (Zymo Research) including removal of contaminating DNA by in-column DNase I digestion. SPIA amplified cDNA was processed according to Nugen Ovation RNA-Seq system V2 protocol^24^. Libraries were sequenced with an Illumina HiSeq 3000 (100 bp paired end) at the Medical Genomics Facility, Monash Health Translation Precinct (MHTP). Data were processed by the Monash Bioinformatics Platform using the RNAsik pipeline and a raw counts file uploaded to Degust Webapp, which uses limma-voom for statistical analysis (http://degust.erc.monash.edu). Cut-off for DEG was false discovery rate < 0.05 and fold change > 1.5. DEGs were classified using the DAVID Bioinformatics Resource^74^ and Ingenuity Pathway Analysis (Qiagen). DEGs were compared to unique, validated GDNF-regulated genes identified from microarray analysis of cultured A_undiff_^30^.

### Single-cell RNA-sequencing and data analysis

A_undiff_ (E-Cadherin+ c-KIT– α6-integrin+) were isolated from control and BU-treated adult mice at D10 as above. Pooled cells (3 mice per group, 2 independent experimental repeats) were resuspended at 200 viable cells/μl in PBS with 2% FBS. A Chromium Single Cell 3′ Reagent Kit V2 and 10X Chromium controller were used for library construction and libraries from each experiment were sequenced in one high-output lane of an Illumina NextSeq in single-read 150b format. Data were processed using Cell Ranger software (10x Genomics, Inc., Cellranger count v3.0.2) aligned to mm10 genome (refdata-cellranger-mm10–1.2.0) and matrix files were used for subsequent bioinformatics analysis as detailed^5^. 

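The files list 27998 genes for the libraries of experiment 1 and 31053 for those of experiment 2, with 484 identifiers only in experiment 1 and 3539 only in experiment 2. Some listed genes lost nearly all UMIs in experiment 2, where Cell Ranger leaves out reads that fall on overlapping genes of the same strand. Igf2 overlaps Gm49394 (chromosome 7, 142650769 to 142669942), which is listed only in experiment 2. Over all A_undiff Igf2 had 106 UMIs in CTRL 1 and 1636 in BU 1, but 47 in CTRL 2 and 89 in BU 2, while Gm49394 had 3 and 4 UMIs in CTRL 2 and BU 2. In CPM without TMM scaling Igf2 stood at 4.18 and 92.1 in CTRL 1 and BU 1 and at 1.46 and 2.17 in CTRL 2 and BU 2, a drop that one common loss of reads would not give, so such a loss is not shown for Igf2.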

Sequencing metrics from the Cell Ranger pipeline are included in Supplementary Data 7.

#### Dimensionality reduction and batch-effect correction

Matrix files from Cell Ranger output were analysed using Seurat v3.2. Seurat objects of Control, BU-treated groups, and ID4-GFP-bright cells (GSE109049) were built by loading matrix files using the ‘Read10X’ function. 

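Cells with at most 1000 genes made up 4.42% of CTRL 1 and 3.68% of BU 1, but 42.5% of CTRL 2 and 29.6% of BU 2. In the cells kept, the median number of genes was 3124 and 3672 in CTRL 1 and BU 1, and 6149 and 6291 in CTRL 2 and BU 2. The median mitochondrial share was 6.92%, 6.45%, 5.25% and 5.39% in CTRL 1, BU 1, CTRL 2 and BU 2.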

Each dataset was filtered and cells with greater than 1000 genes expressed and less than 20% of reads mapped to the mitochondrial genome were retained. Quality control metrics for each experimental repeat are shown in Supplementary Fig. 10a. After these filtering steps, the datasets were normalised using the ‘LogNormalize’ function and scaled using a scale factor of 100,000. After normalisation, the top 2000 highly variable genes were selected using the ‘FindVariableFeatures’ function. To account for variations among different batches, the datasets were aligned using canonical correlation analysis (CCA) with ‘FindIntegrationAnchors’ and ‘IntegrateData’ functions. Dimensionality of data was reduced by principal component analysis (PCA) (30 components) and visualised with UMAP (Supplementary Fig. 10b).

#### Cell cluster identification, annotation and DEG analysis

Clustering was performed using the Louvain algorithm on 30 principal components. After initial clustering, small clusters representing contaminating somatic cells (*Cd74*/*Wt1*/*Aldh1a*+), spermatids (*Spem*+) and one cluster with high *Kit* expression (differentiating spermatogonia), were excluded from subsequent analysis (Supplementary Fig. 10c, d). 

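The 7493 cells passing the filters formed 8 clusters at a resolution of 0.15. Kit-high cells made up 1.52% of CTRL 1 (exact 95% interval 1.12 to 2.01%) and 1.88% of CTRL 2 (1.16 to 2.85%), against 14.9% of BU 1 (13.4 to 16.5%) and 10.2% of BU 2 (8.59 to 12.0%). Spermatids made up 1.58% of CTRL 1 and 0.747% of BU 1, and 9.20% of CTRL 2 and 6.72% of BU 2, so their share followed the experiment. Somatic cells made up 0.290%, 1.25%, 2.05% and 4.51% of CTRL 1, BU 1, CTRL 2 and BU 2.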

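Clusters left out here held 68 Kit-high cells, 152 spermatids and 32 somatic cells of CTRL, and 428, 100 and 82 of BU. The paper's reported numbers are 69, 141 and 32 for CTRL and 397, 94 and 83 for BU, from 4040 and 3243 cells after its filters, against 4221 and 3272 here.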

Cell numbers from initial clustering are listed in Supplementary Data 7. After splitting the Seurat object, we repeated normalisation, variable gene identification, CCA integration, dimension reduction and cluster identification as described above. Cell clustering and distribution of cells between clusters were comparable between the different experimental repeats (Supplementary Fig. 10e, f). 

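The 4 largest classes changed between CTRL and BU in the same direction in both experiments. Late germ cell-like cells made up under 1% of each library of experiment 1 and over 8% of each of experiment 2, but with all variable genes they made up 15.3% and 12.5% of CTRL 1 and BU 1 and 14.7% and 14.3% of CTRL 2 and BU 2. Without integration, clusters instead followed the experiment, although it was regressed out of the scaled levels. Unnamed clusters of 1398 and 66 cells together held 80.5% of CTRL 2 and 68.5% of BU 2 but 0% of CTRL 1 and 0.0599% of BU 1.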

Cluster-specific differentially expressed genes (DEGs) were calculated with the ‘FindAllMarkers’ function with MAST using default parameters and clusters were assigned based on known stem cell and progenitor markers. Total cell numbers in the respective clusters were as follows: (0) Primitive SSCs - CTRL 983, BU 674; (1) Progenitors - CTRL 1309, BU 234; (2) Transitional - CTRL 517, BU 576; (3) Undefined - CTRL 570, BU 393; (4) Proliferative SSC1 - CTRL 301, BU 619; (5) Proliferative SSC2 - CTRL 118, BU 172. 

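The rebuilt classes held 785 CTRL and 551 BU primitive SSC-like, 1627 and 302 progenitor-like, 699 and 847 transitional-like, and 280 and 647 proliferative SSC-like cells. The study's proliferative SSC2 cluster has no counterpart here. Late germ cell-like cells numbered 96 and 96, against 570 and 393 in the paper's undefined cluster, while with all variable genes the class held 601 and 350 cells, 583 and 331 with random start 2 and 97 and 96 with random start 3, both chosen after seeing the values.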

Enriched ontology terms for differentially expressed genes were identified using ClusterProfiler. Differential gene expression analysis on the scRNA-seq datasets among Control, BU-treated groups, and neonatal Id4-GFP-bright dataset (GSE109049) was performed via ‘FindMarkers’ using MAST with default parameters on all expressed genes. The Seurat FindMarkers function was used to identify DEGs between cells of the same SSC clusters from control and BU-treated samples.

#### RNA velocity analysis

We employed scVelo to infer future states of individual cells using the spliced and unspliced information. The aligned bam file generated by Cell Ranger was recounted with the Velocyto counting pipeline velocyto.py in python. The sample-wise counts of unspliced and spliced reads in loom format were loaded to scVelo. Samples of the same group were combined. Genes with less than 20 spliced and unspliced counts in a cell were filtered and the counts were normalised using normalize_per_cell(). 2000 high variability genes were identified and retained by filter_genes_dispersion(), following which the counts were log-transformed using log1p(). The first and second order moments for each cell across its nearest neighbours were calculated using scvelo.pp.moments(). We used recover_dynamics() to define the splicing kinetics of expressed genes. Subsequently, the velocities were estimated using the scvelo.tl.velocity() with the mode set to ‘dynamical’ and the velocity graph constructed using scvelo.tl.velocity_graph() function. Velocities were visualised on top of the previously calculated UMAP coordinates obtained from Seurat.

#### Gene regulatory network analysis

SCENIC was employed to identify regulons controlling gene expression. The python implemented SCENIC was run on the raw count matrix combining all samples using GRNboost2 method for gene network reconstruction. The cisTarget motif dataset (mm9-500bp-upstream-7species.mc9nr.feather, mm9-tss-centered-10kb-7species.mc9nr.feather) was used to construct regulons for each transcription factor. Cellular enrichment of the regulons was subsequently assessed by AUCell. Regulon specificity scores were ranked based on Jensen-Shannon divergence following the SCENIC pipeline and the top 10 regulons of each cluster were visualised on top of Seurat UMAP embedding.

#### Packages used

R v3.6; python 3.7.3; cellRanger v3.1; velocyto v0.17.17; R packages (Seurat v3.2.1; SCENIC v1.1.3; clusterProfiler v3.14.3; tidyverse v1.3.0; AUCell v1.8.0; MAST v1.12.0; Augur v1.0.0); python packages (scvelo 0.2.2; scanpy 1.6.0; scikit-learn v0.23.2; scipy v1.5.1); custom R and python scripts. For the bulk RNA-seq analysis, R packages include limma v3.40.6, edgeR v3.26.8, jsonlite v1.7.2, ggplot2 v3.3.5 and ComplexHeatmap v2.2.0.

### Immunofluorescence

Mouse testes were fixed with 4% paraformaldehyde (PFA) in PBS overnight at 4 °C, cryoprotected with 30% sucrose in PBS, embedded in OCT compound (Tissue-Tek) and cut into 8 μm sections. Sections were blocked in 2% bovine serum albumin (BSA) (Sigma) and 10% FBS (GE Healthcare) in PBS then incubated overnight with primary antibodies diluted in blocking solution. Slides were washed in PBS before incubation with secondary antibodies plus DAPI nuclear counterstain. For wholemount IF, testes were detunicated and seminiferous tubules teased apart and rinsed in ice-cold PBS. Tubules were fixed with 4% PFA for 5 h at 4 °C and washed in PBS prior to blocking in 0.3% Triton X-100 in PBS (PBSX) supplemented with 10% FBS and 2% BSA. Tubules were incubated with primary antibodies diluted in PBSX containing 1% BSA overnight at 4 °C. Samples were washed in PBSX and primary antibodies detected with Alexa Fluor-conjugated secondary antibodies (ThermoFisher Scientific). Sections and tubules were mounted in Vectashield mounting medium (Vector Labs). Primary antibodies are included in Supplementary Data 6. Image analysis was performed with Zeiss LSM780 FCS and Nikon C1 confocal microscopes and an Olympus Stereologer system at the Monash Micro Imaging facilities within Monash University and the Monash Health Translation Precinct.

### Quantitative RT-PCR

Isolated A_undiff_ and cultured spermatogonia were lysed in TRIzol LS reagent (Thermo Fisher Scientific), RNA was purified, and DNase treated using a Direct-zol RNA Miniprep kit (Zymo Research). A Tetro cDNA synthesis kit (Bioline) was used for cDNA synthesis and quantitative PCRs were run on Mic qPCR Cycler (Bio Molecular Systems) using Takara Sybr Premix Ex Taq II (Clontech). Primer sequences are in Supplementary Table 1.

### Cell culture

Undifferentiated spermatogonia were cultured on mitomycin-inactivated mouse embryonic fibroblasts (MEF) in StemPro-34 media (Thermo Fisher) with 10 ng/ml GDNF, 10 ng/ml bFGF, 20 ng/ml EGF, 25 μg/ml insulin and other additives^5,72^. To establish cultures, A_undiff_ were enriched from adult WT testis single-cell suspensions using biotinylated anti-CD9 antibody clone MZ3 (Biolegend, 1:400) and EasySep biotin selection kits (Stem Cell Technologies). To assess effects of inhibitors on cultured A_undiff_, cells were harvested using trypsin/EDTA and feeder cells depleted by plating on tissue culture plates for 2 h in culture media. Non-adherent spermatogonia were removed from adherent MEFs and plated onto 12-well plates coated with Geltrex (Thermo Fisher) at 5 × 10^5^ cells per well and treated with inhibitors 2–3 days later. Cell dissociation buffer (Thermo Fisher) was used to prepare cell suspensions for flow cytometry. Inhibitors (Selleckchem) were dissolved in DMSO or water (palbociclib) and diluted in media to the following concentrations: AD80, ponatinib, AZD4547, linsitinib, apitolisib, alpelisib and buparlisib 1 μM, PD0325901 and palbociclib 5 μM, torin1 0.5 μM and rapamycin 20 nM. FOXM1 inhibitors thiostrepton (Tocris) and FDI-6 (Merck) were prepared in DMSO and used at the indicated concentrations. To assess effects of growth factors on signalling in cultured A_undiff_, cells were placed in growth-factor reduced medium (lacking GDNF, bFGF, EGF and insulin) for 20 h prior to stimulation^24^. Inhibitor was added to cells 30 min before addition of growth factors at concentrations in complete media. Inhibitor targets and associated IC_50_ values are detailed in Supplementary Data 6.

### Cloning of *Foxm1c* and lentiviral transduction

Constructs were generated using mouse *Foxm1c* coding sequence (NM_008021.4) synthesised as gBlock gene fragment with 5′ Kozak sequence and 3′ Myc tag (Integrated DNA Technologies). *Foxm1c* constructs were subcloned into pCCL-hPGK vector by PCR^24^. The dominant-negative *Foxm1c* construct was based on previous studies^51,75^ and generates an HA-tagged protein with C-terminal truncation from amino acid 597. Lentivirus production and collection was performed using HEK293FT cells. Cultured A_undiff_ were infected with lentiviral-containing supernatant supplemented with 8 μg/ml polybrene (Millipore). Cells were labelled by co-infection with pCCL-hPGK-tdTomato lentivirus (1:4 volume ratio of tdTomato:Foxm1c supernatant). Infected cells were selected by FACS and re-plated for analysis. Cells infected with pCCL-hPGK-tdTomato were used as controls.

### Western blotting

Western blotting was performed according to standard methods^24^. To prepare lysates, feeder depleted cultured A_undiff_ on Geltrex plates were washed in PBS and then scraped into RIPA buffer containing protease inhibitors and PhosSTOP (Roche). Primary antibodies are included in Supplementary Data 6^23^. Band intensity was quantified using ImageJ.

### Statistical analysis

Assessment of statistical significance was performed using two-tailed unpaired *t* tests, one-way ANOVA with Tukey multiple comparisons tests or Chi-squared tests. Statistical analysis was performed using GraphPad Prism v8. Associated *P* values are indicated as follows: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; not significant *P* > 0.05. No statistical method was used to predetermine sample sizes and no specific randomisation or blinding methods were used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Reporting Summary

## Data Availability

The bulk and single cell RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE182727 and GSE182924, respectively. The published single cell RNA-Seq dataset of neonatal A_undiff_ used in this study is available under accession code GSE109049^36^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Distinctive molecular features of regenerative stem cells in the damaged male germline
**Source:** Nat Commun. 2022 May 6;13:2500. doi: 10.1038/s41467-022-30130-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

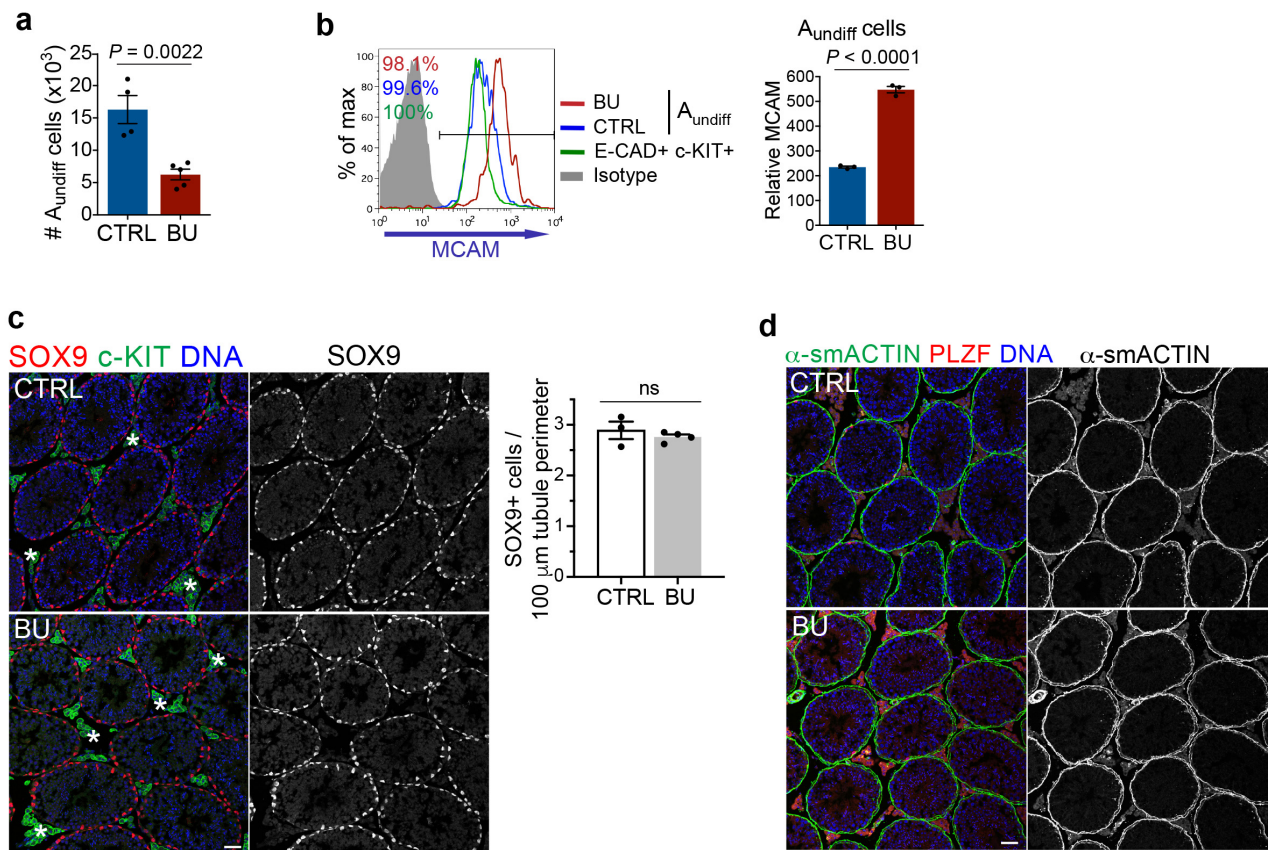

**Supplementary Fig. 1** Molecular features of regenerative  $A_{undiff}$  following BU treatment. **a** Graph shows number of  $A_{undiff}$  (E-Cadherin+  $\alpha$ 6-integrin+ c-KIT $^-$ ) in adult testis D10 post-BU vs. untreated controls from flow cytometry analysis ( $n = 4$  per group). **b** Representative flow cytometry of adult WT testis D10 post-BU. MCAM expression in  $A_{undiff}$  from control vs. BU-treated mice and  $A_{diff}$  (E-CAD+ c-KIT+) of controls is shown in histogram. MCAM is downregulated as  $A_{undiff}$  differentiate. Percentages of cells MCAM+ are indicated. Graph shows relative MCAM levels (median fluorescent intensity) on  $A_{undiff}$  of control and BU-treated mice ( $n = 3$  per group). **c** Representative IF of adult testis sections from control and D10 BU-treated mice for SOX9 as a marker of Sertoli cells. Graph shows number of SOX9+ cells per 100  $\mu$ m tubule perimeter ( $n = 3$  CTRL and  $n = 4$  BU, 50 tubule cross-sections scored per animal). Asterisks indicate c-KIT+ Leydig cells within the testis interstitium. **d** Representative IF of adult testis cross-sections from control and D10 BU-treated mice ( $n = 3$  per group) for smooth muscle actin as a marker of peritubular myoid cells. Grayscale images in **c**, **d** indicate single-channel staining for somatic markers. Data present as mean  $\pm$  SEM in **a-c**. Significance determined by two-tailed unpaired t-test (ns,  $P > 0.05$ ). Scale bars, 50  $\mu$ m. Source data are provided as a Source Data file.

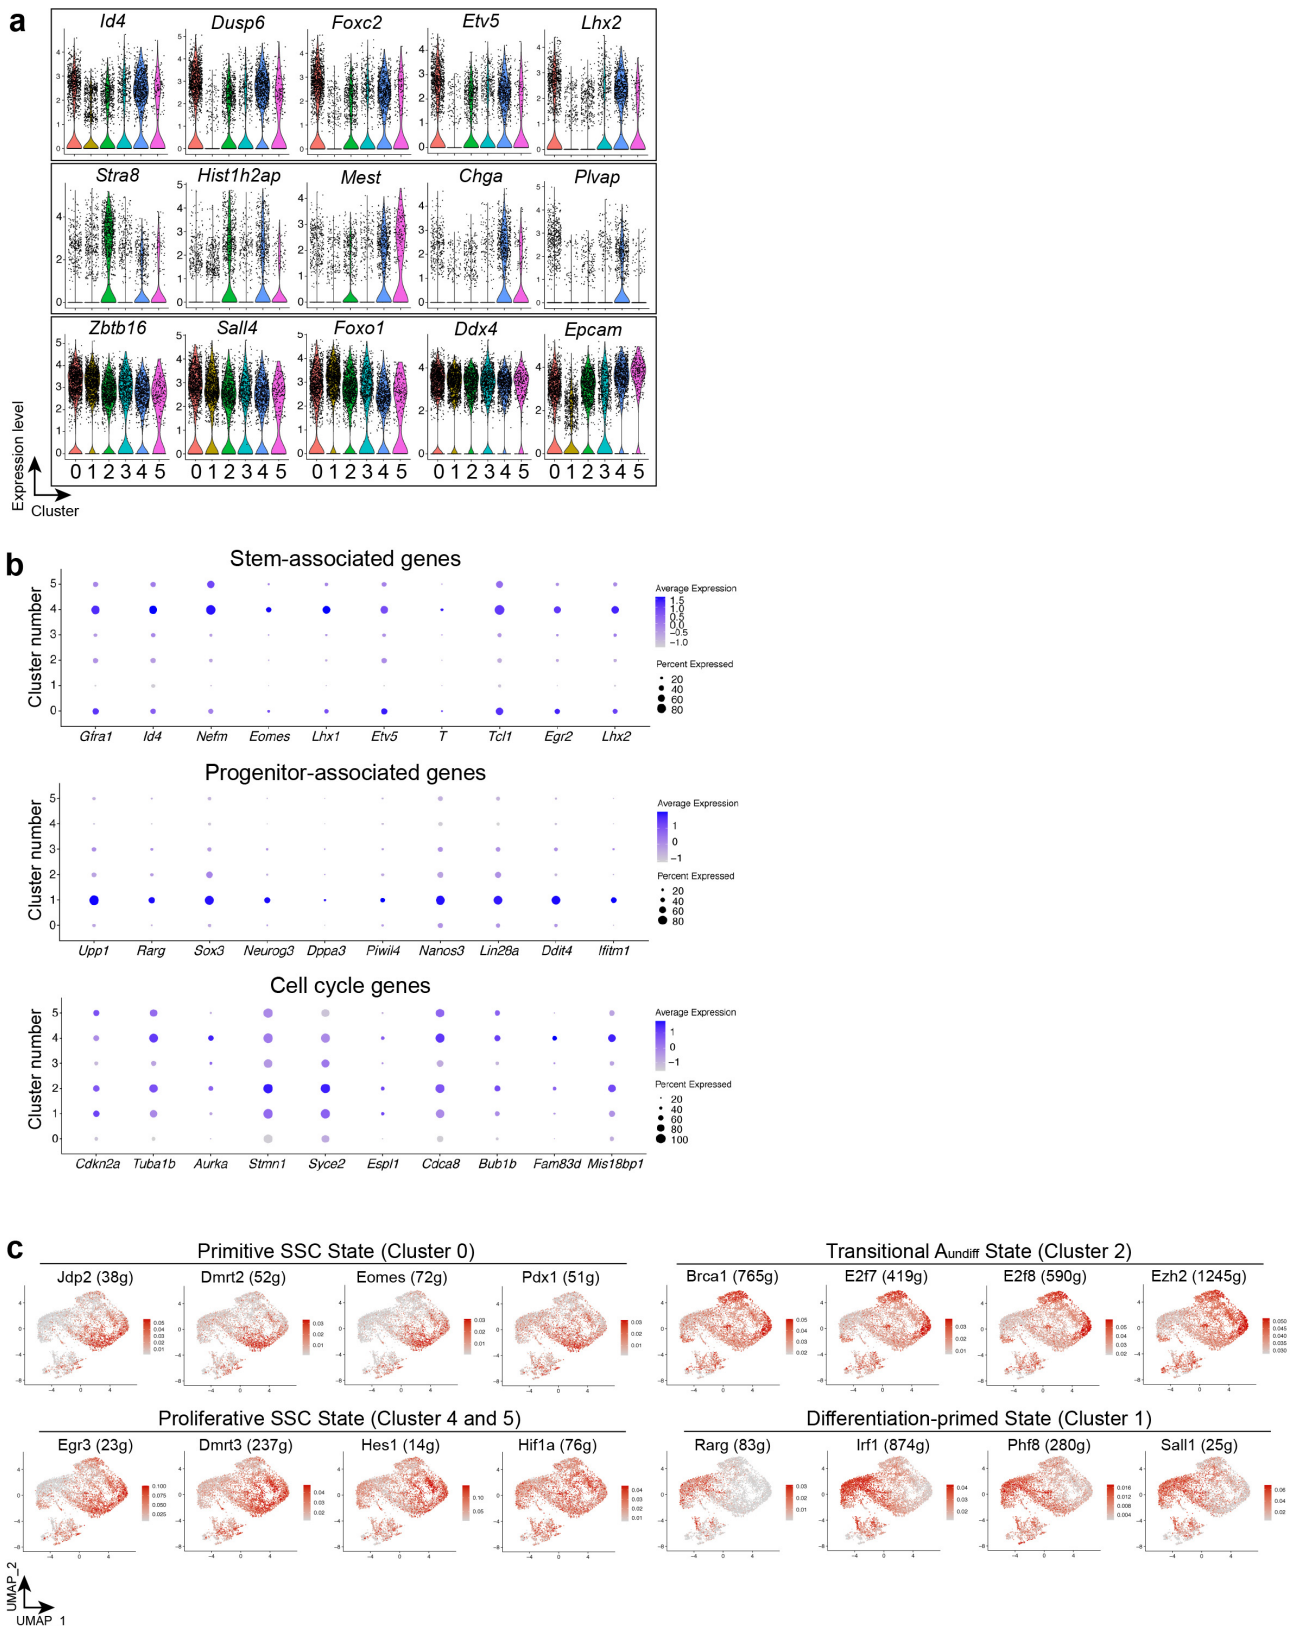

**Supplementary Fig. 2** Cluster identity and molecular features of undifferentiated spermatogonia. **a** scRNA-seq data from A<sub>undiff</sub> (E-Cadherin<sup>+</sup>  $\alpha$ 6-integrin<sup>+</sup> c-KIT<sup>-</sup>) isolated from CTRL and BU-treated mice at D10 was analysed by Seurat. Violin plots show expression of genes that define individual cell clusters (#0-5). Control genes broadly expressed across all clusters are shown in bottom panels. **b** Relative expression of SSC-associated, progenitor-associated and cell-cycle related genes identified from analysis of **a**. Size of dot indicates fraction of cells in clusters positive for gene expression while shade of dot represents average expression level. **c** Gene regulatory network analysis of control samples from single cell dataset of **a** using SCENIC. Selected regulons enriched in each indicated cluster are projected on to UMAP images. Gene (g) numbers in each regulon are indicated.

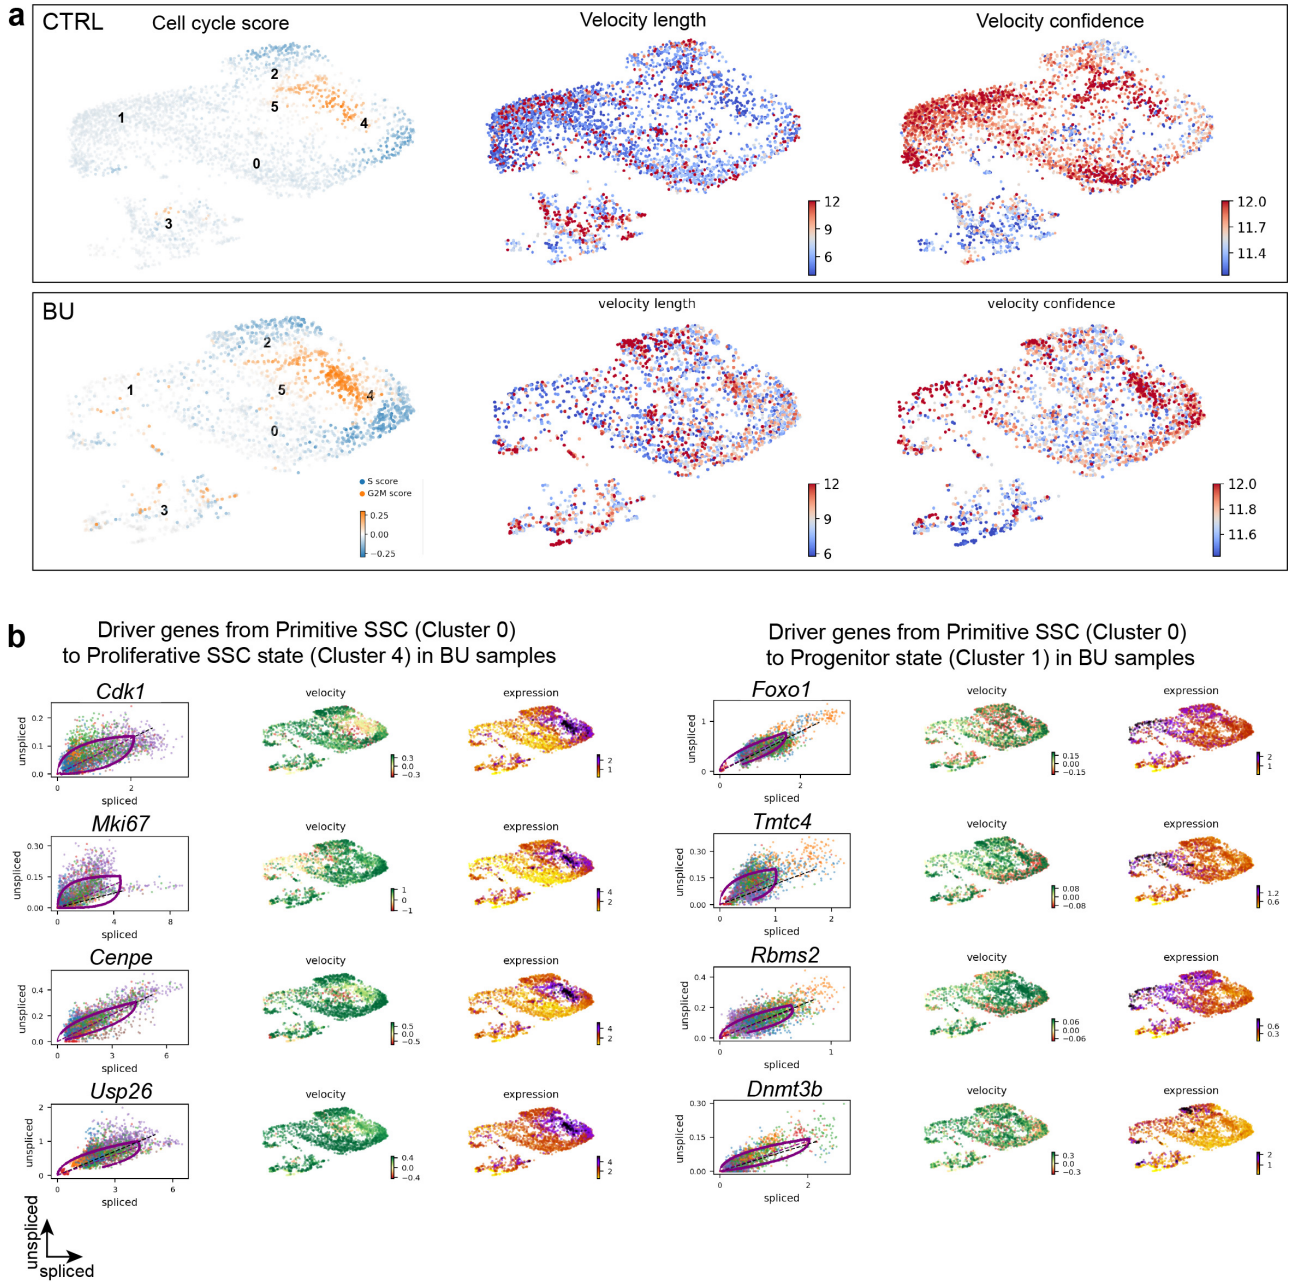

**Supplementary Fig. 3** Analysis of homeostatic and regenerative  $A_{undiff}$  scRNA-Seq data with scVelo. **a** Cell cycle analysis of control (CTRL) and BU treated samples using a common set of cell cycle genes. Velocity length indicates the speed or rate of cell transitions between clusters, highlighting a faster rate of conversion in BU samples and a more dynamic  $A_{undiff}$  population during regeneration. The coherence of neighbouring vectors indicates velocity confidence. **b** Driver gene analysis of BU-treated samples. Top driver genes predicted to promote the transition between the indicated cell clusters during regeneration are shown.

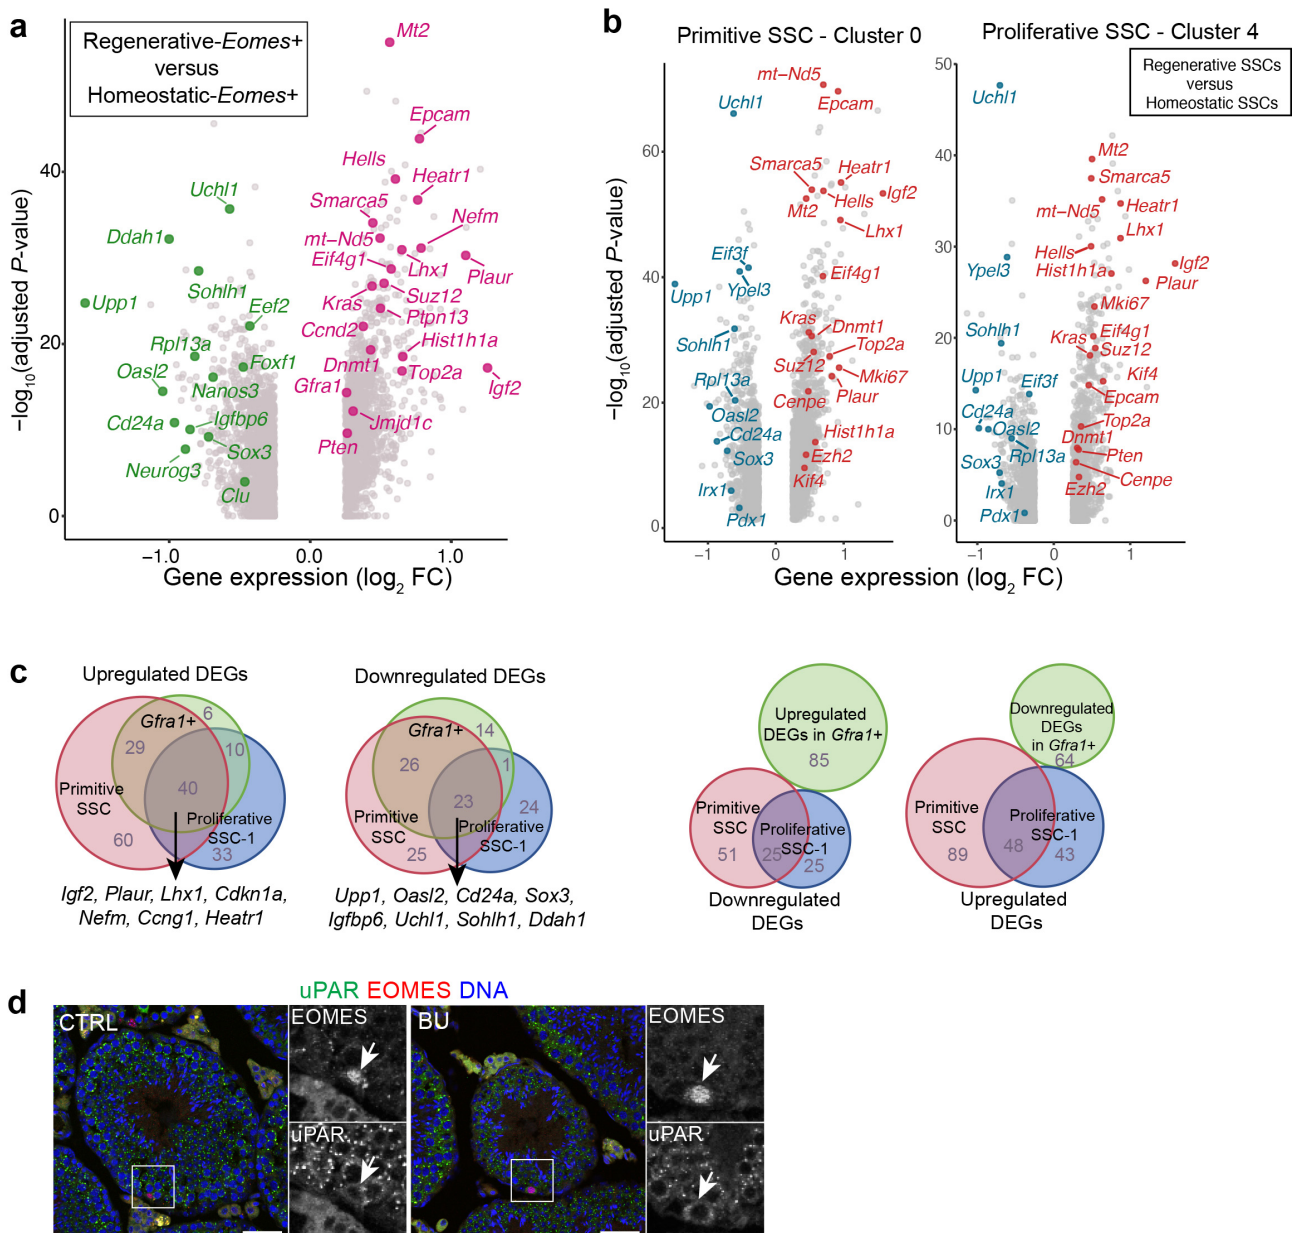

**Supplementary Fig. 4** Comparative analysis of regenerative and homeostatic  $A_{undiff}$  by single-cell RNA-seq. **a**  $A_{undiff}$  isolated from control and D10 BU-treated mice were analysed by scRNA-seq. Volcano plot of DEGs (MAST differential expression test with Bonferroni correction, adjusted  $P$ -value < 0.05) in *Eomes*<sup>+</sup> populations (normalized expression level > 2) is shown. Genes of interest are highlighted. **b** Volcano plot of DEGs (MAST differential expression test with Bonferroni correction, adjusted  $P$ -value < 0.05) in primitive SSC (cluster 0) and proliferative SSC-1 (cluster 4) populations between CTRL and BU samples from Seurat analysis of scRNA-seq data of **a**. Genes of interest are highlighted. **c** Venn diagrams indicating overlap of concordantly and discordantly regulated DEGs in *Gfra1*<sup>+</sup> cells and primitive plus proliferative SSC-1 clusters from scRNA-seq analysis of **a** (Fold change > 1.5 and adjusted  $P$ -value < 0.05). Selected concordant DEGs between all populations are indicated. **d** Representative IF of testis cross-sections from control and D10 BU-treated mice ( $n = 2$  mice per group). Arrows highlight differential uPAR expression in EOMES<sup>+</sup> cells. Scale bar: 50  $\mu$ m.

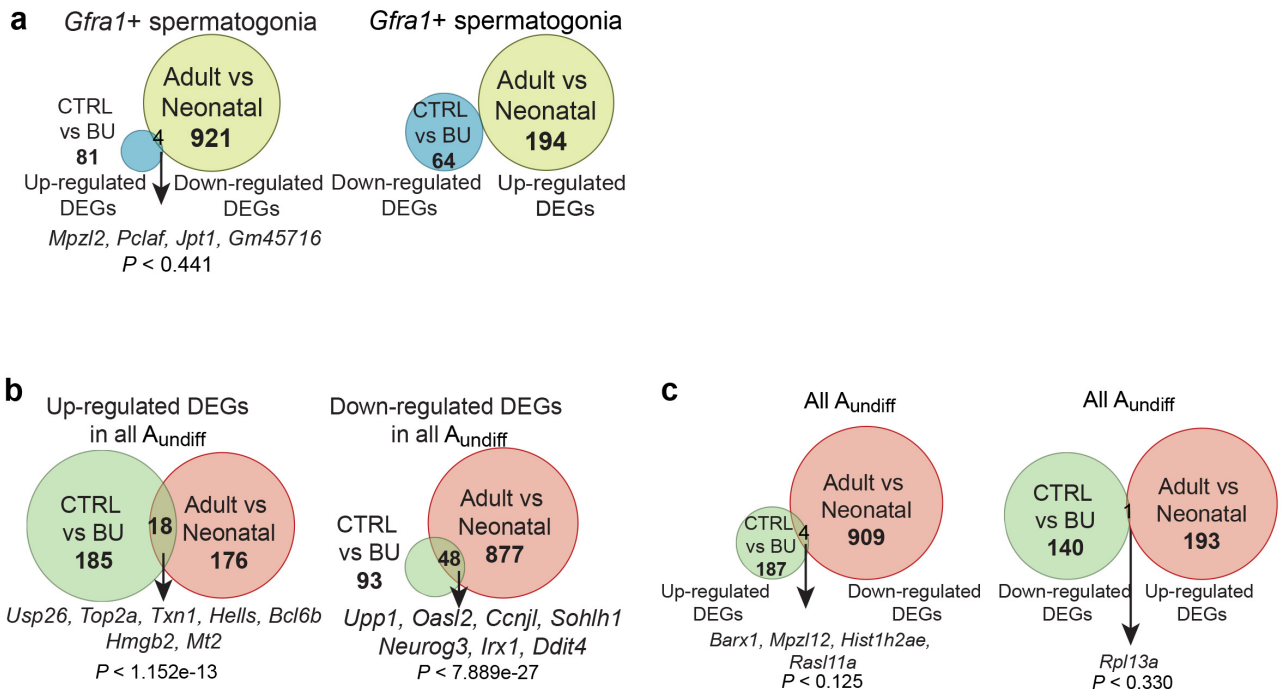

**Supplementary Fig. 5** Comparative analysis of *A*<sub>undiff</sub> in neonatal, adult and regenerative testis. **a** Venn diagrams illustrating overlap of discordantly regulated DEGs within *Gfra1*<sup>+</sup> spermatogonia from scRNA-seq analysis of CTRL vs. BU-treated *A*<sub>undiff</sub> and CTRL (adult) vs. neonatal ID4<sup>bright</sup> spermatogonia. **b-c** Venn diagrams showing overlap of concordantly and discordantly regulated DEGs within *A*<sub>undiff</sub> from scRNA-seq analyses of **a**. Examples of concordantly regulated DEGs are indicated in **b**. The few discordantly regulated DEGs identified are shown in **c**. *P*-values are determined by hypergeometric tests in **a-c**.

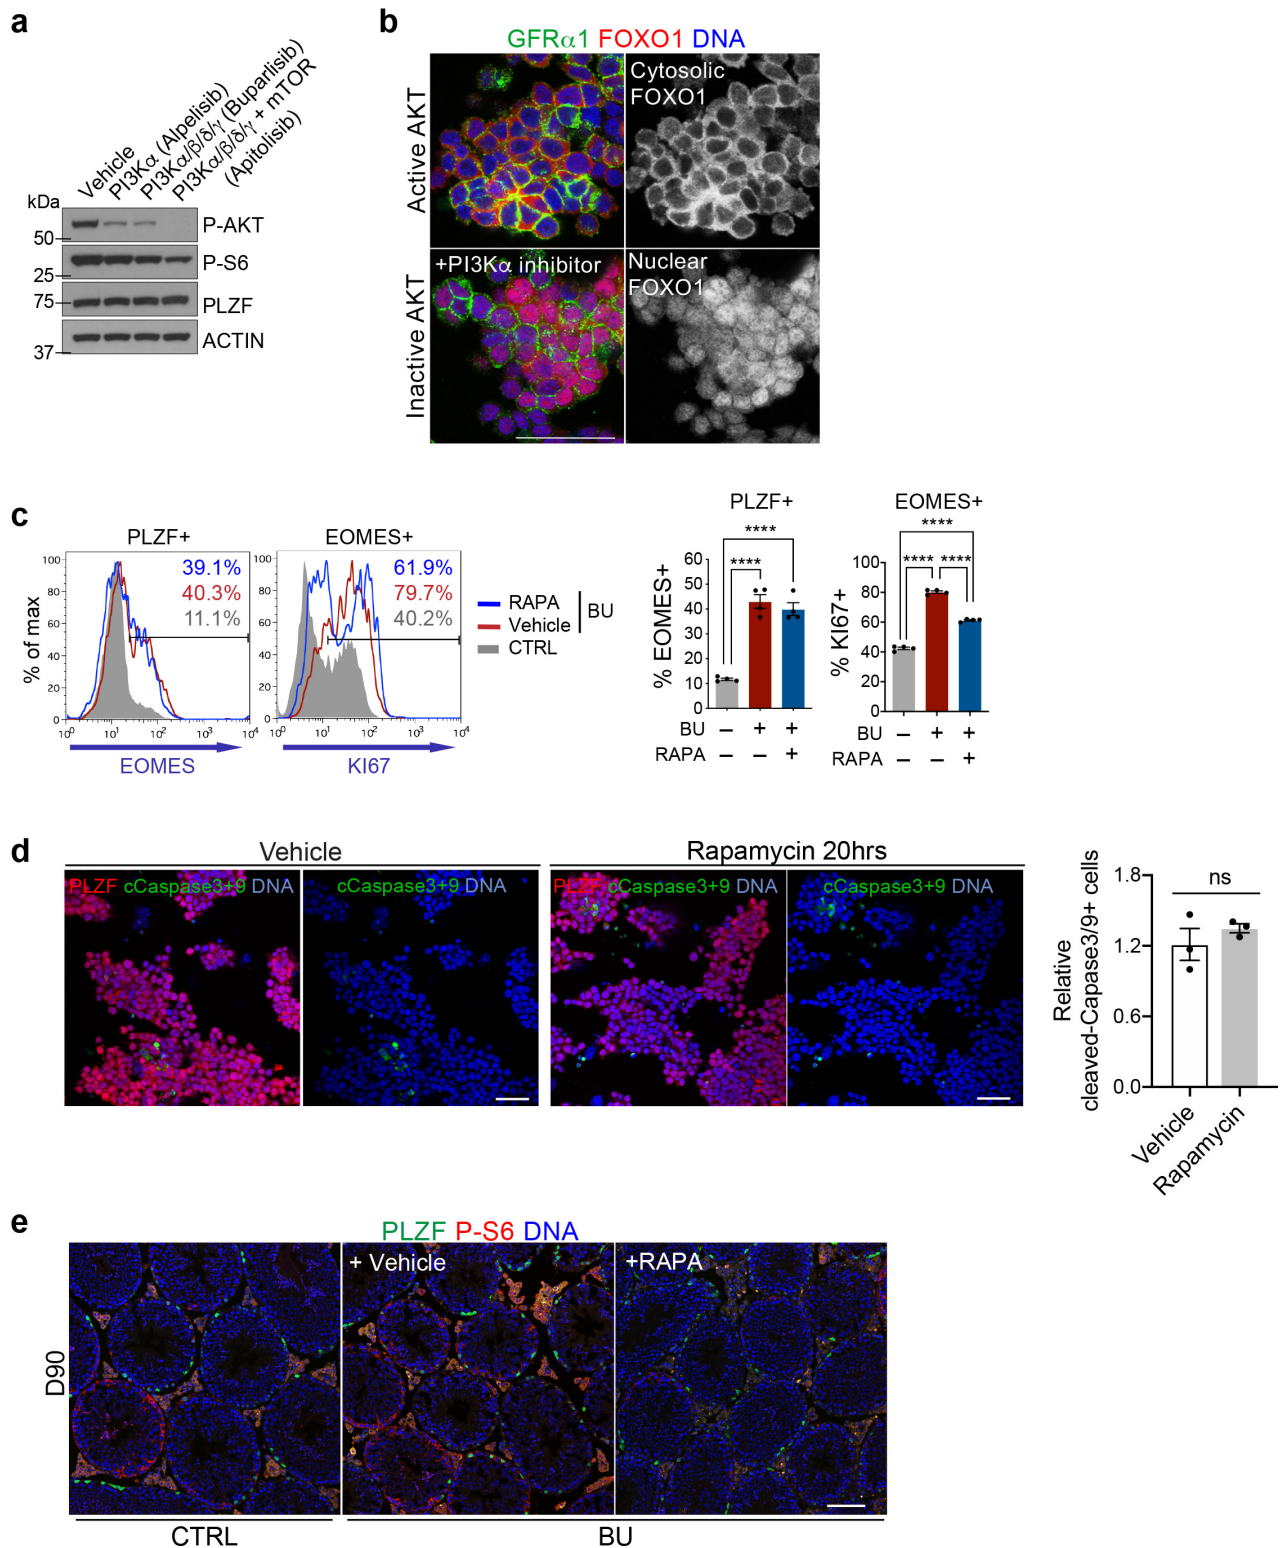

**Supplementary Fig. 6** Growth factor-dependent signalling in regenerative  $A_{undiff}$ . **a** Representative western blot analysis of WT  $A_{undiff}$  cultures treated with selective inhibitor to PI3K $\alpha$  (alpelisib), a pan-PI3K isoform inhibitor (buparlisib) or dual PI3K/mTOR inhibitor (apitolisib) in complete medium for 3 hours ( $n = 2$  independent cultures). PLZF and ACTIN are used as loading controls. **b** Representative IF of cultured WT  $A_{undiff}$  treated with PI3K $\alpha$  inhibitor or vehicle in complete medium for 1 hour ( $n = 3$  independent lines). Predominant subcellular localisation of FOXO1 and correlation with PI3K/AKT activity are indicated. **c** Representative flow cytometry analysis of testis samples from adult mice treated with BU (10mg/kg) then RAPA or vehicle daily for 7 days from D3 post-BU. Samples were analysed D10 post-BU. Graphs indicate mean percentage of PLZF+ spermatogonia EOMES+ and EOMES+ cells KI67+  $\pm$  SEM ( $n = 4$  mice per group). Significance determined by one-way ANOVA followed by Tukey's multiple comparisons test (\*\*\*\* $P <$

0.0001) **d** Representative IF of cultured A<sub>undiff</sub> treated with vehicle or rapamycin for 20 hours then analysed for apoptotic markers (cleaved Caspase3+9). Graph shows relative number of apoptotic cells normalised to 10000  $\mu\text{m}^2$  of colony area  $\pm$  SEM. A minimum of 0.5  $\text{mm}^2$  of colony area was analysed per sample and condition ( $n = 3$  independent cultures). Significance was determined by two-tailed unpaired  $t$ -test (ns,  $P > 0.05$ ) **e** Representative IF of testis cross-sections D90 post-BU from mice treated as in **c** ( $n = 3$  mice per condition). Scale bars: 50  $\mu\text{m}$ . Source data are provided as a Source Data file.

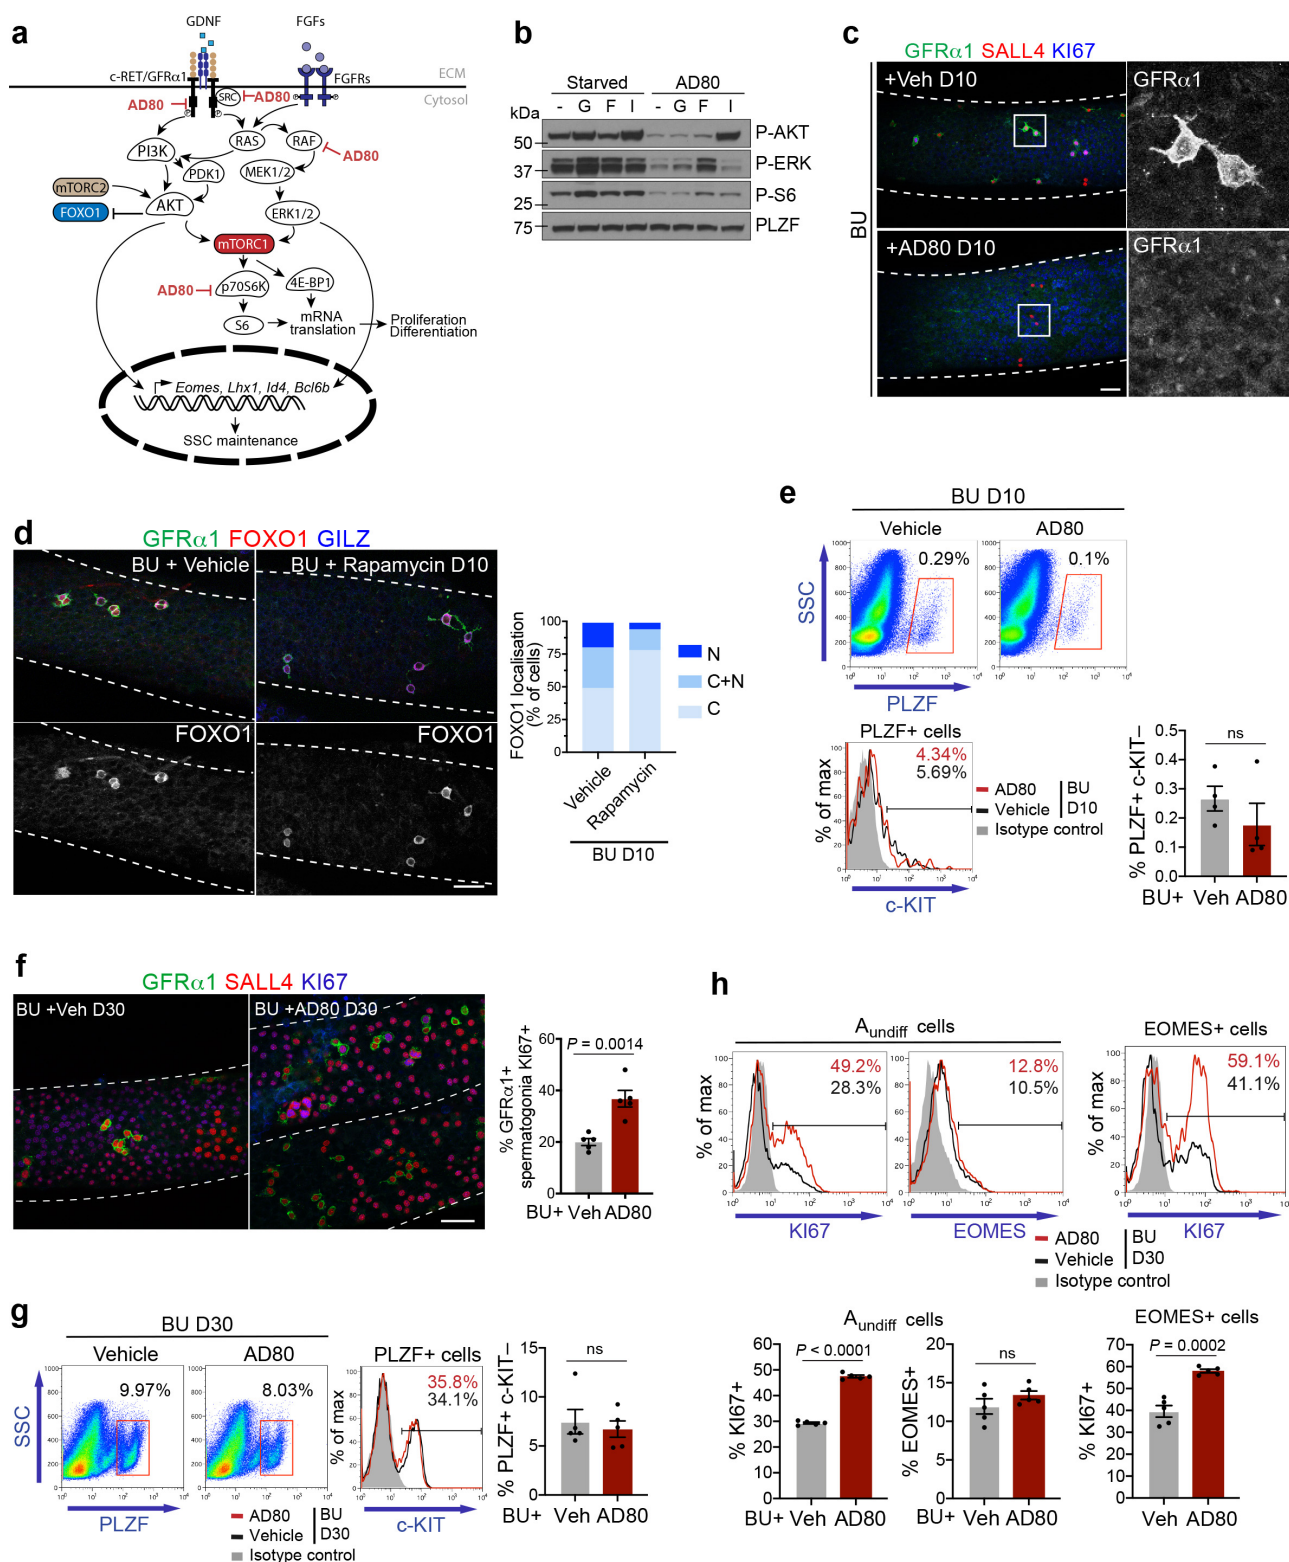

**Supplementary Fig. 7** Effects of multikinase inhibitor AD80 on the  $A_{undiff}$  regenerative response. **a** Scheme illustrating signalling pathways downstream GDNF and FGFs in  $A_{undiff}$  and targets of AD80. **b** WT  $A_{undiff}$  cultures were starved for 20h in basal medium lacking cytokines (GDNF, bFGF, EGF and Insulin) and AD80 added for 30 mins prior to stimulation with indicated growth factors (- untreated; G, GDNF; F, bFGF; I, Insulin) for 25 mins and cells harvested. Representative western blot analysis shown ( $n = 3$  independent cultures). PLZF is included as loading control. **c** Representative wholemount IF of adult mice treated with BU (10mg/kg) then AD80 or vehicle daily for 5 days from D5 post-BU. Samples were analysed D10 post-BU ( $n = 4$  per group). Insets show magnified grayscale images of indicated region. **d** Representative wholemount IF of adult mice treated with BU and then RAPA or vehicle daily for 7 days from D3 post-BU. Samples analysed at D10

post-BU ( $n = 2$  per group, >45mm tubule length analysed per mouse). Graph shows FOXO1 subcellular distribution in the  $GFR\alpha1+$  population (N, predominantly nuclear; N+C, nuclear and cytosolic; C, predominantly cytosolic). **e** Representative flow cytometry of fixed and permeabilised testis cells from mice treated as in **c**. Samples were analysed at D10. Graph shows mean percentage of testis cells  $A_{undiff}$  (PLZF+ c-KIT-)  $\pm$  SEM ( $n = 4$  mice per group). **f** Representative wholemount IF of mice treated as in **c**. Samples were analysed D30 post-BU. Graph shows percentage of  $GFR\alpha1+$  spermatogonia KI67+. Mean values  $\pm$  SEM shown ( $n = 5$  mice per group). **g, h** Representative flow cytometry of fixed and permeabilised testis cells from mice treated as in **c** and analysed at D30.  $A_{undiff}$  cells (PLZF+ c-KIT-) and EOMES+  $A_{undiff}$  are shown in **h**. Graph in **g** shows percentage of testis cells  $A_{undiff}$  (PLZF+ c-KIT-). Graphs in **h** show percentage of  $A_{undiff}$  cells KI67+ and EOMES+ and percentage of EOMES+  $A_{undiff}$  KI67+. Mean values  $\pm$  SEM shown ( $n = 5$  mice per group). Dashed lines indicate tubule outlines. Scale bars: 50  $\mu$ m. Significance was calculated by two-tailed Student's  $t$ -test in **e-h**. Source data are provided as a Source Data file.

= 3 independent cultures). **f** Analysis of *Foxm1* isoform expression in cultured  $A_{undiff}$  and unfractionated adult testis by representative RT-PCR (top panel; 2 independent cultures and testes) and RT-qPCR (graph;  $n=3$  per sample type). Sizes of expected amplicons are indicated on gel. Expression levels are corrected to  $\beta$ -actin in RT-qPCR and normalized to control sample. Mean values  $\pm$  SEM shown in graph. **g** Representative western blot analysis of WT  $A_{undiff}$  cultures transduced with *Foxm1c* and *Foxm1c*- $\Delta C597$  lentiviral constructs to confirm FOXM1 antibody specificity ( $n = 3$  independent cultures). Red bracket indicates full-length FOXM1 protein while asterisk indicates non-specific band generated by FOXM1 antibody on western blot. **h** Graph shows percentage of testis cells that are  $A_{undiff}$  (PLZF+ c-KIT-) from flow cytometry analysis of D10 BU-treated mice treated with thiostrepton or vehicle daily from D3 to D9. Mean values  $\pm$  SEM shown ( $n = 4$  mice per group). **i** Graph shows abundance of GFR $\alpha$ 1+ spermatogonia from wholemount IF of mice treated as in **h**. Mean values  $\pm$  SEM shown ( $n = 3$  vehicle treated mice and  $n = 4$  thiostrepton treated mice). Significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test in **e** and two-tailed unpaired *t*-test in **b**, **f**, **h**, **i** (ns,  $P > 0.05$ ). Source data are provided as a Source Data file.

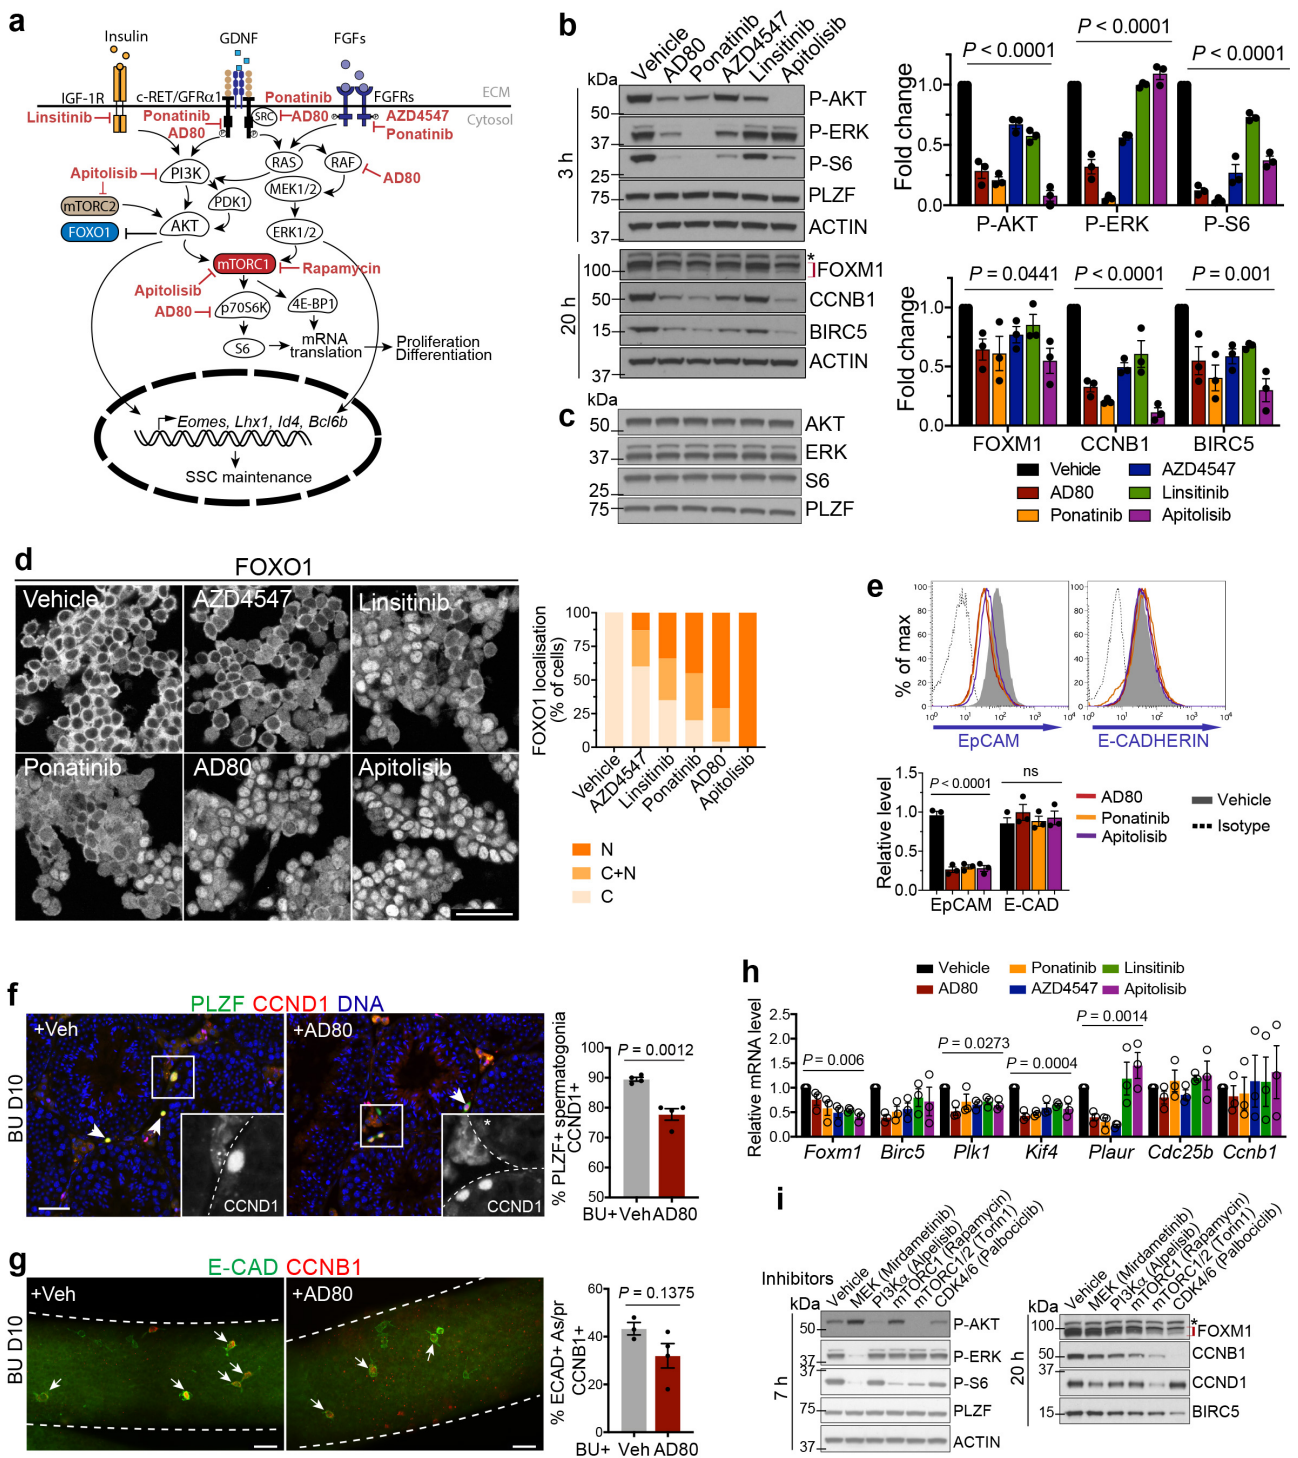

**Supplementary Fig. 9** Growth factor-dependent signalling and  $A_{undiff}$  regenerative responses. **a** Scheme illustrating growth factor signalling pathways in  $A_{undiff}$  and targets of indicated inhibitors. **b, c** Representative western blots of WT  $A_{undiff}$  cultures treated with kinase inhibitors shown in **a** or vehicle in complete medium. Signalling proteins were analysed after 3h of treatment while changes in FOXM1 and targets after 20h. PLZF and ACTIN were used as loading controls. Red bracket indicates FOXM1 protein while asterisk indicates non-specific band. Associated graphs show protein levels corrected to ACTIN and normalised to vehicle-treated cells. Mean values  $\pm$  SEM shown ( $n = 3$  independent cultures). Levels of indicated signalling proteins are unaffected by inhibitor treatment as shown in **c**. **d** Representative IF of cultured WT  $A_{undiff}$  treated with the indicated inhibitor in complete media for 1hr. Graph shows FOXO1 subcellular distribution (N, predominantly nuclear; N+C, nuclear and cytosolic; C, predominantly cytosolic) determined from a minimum of 250 cells per sample per treatment group ( $n = 3$  independent cultures). **e** Representative flow cytometry analysis of EpCAM and E-Cadherin expression in WT  $A_{undiff}$  cultures treated with indicated kinase inhibitors in complete medium for 20h. Graph shows mean relative levels of EpCAM and E-CADHERIN (median fluorescent

intensity)  $\pm$  SEM ( $n = 3$  independent cultures). **f** Representative IF analysis of testis sections from mice treated with BU (10mg/kg) then AD80 or vehicle daily for 5 days from D5 post-BU. Samples were analysed D10 post-BU. Insets show higher magnification grayscale images of CCND1 in indicated regions. Arrows: CCND1+ PLZF+ spermatogonia. Asterisk: CCND1 - PLZF+ spermatogonium. Dashed lines indicate tubule basement membrane. Graph shows mean percentage of PLZF+ spermatogonia CCND1+  $\pm$  SEM ( $n = 4$  mice per group). **g** Representative wholemount IF of adult mice treated as in **f**. Arrows indicate E-CADHERIN+ A<sub>s</sub> and A<sub>pr</sub> CCNB1+. Dashed lines show tubule outline. Graph shows mean percentage of E-CAD+ A<sub>s</sub>/A<sub>pr</sub> CCNB1+  $\pm$  SEM and associated *P* value ( $n = 3$  vehicle,  $n = 4$  AD80 mice). **h** RT-qPCR analysis of WT A<sub>undiff</sub> cultures treated with indicated inhibitors for 20h in complete medium. Expression levels are corrected to  $\beta$ -actin and normalized to control sample. Mean values  $\pm$  SEM shown ( $n = 3$  independent cultures). **i** Representative western blot analysis of WT A<sub>undiff</sub> cultures treated with indicated inhibitors or vehicle in complete medium. Torin is an mTOR kinase inhibitor that suppresses both mTORC1 and AKT signalling. Signalling proteins were analysed after 7hr of treatment while changes in FOXM1 and targets after 20h. PLZF and ACTIN were used as loading controls. ( $n = 3$  independent cultures). Red bracket indicates FOXM1 while asterisk indicates non-specific band. Scale bars 50 $\mu$ m. Significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test in **b**, **e**, **h** and two-tailed unpaired *t*-test in **f**, **g** (ns,  $P > 0.05$ ). Source data are provided as a Source Data file.

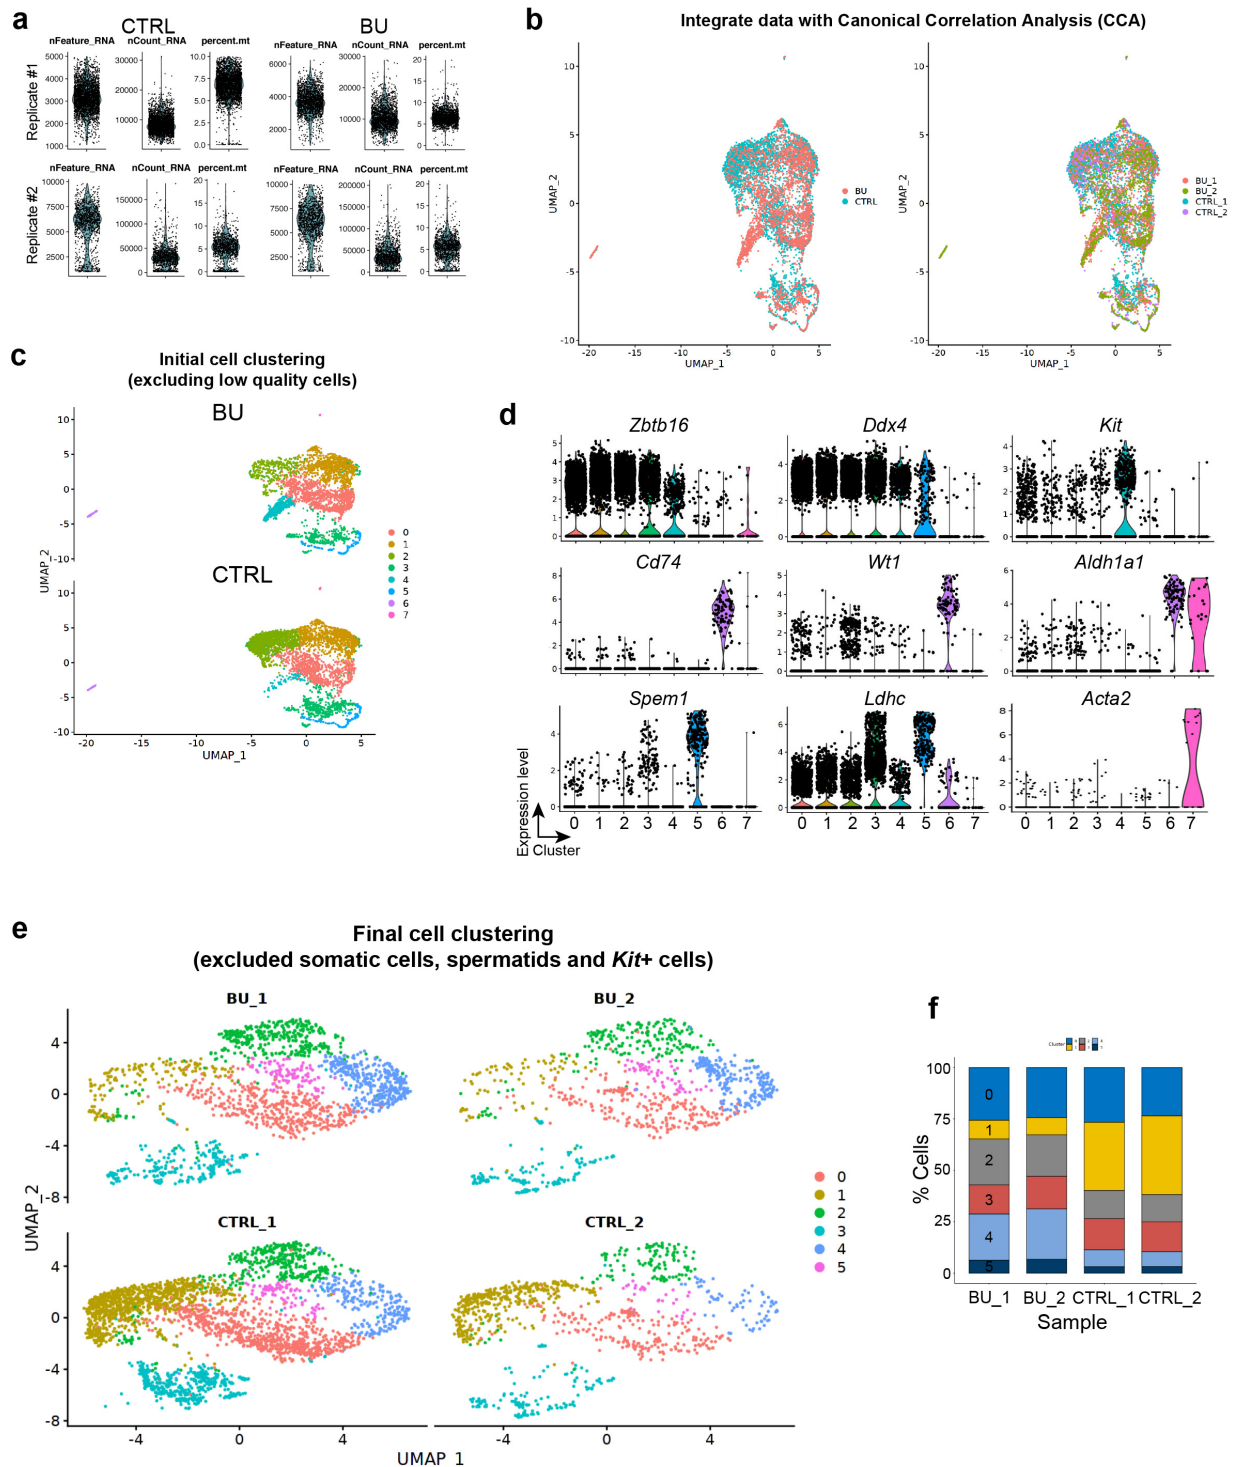

**Supplementary Fig. 10** Overview of Seurat-based processing workflow for scRNA-Seq datasets. **a** Violin plots showing QC features of all cells in each sample of 2 experimental replicates. **b** Data integration using Canonical Correlation Analysis (CCA) with batch effect correction. Merged (left panel) and individual samples (right panel) are shown. **c** Initial clustering analysis of all cells from **a** excluding low-quality cells. Cells with >1000 genes expressed and <20% of reads mapped to the mitochondrial genome were retained. **d** Violin plots show expression of genes defining individual cell clusters (#0-7). Clusters 0-4 were identified as spermatogonia (*Zbtb16*+, *Ddx4*+), cluster 5 as spermatids (*Spem1*+), and clusters 6 and 7 as contaminating somatic cells (*Cd74*/*Wt1*/*Aldh1a1*/*Acta2*+). **e** Clustering analysis of each sample and replicate excluding *Kit*+ spermatogonia and contaminating spermatids and somatic cells. Cells combined from each condition were used in subsequent analyses. **f** Graph shows distribution of cells from CTRL and BU-treated mice of each experimental replicate into cell clusters identified in **e**. Similar distributions were observed in replicate samples.

**Supplementary Table 1** Primer sequences for RT-qPCR.

| Gene          | Primer sequence        |                         |
|---------------|------------------------|-------------------------|
|               | Forward                | Reverse                 |
| <i>Actb</i>   | GGCTGTATTCCCCTCCATCG   | CCAGTTGGTAACAATGCCATGT  |
| <i>Birc5</i>  | GAGGCTGGCTTCATCCACTG   | CTTTTGGCTTGTGTTGGTCTCC  |
| <i>Ccna2</i>  | TGGATGGCAGTTTTGAATCACC | CCCTAAGGTACGTGTGAATGTC  |
| <i>Ccnb1</i>  | CTTGCAGTGAGTGACGTAGAC  | CCAGTTGTCGGAGATAAGCATAG |
| <i>Ccnd1</i>  | GTTCAATTTCCAACCCACCC   | CTCAGATGTCCACATCTCGC    |
| <i>Ccne1</i>  | GTGGCTCCGACCTTTCAGTC   | CACAGTCTTGTCAATCTTGGCA  |
| <i>Cdc25b</i> | TCCGATCCTTACCAGTGAGG   | GGGCAGAGCTGGAATGAGG     |
| <i>Foxm1</i>  | ATCGCTACTTGACATTGGACCA | GATTGGGTCGTTTCTGCTGTG   |
| <i>Kif4</i>   | ATTCAATGGGAGGTGCATACAC | ACGAGATGAACATAGAAGGTCCA |
| <i>Plaur</i>  | GACTACCGTGCTTCGGGAATG  | ATGGTCCTGTTGGTCTTTTCG   |
| <i>Plk1</i>   | CTTCGCCAAATGCTTCGAGAT  | TAGGCTGCGGTGAATTGAGAT   |
| <i>Zbtb16</i> | CTCCGTAAGCGTCCCCTCTGC  | GGTGCAGGCTAGCACCGTCC    |

# Supplementary material for: Distinctive molecular features of regenerative stem cells in the damaged male germline
**Source:** Nat Commun. 2022 May 6;13:2500. doi: 10.1038/s41467-022-30130-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1** Analysis of gene expression in regenerative vs. homeostatic A_undiff_. (Excel file). The A_undiff_ population (E-Cadherin+ c-KIT– 6-integrin+) was isolated from untreated control and BU-treated mice at D10 for RNA-seq analysis (*n* = 4 per group). Table includes differentially-expressed genes (DEGs) in regenerative vs. control (homeostatic) A_undiff_ (false discovery rate < 0.05, absolute fold change > 1.5, Limma-Voom using empirical Bayes method).

**Supplementary Data 2** Differentially expressed genes within each identified cell cluster from scRNA-Seq analysis of A_undiff_ spermatogonia (E-Cadherin+ c-KIT– 6-integrin+) isolated from control and BU-treated mice at D10 (3 mice pooled per group, 2 independent experimental repeats) (Excel File). Cut-off for DEGs is adjusted *P*-value < 0.05 (MAST differential expression test with Bonferroni correction). Second sheet includes top 10 cluster-specific regulons identified from SCENIC analysis of control sample.

**Supplementary Data 3** Differentially-expressed genes in SSC-enriched fractions of regenerative and homeostatic A_undiff_. (Excel file). A_undiff_ spermatogonia (E-Cadherin+ c-KIT– 6-integrin+) were isolated from untreated control and BU-treated mice at D10 and analysed by scRNA-seq (cells from 3 mice pooled per group, 2 independent experimental repeats). Cells positive for expression of SSC-associated genes *Gfra1* or *Eomes* (normalised expression level >2) or present within primitive SSC (cluster 0) and proliferative SSC-1 (cluster 4) clusters from Seurat analysis were selected from the A_undiff_ population. Tables show DEGs in regenerative vs. homeostatic *Gfra1*+ and *Eomes*+ fractions and indicated SSC clusters (adjusted *P*-value < 0.05, MAST differential expression test with Bonferroni correction).

**Supplementary Data 4** Comparative analysis of gene expression in A_undiff_ during regeneration and development. (Excel file). Table shows concordantly regulated DEGs identified from scRNA-seq analysis of adult homeostatic vs. regenerative A_undiff_ (this study) and neonatal ID4^bright^ cells^36^. Table includes concordant DEGs within total A_undiff_ populations and *Gfra1*+ SSC-enriched fractions (adjusted *P*-value < 0.05, normalised expression level > 2, MAST differential expression test with Bonferroni correction). Overlapping DEGs (adjusted *P*-value < 0.05 and fold change > 1.5) similarly up- or down-regulated in both datasets are included as separate sheets.

**Supplementary Data 5** Pathway analysis of differentially expressed genes (DEGs) in regenerative A_undiff_. (Excel file). DEGs identified from bulk RNA-seq analysis of A_undiff_ populations isolated from BU-treated adult mice at D10 vs. untreated controls were processed by Ingenuity Pathway Analysis (IPA). Table shows predicted upstream regulators of the regenerative A_undiff_ state plus associated Activation Z-Scores and identified genes in the different pathways. Predicted activation state of upstream regulators is included. Overlapping *P*-values were calculated in IPA using a one-sided Fisher’s Exact test.

**Supplementary Data 6** Antibodies and inhibitors used in the study. (Excel file). List of antibodies and dilutions used for IF, flow cytometry and western blot. Second sheet includes details of inhibitors used, specific targets, source and reported IC_50_ values.

**Supplementary Data 7** Quality control details for scRNA-Seq analysis (Excel File). Sequencing metrics from the Cell Ranger pipeline for each sample and experimental replicate. Second sheet includes numbers of cells from initial Seurat clustering analysis of control and BU-treated samples following filtering steps to remove low quality cells.

# Supplementary material for: Distinctive molecular features of regenerative stem cells in the damaged male germline
**Source:** Nat Commun. 2022 May 6;13:2500. doi: 10.1038/s41467-022-30130-z
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry: FACS DIVA 6.0<br>Microscopy: Zeiss LSM780 FCS software, Nikon C1 software, Olympus Stereologer software<br>qRT-PCR: Mic qPCR Cyclor software<br>RNA-Seq: Illumina NextSeq and HiSeq software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | FlowJo 8.7, Prism 8.0, Ingenuity Pathway Analysis (Qiagen), R v3.6; python 3.7.3; cellRanger v3.1; velocyto v0.17.17; R packages (Seurat v3.2.1; SCENIC v1.1.3; clusterProfiler v3.14.3; tidyverse v1.3.0; AUCell v1.8.0; MAST v1.12.0; Augur v1.0.0); python packages (scvelo 0.2.2; scanpy 1.6.0; scikit-learn v0.23.2; scipy v1.5.1); custom R and python scripts.<br>For the bulk RNA-seq analysis, R packages include limma v3.40.6, edgeR v3.26.8, jsonlite v1.7.2, ggplot2 v3.3.5 and ComplexHeatmap v2.2.0. Degust code for analysis of bulk RNA-Seq data is provided in a Zenodo repository ( <a href="https://doi.org/10.5281/zenodo.3258932">https://doi.org/10.5281/zenodo.3258932</a> ). Seurat for scRNA-Seq analysis is available from GitHub ( <a href="https://github.com/satijalab/seurat/">https://github.com/satijalab/seurat/</a> ). SCENIC and scVelo are available from <a href="https://scenic.aertslab.org/">https://scenic.aertslab.org/</a> and <a href="https://scvelo.org">https://scvelo.org</a> respectively. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk and single cell RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE182727 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182727>) and GSE182924 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182924>) respectively. The published single cell RNA-Seq dataset of neonatal Aundiff used in this study is available under accession code GSE109049 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109049>) (PMID: 30404016). Source data underlying figures are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample sizes.<br>For quantitative analysis of testis samples a standard minimum of 3 biological replicates (individual mice) were analysed per group and time point. Sample sizes were based on prior experience (PMID: 31123254; 30026551) and sufficient to obtain statistical significance.                                                                                                                                                                         |
| Data exclusions | No data were excluded except in single cell RNA-seq analysis when contaminating cell types were excluded based on marker gene expression as detailed in respective methods section.                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Details on experiment replication are included in the Figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | No specific randomization methods were used. Age matched wildtype male mice were randomly allocated into specific cages by animal staff prior to the experiment and cages were randomly assigned into individual experimental groups. Oct4-GFP mice were assigned to experiment in Figure 1f according to genotype but randomly allocated into experimental groups. For experiments using wildtype cultured spermatogonia, cells were maintained under the same conditions and randomly assigned to treatment groups. |
| Blinding        | No blinding methods were used as specific procedures and treatments were performed and experimenters needed to be aware of group assignment.                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used in Immunofluorescence:<br>Goat polyclonal anti-E-Cadherin 1:250 R&D AF748<br>Goat polyclonal anti-GFRa1 1:250 R&D AF560 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------|

Goat polyclonal anti-PLZF 1:500 R&D AF2944  
 Goat polyclonal anti-uPAR 1:100 R&D AF534  
 Rabbit monoclonal anti-EOMES clone 1219A 1:1000 R&D MAB8889

**Antibodies used in Western Blot**  
 Rabbit monoclonal anti-phospho-RPS6 (Ser235/236) clone D57.2.2E 1:300 Cell Signaling Technology #4548  
 Rabbit monoclonal anti-RAR $\gamma$  clone D3A4 1:500 Cell Signaling Technology #8965  
 Rabbit monoclonal anti-DDX4/VASA clone D10C5 1:500 Cell Signaling Technology #8761  
 Rabbit monoclonal anti-FOXO1 clone C29H4 1:500 Cell Signaling Technology #2880  
 Rabbit monoclonal anti-Smooth Muscle Actin 1:500 Cell Signaling Technology #19245  
 Rabbit polyclonal anti-Cyclin B1 1:250 Cell Signaling Technology #4138  
 Mouse monoclonal anti-Myc-Tag clone 9B11 1:200 Cell Signaling Technology #2276  
 Mouse monoclonal anti-HA-Tag clone 6E2 1:200 Cell Signaling Technology #2367  
 Rabbit monoclonal anti-Cleaved Caspase-3 (Asp175) clone D3E9 1:200 Cell Signaling Technology #9579  
 Rabbit polyclonal anti-Cleaved Caspase-9 (Mouse Specific) 1:200 Cell Signaling Technology #9509  
 Rabbit polyclonal anti-FOXM1 1:500 Proteintech 13147-1-AP  
 Rabbit monoclonal anti-Cyclin D1 clone SP4 1:250 Abcam ab16663  
 Rabbit polyclonal anti-SALL4 1:2000 Abcam ab29112  
 Rat monoclonal anti-KI67 clone SolA15, eBioscience<sup>TM</sup> 1:250 Invitrogen 14-5698-82  
 Rat monoclonal anti-GILZ clone CFMKG15, eBioscience<sup>TM</sup> 1:1000 Invitrogen 14-4033-82  
 Rabbit polyclonal anti-Sox9 1:1000 MERCK AB5535

**Secondary antibodies**  
 Alexa Fluor<sup>®</sup> 647 AffiniPure Donkey Anti-Rat IgG (H+L) 1:500 Jackson Immuno Research 712-605-153  
 Alexa Fluor<sup>®</sup> 594 AffiniPure Donkey Anti-Mouse IgG (H+L) 1:500 Jackson Immuno Research 715-585-150  
 Alexa Fluor<sup>®</sup> 488 AffiniPure Donkey Anti-Mouse IgG (H+L) 1:500 Jackson Immuno Research 715-545-150  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 1:500 Invitrogen A-31572  
 Donkey anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 488 1:500 Invitrogen A32814

**Antibodies used in Western blot:**  
 Rabbit monoclonal anti-phospho-RPS6 (Ser235/236) clone D57.2.2E 1:2000 Cell Signaling Technology #4858  
 Rabbit monoclonal anti-RPS6 clone 5G10 1:1000 Cell Signaling Technology #2217  
 Rabbit monoclonal anti-phospho-ERK1/2 (Thr202/Tyr204) clone D13.14.4E 1:2000 Cell Signaling Technology #8544  
 Rabbit monoclonal anti-ERK1/2 clone 137F5 1:1000 Cell Signaling Technology #4695  
 Rabbit monoclonal anti-phospho-AKT (Ser473) clone D9E 1:2000 Cell Signaling Technology #4060  
 Rabbit monoclonal anti-AKT clone C67E7 1:1000 Cell Signaling Technology #4691  
 Rabbit monoclonal anti-Survivin clone 71G4B7 1:1000 Cell Signaling Technology #2808  
 Mouse monoclonal anti-Cyclin B1 clone V152 1:1000 Cell Signaling Technology #4135  
 Mouse monoclonal anti-b-Actin clone AC-15 1:5000 Sigma A5441  
 Rabbit polyclonal anti-FOXM1 1:1000 Proteintech 13147-1-AP  
 Rabbit monoclonal anti-Cyclin D1 clone SP4 1:250 Novus Biologicals NB600-584  
 Hamster monoclonal anti-PLZF clone 9E12 1:5000 Ref. 23 (PMID: 20691905) Memorial Sloan-Kettering Cancer Center  
 Mouse monoclonal anti-Myc-Tag clone 9B11 1:1000 Cell Signaling Technology #2276  
 Mouse monoclonal anti-HA-Tag clone 6E2 1:1000 Cell Signaling Technology #2367  
 Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L) 1:1000 Jackson Immuno Research 111-035-144  
 Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L) 1:1000 Jackson Immuno Research 115-035-003  
 Peroxidase AffiniPure Goat Anti-Armenian Hamster IgG (H+L) 1:1000 Jackson Immuno Research 127-035-099

**Antibodies used in Flow Cytometry:**  
 APC-conjugated anti-E-Cadherin clone DECMA-1 1:250 Biolegend 147311  
 PE-conjugated anti-E-Cadherin clone DECMA-1 1:250 Biolegend 147303  
 APC-conjugated anti-c-KIT clone 2B8 1:500 Biolegend 105812  
 FITC-conjugated anti-integrin  $\alpha 6$  clone GoH3 1:250 Biolegend 313605  
 PE-Cy7-conjugated anti-integrin  $\alpha 6$  clone GoH3 1:1000 Invitrogen 25-0495-82  
 APC-conjugated anti-EpCAM clone G8.8 1:500 Biolegend 118213  
 PE-Cy7-conjugated anti-EpCAM clone G8.8 1:1000 Biolegend 118216  
 PE-Cy7-conjugated anti-MCAM clone ME-9F1 1:4000 Biolegend 134713  
 Goat polyclonal anti-uPAR 1:100 R&D AF534  
 Alexa Fluor<sup>®</sup> 647 conjugated hamster monoclonal anti-PLZF clone 9E12 1:2000 Ref 23 (PMID: 20691905) Memorial Sloan-Kettering Cancer Centre

## Validation

**Antibodies used in Immunofluorescence**  
 Goat polyclonal anti-E-Cadherin 1:250 R&D AF748, validation [https://www.rndsystems.com/products/human-mouse-e-cadherin-antibody\\_af748#product-details](https://www.rndsystems.com/products/human-mouse-e-cadherin-antibody_af748#product-details). Statement: product tested and validated.  
 Goat polyclonal anti-GFR $\alpha$ 1 1:250 R&D AF560, validation [https://www.rndsystems.com/products/rat-grf-alpha-1-gdnf-r-alpha-1-antibody\\_af560](https://www.rndsystems.com/products/rat-grf-alpha-1-gdnf-r-alpha-1-antibody_af560). Statement: product tested and validated.  
 Goat polyclonal anti-PLZF 1:500 R&D AF2944, validation [https://www.rndsystems.com/products/human-plzf-antibody\\_af2944](https://www.rndsystems.com/products/human-plzf-antibody_af2944). Statement: product tested and validated.  
 Goat polyclonal anti-uPAR 1:100 R&D AF534, validation [https://www.rndsystems.com/products/mouse-upar-antibody\\_af534](https://www.rndsystems.com/products/mouse-upar-antibody_af534). Statement: product tested and validated.  
 Rabbit monoclonal anti-EOMES clone 1219A 1:1000 R&D MAB8889, validation [https://www.rndsystems.com/products/mouse-eomes-antibody-1219a\\_mab8889](https://www.rndsystems.com/products/mouse-eomes-antibody-1219a_mab8889). Statement: product tested and validated.  
 Rabbit monoclonal anti-phospho-RPS6 (Ser235/236) clone D57.2.2E 1:300 Cell Signaling Technology #4548, validation <https://www.cellsignal.com/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab/4858>. Statement: Antibody Guarantee, in-house validation  
 Rabbit monoclonal anti-RAR $\gamma$  clone D3A4 1:500 Cell Signaling Technology #8965, validation <https://www.cellsignal.com/products/primary-antibodies/rarg1-d3a4-xp-rabbit-mab/8965>. Statement: Antibody Guarantee, in-house validation  
 Rabbit monoclonal anti-DDX4/VASA clone D10C5 1:500 Cell Signaling Technology #8761, validation <https://www.cellsignal.com/products/primary-antibodies/ddx4-d10c5-rabbit-mab/8761>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-FOXO1 clone C29H4 1:500 Cell Signaling Technology #2880, validation <https://www.cellsignal.com/products/primary-antibodies/foxo1-c29h4-rabbit-mab/2880>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-Smooth Muscle Actin 1:500 Cell Signaling Technology #19245, validation <https://www.cellsignal.com/products/primary-antibodies/a-smooth-muscle-actin-d4k9n-xp-rabbit-mab/19245>. Statement: Antibody Guarantee, in-house validation

Rabbit polyclonal anti-Cyclin B1 1:250 Cell Signaling Technology #4138, validation <https://www.cellsignal.com/products/primary-antibodies/cyclin-b1-antibody/4138>. Statement: Antibody Guarantee, in-house validation

Mouse monoclonal anti-Myc-Tag clone 9B11 1:200 Cell Signaling Technology #2276, validation <https://www.cellsignal.com/products/primary-antibodies/myc-tag-9b11-mouse-mab/2276>. Statement: Antibody Guarantee, in-house validation

Mouse monoclonal anti-HA-Tag clone 6E2 1:200 Cell Signaling Technology #2367, validation <https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-Cleaved Caspase-3 (Asp175) clone D3E9 1:200 Cell Signaling Technology #9579, validation <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-d3e9-rabbit-mab/9579>. Statement: Antibody Guarantee, in-house validation

Rabbit polyclonal anti-Cleaved Caspase-9 (Mouse Specific) 1:200 Cell Signaling Technology #9509, validation <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-9-asp353-antibody-mouse-specific/9509>. Statement: Antibody Guarantee, in-house validation

Rabbit polyclonal anti-FOXM1 1:500 Proteintech 13147-1-AP, validation <https://www.ptglab.com/products/FOXM1-Antibody-13147-1-AP.htm#tested-applications>. Statement: knockdown/knockout validated

Rabbit monoclonal anti-Cyclin D1 clone SP4 1:250 Abcam ab16663, validation <https://www.abcam.com/cyclin-d1-antibody-sp4-ab16663.html>. Statement: knockout validated.

Rabbit polyclonal anti-SALL4 1:2000 Abcam ab29112, validation <https://www.abcam.com/sall4-antibody-ab29112.html?productWallTab=ShowAll>. Knockout validated in PMID 28867346

Rat monoclonal anti-Ki67 clone SolA15, eBioscienceTM 1:250 Invitrogen 14-5698-82, validation <https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/14-5698-82>. Statement: advanced verification

Rat monoclonal anti-GILZ clone CFMKG15, eBioscienceTM 1:1000 Invitrogen 14-4033-82, validation <https://www.thermofisher.com/antibody/product/GILZ-Antibody-clone-CFMKG15-Monoclonal/14-4033-82>. Knockout validated in PMID: 30126904.

Rabbit polyclonal anti-Sox9 1:1000 MERCK AB5535, validation [https://www.sigmaaldrich.com/AU/en/product/mm/ab5535?gclid=Cj0KCQIAjC2QBhDgARISAMc3SqQCw-1dHE8iwyV8y7N0RJH1ZSg2VnAUa5Qtdl8d2ALc8uYtfKAaAjkEALw\\_wcB](https://www.sigmaaldrich.com/AU/en/product/mm/ab5535?gclid=Cj0KCQIAjC2QBhDgARISAMc3SqQCw-1dHE8iwyV8y7N0RJH1ZSg2VnAUa5Qtdl8d2ALc8uYtfKAaAjkEALw_wcB). Statement: This highly published antibody has been validated in IHC & WB.

Antibodies used in Western Blot:

Rabbit monoclonal anti-phospho-RPS6 (Ser235/236) clone D57.2.2E 1:2000 Cell Signaling Technology #4858, validation <https://www.cellsignal.com/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab/4858>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-RPS6 clone 5G10 1:1000 Cell Signaling Technology #2217, validation <https://www.cellsignal.com/products/primary-antibodies/s6-ribosomal-protein-5g10-rabbit-mab/2217>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-phospho-ERK1/2 (Thr202/Tyr204) clone D13.14.4E 1:2000 Cell Signaling Technology #8544, validation [https://www.cellsignal.com/products/antibody-conjugates/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab-hrp-conjugate/8544?\\_=1645512145692&Ntt=8544&tahead=true](https://www.cellsignal.com/products/antibody-conjugates/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab-hrp-conjugate/8544?_=1645512145692&Ntt=8544&tahead=true). Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-ERK1/2 clone 137F5 1:1000 Cell Signaling Technology #4695, validation <https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-137f5-rabbit-mab/4695>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-phospho-AKT (Ser473) clone D9E 1:2000 Cell Signaling Technology #4060, validation <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-AKT clone C67E7 1:1000 Cell Signaling Technology #4691, validation <https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>. Statement: Antibody Guarantee, in-house validation

Rabbit monoclonal anti-Survivin clone 71G4B7 1:1000 Cell Signaling Technology #2808, validation <https://www.cellsignal.com/products/primary-antibodies/survivin-71g4b7-rabbit-mab/2808>. Statement: Antibody Guarantee, in-house validation

Mouse monoclonal anti-Cyclin B1 clone V152 1:1000 Cell Signaling Technology #4135, validation [https://www.cellsignal.com/products/primary-antibodies/cyclin-b1-v152-mouse-mab/4135?\\_=1645512296772&Ntt=4135&tahead=true](https://www.cellsignal.com/products/primary-antibodies/cyclin-b1-v152-mouse-mab/4135?_=1645512296772&Ntt=4135&tahead=true). Statement: Antibody Guarantee, in-house validation

Mouse monoclonal anti-b-Actin clone AC-15 1:5000 Sigma A5441, validation in PMID 28867346

Rabbit polyclonal anti-FOXM1 1:1000 Proteintech 13147-1-AP, validation <https://www.ptglab.com/products/FOXM1-Antibody-13147-1-AP.htm#tested-applications>. Statement: knockdown/knockout validated

Rabbit monoclonal anti-Cyclin D1 clone SP4 1:250 Novus Biologicals NB600-584, validation [https://www.novusbio.com/products/cyclin-d1-antibody-sp4\\_nb600-584](https://www.novusbio.com/products/cyclin-d1-antibody-sp4_nb600-584). Statement: product tested and validated

Hamster monoclonal anti-PLZF clone 9E12 1:5000 Memorial Sloan-Kettering Cancer Center, validation in PMID: 20691905

Mouse monoclonal anti-Myc-Tag clone 9B11 1:1000 Cell Signaling Technology #2276, validation <https://www.cellsignal.com/products/primary-antibodies/myc-tag-9b11-mouse-mab/2276>. Statement: Antibody Guarantee, in-house validation

Mouse monoclonal anti-HA-Tag clone 6E2 1:200 Cell Signaling Technology #2367, validation <https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367>. Statement: Antibody Guarantee, in-house validation

Antibodies for flow cytometry:

APC-conjugated anti-E-Cadherin clone DECMA-1 1:250 Biolegend 147311, validation <https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd324-e-cadherin-antibody-16412>. Statement: FC-Quality tested

PE-conjugated anti-E-Cadherin clone DECMA-1 1:250 Biolegend 147303, validation <https://www.biolegend.com/en-us/products/pe-anti-mouse-human-cd324-e-cadherin-antibody-9276>. Statement: FC-Quality tested

APC-conjugated anti-c-KIT clone 2B8 1:500 Biolegend 105812, validation <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd117-c-kit-antibody-72>. Statement: FC-Quality tested

FITC-conjugated anti-integrin a6 clone GoH3 1:250 Biolegend 313605, validation <https://www.biolegend.com/en-us/products/fitc-anti-human-mouse-cd49f-antibody-2606>. Statement: FC-Quality tested

PE-Cy7-conjugated anti-integrin a6 clone GoH3 1:1000 Invitrogen 25-0495-82, validation <https://www.thermofisher.com/antibody/product/CD49f-Integrin-alpha-6-Antibody-clone-eBioGoH3-GoH3-Monoclonal/25-0495-82>. Statement: flow cytometry tested

APC-conjugated anti-EpCAM clone G8.8 1:500 Biolegend 118213, validation <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd326-ep-cam-antibody-4974>. Statement: FC-Quality tested

PE-Cy7-conjugated anti-EpCAM clone G8.8 1:1000 Biolegend 118216, validation <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303>. Statement: FC-Quality tested

PE-Cy7-conjugated anti-MCAM clone ME-9F1 1:4000 Biolegend 134713, validation <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd146-antibody-9322>. Statement: FC-Quality tested  
Goat polyclonal anti-uPAR 1:100 R&D AF534, validation [https://www.rndsystems.com/products/mouse-upar-antibody\\_af534/](https://www.rndsystems.com/products/mouse-upar-antibody_af534/). Statement: product tested and validated.  
Alexa 647 Hamster monoclonal anti-PLZF clone 9E12 1:2000 Memorial Sloan-Kettering Cancer Center, validation in PMID: 20691905

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                             |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------|
| Cell line source(s)                                                  | 293HEK cells (originally from ATCC) were used for production of lentivirus. |
| Authentication                                                       | No additional authentication of 293HEK line was performed.                  |
| Mycoplasma contamination                                             | No additional testing for mycoplasma was performed.                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None.                                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult wildtype male mice were of C57BL6 background and 6-8 weeks old. Adult Oct4-GFP transgenic male mice (6-8 weeks old) were of C57BL6/ CBA/129T2svJ mixed background and previously described (PMID: 30026551). Mice were housed at 18-24 degrees Celsius with 40-70% humidity and a 12-hour day-night cycle. |
| Wild animals            | This study did not use wild animals.                                                                                                                                                                                                                                                                             |
| Field-collected samples | This study did not use samples collected from the field.                                                                                                                                                                                                                                                         |
| Ethics oversight        | Animal studies were performed in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. Experiments were subject to approval by the Monash University and Medical Centre Animal Ethics Committees (Projects MARP-2015-025 and MMB-2020-15).                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For analysis and sorting of live testis cells (PMID: 30126904): Decapsulated and minced adult testes were washed in phosphate-buffered saline (PBS) to remove spermatozoa and debris. A single cell suspension was then generated by digestion of tubules with 1mg/ml type II collagenase (Sigma) in un-supplemented DMEM (Thermo) with 40 U/ml DNase I at 37 degrees Celsius for 10 minutes with occasional agitation. Cells were dissociated in PBS with 2% fetal bovine serum (FBS), put through a 70 micron cell strainer and washed in PBS prior to use. Harvested cells were stained for 25 minutes on ice with antibodies in PBS with 2% FBS.<br>For analysis of fixed and permeabilised testis cells (PMID: 28867346): Single cell suspensions were generated from washed testis tubules by sequential digest first in 1mg/ml type IV collagenase (Sigma) in un-supplemented DMEM (Thermo) with 40 U/ml DNase I at 37 degrees Celsius for 10 minutes with occasional agitation then in 0.25% Trypsin (Thermo) in PBS with 40 U/ml DNase I at 37 degrees Celsius for 5 minutes. Cells were dissociated in PBS with 10% fetal bovine serum (FBS), put through a 70 micron cell strainer and washed prior to use. Harvested cells were stained for 30 minutes at room temperature with antibodies in PBS with 2% FBS. |
| Instrument                | Cells were sorted with an Influx Cell Sorter (BD Biosciences) and analyzed using an LSR Fortessa X-20 (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | Data processed with FlowJo software v8.7                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | For FACS sorting experiments, purity of isolated spermatogonia was approx. 95% as determined by single cell RNA-Seq analysis (Supplementary Table 7).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Gating strategy           | For analysis and sorting, a FSC/SSC gate was used to exclude cell debris and clumps (approx. 70% cells retained). Doublets                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

#### Gating strategy

were excluded based on FSC-H vs. FSC-A. For live cells, a viability gate (DAPI) was used to exclude dead cells. This population was then gated as indicated in individual figures. Positive and negative gates were set according to relevant isotype or secondary antibody-stained control samples.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

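Single-cell RNA-seq of sorted A_undiff was analysed from 4 libraries, CTRL and BU D10 (10 mg/kg busulfan) of 2 experiments, each made from cells pooled from 3 mice. The authors deposited counts of UMIs per gene and cell as the filtered output of Cell Ranger, without normalisation and without a cell filter beyond its cell calling. The paper gives version 2 of the droplet kit for all libraries, and the labels give version 3.1 for experiment 2. The libraries held 26802228 (CTRL 1), 21136369 (BU 1), 39904588 (CTRL 2) and 53579969 (BU 2) UMIs. With n = 2 libraries per group, the number of libraries limits the precision of every difference, and the exact binomial 95% intervals of single shares cover counting error only.

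Genes were matched by identifier, and the 27514 listed in all libraries were kept. Coordinates are those of GENCODE M21 on GRCm38. Cells with over 1000 genes and under 20% mitochondrial UMIs (13 mitochondrial genes) were kept. All passing cells were clustered in Seurat 5.3.0 (R 4.3.3) after integration by canonical correlation analysis with 2000 variable genes and 30 principal components, at the lowest resolution in steps of 0.05 that gave at least 8 clusters. Clusters of somatic cells, spermatids and Kit-high cells were left out, and the remaining A_undiff were clustered again at the lowest resolution that gave at least 6 clusters, with the marker genes left out of the variable genes. A cluster was named from the mean log2 fold of a class's markers over the other cells (at least 0.5), and an SSC-like cluster with a mean log2 fold of mitotic markers of at least 1.0 was called proliferative. The paper's text does not name its resolution. Cluster assignments depend on the numerical library in use, so the processor kernel of the linear algebra library and a single thread were fixed.

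Gfra1+ and Eomes+ cells were those with a natural log of 1 plus 100000 times the gene's share of UMIs above 2, the study's threshold. For shares at 1 depth, each cell was thinned at random to 5000 UMIs and shallower cells were left out. Doublets were marked per library with the scrublet method of scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) at the expected rate of 0.8% per 1000 cells, which marked 152 cells (2.03%), since the method's own threshold marked 26 (0.347%). Figures were drawn with matplotlib 3.10.9.

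UMIs were summed per library over all A_undiff, Gfra1+, Eomes+, primitive SSC-like and proliferative SSC-like cells. BU was tested against CTRL with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) with Benjamini-Hochberg adjustment at 0.05, with condition as the only term. DESeq2 1.42.0 was an alternative. Sets of genes were tested with fry and camera of limma 3.58.1, with Benjamini-Hochberg adjustment over the 8 lists in the same cells and fit, an adjustment added after the unadjusted values were seen. With so few libraries, the replicate block leaves fry fewer degrees of freedom than condition alone. A set that does not pass with the block is therefore not shown to be unchanged. The planned test of FOXM1 targets was a single fry p without adjustment. Shares were compared with an exact permutation test, two-sided, over the 6 assignments of the 4 libraries, whose smallest p is 0.33. Ratios within an experiment had 0.5 CPM added to each level, and fold changes over pooled cells were computed on the natural log scale of the study's tables.

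The genes named are those the paper's text names in its single-cell sections and among FOXM1 targets. For all A_undiff and Gfra1+ cells the rule added the 5 largest rises and 5 largest falls past the threshold that changed the same way in both experiments with a mean of at least 10 CPM. Without the replicate block no gene passed, so the rule gave none, and the genes it gives with the block are named for all A_undiff. That use of the block was chosen after its values were seen.

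The paper and the labels number the libraries by experiment, so the numbers pair a CTRL with a BU library. The deviations of CTRL 1 and BU 1 from their group means had a correlation of 0.695 across genes, and the first principal component (56.8% of the variance) separated the experiments while the next (34.1%) separated the conditions. With the experiment as a replicate block the common biological coefficient of variation of all A_undiff went from 0.388 to 0.204 and the number of genes called from 0 to 1681.

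The test was tested on simulated data made with the same mean levels and library sizes and 200 genes changed by 2 on the log2 scale. With a simulated effect of the experiment, the fit without the block recovered 0% of them in all A_undiff and 0% in Gfra1+ cells, and the fit with the block recovered 93.0% and 95.0%. Without such an effect the fit without the block recovered 94.5% and 93.5%. At most 6.5% of the calls were false. The simulation gave every gene the same dispersion, and CTRL and BU the same effect of the experiment. Its recovery with the block therefore need not carry over to the real Gfra1+ cells, where that fit called 0 genes.

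Alternatives were the replicate block, DESeq2, no filter on low counts, a fold change above 1.5, doublets removed, a mitochondrial share under 10%, cells with any UMI or with a UMI after thinning, all variable genes, no integration, the default resolution of 0.8, other random starts, clusters made also without the genes called between the groups, copies of barcodes removed, and each library left out in turn. Gene fits with a library left out had condition as the only term, so the experiments were unbalanced between the groups. Clustering without integration had the experiment regressed out of the scaled levels. Lists of p53 targets, interferon-stimulated genes, dissociation-response genes and macrophage genes were written from general knowledge, and p53 and interferon lists without genes already seen were tested beside them, as were the FOXM1 targets of the text and of Supplementary Data 5.

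Bulk RNA-seq, neonatal cells, gene ontology, regulatory networks and velocity were not analysed here. Of the tables of Supplementary Data 3, 1999 rows each were read for Gfra1+, Eomes+ and primitive cells, so no overlap with them was computed.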

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

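The tests of doublets for Kit-high cells and of composition for p53 targets were chosen after these results were seen, and the test of dissociation-response genes was chosen before.

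Kit-high cells, which the study leaves out and does not follow, made up 12.5% of BU cells passing the filters on average (SD 3.31, n = 2) and 1.70% of CTRL cells (SD 0.254, n = 2). The difference was 13.4 percentage points in experiment 1 and 8.33 in experiment 2 (exact permutation test, two-sided, p = 0.33, the smallest this test can give here). Doublets are argued against as the source, since without marked doublets the difference was 11.0 points and 1 of 496 Kit-high cells was marked (0.202%), against 2.03% of all cells. The sort is a further technical explanation that was not tested: the libraries hold cells sorted as A_undiff, and a shift of the gate between CTRL and BU samples would change this share. Cells were sorted as c-KIT-negative, so the Kit-high share cannot measure all differentiating spermatogonia. By flow cytometry, the paper reports a larger c-KIT-negative share of E-Cadherin+ cells at D10 after BU than in controls. That goes against a larger share of differentiating spermatogonia in the BU testis. Why more of the sorted cells were Kit-high in BU stays open.

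In Gfra1+ cells the 20 listed p53 targets, of which 19 were tested, had a median log2 fold change of 0.60 (0.51 to 1.10 over the fits that each left out one library, the highest without CTRL 2), with 17 higher and 2 lower in BU and 15 higher in both experiments. The paper does not discuss these genes as a set in the single-cell data. The set passed in limma's fry (adjusted p = 0.0334 over the 8 lists tested) and not with the replicate block (adjusted p = 0.138) or in camera with an estimated correlation (adjusted p = 0.0654), so the call rests on the fit. Since the block leaves fry fewer degrees of freedom, not passing with it does not show that the set was unchanged. Of the list, 4 targets (Cdkn1a, Mdm2, Ccng1 and Pmaip1) were seen before the test, and the paper's Fig. 2c lists Cdkn1a, so the 16 others were also tested (15 tested, median 0.53, 0.34 without BU 2 to 0.97 without CTRL 2, 13 higher and 2 lower, adjusted p = 0.0488 from limma's fry, and adjusted p = 0.142 with the block). A larger part of proliferative SSC-like cells among BU Gfra1+ cells is argued against as the whole source, since within primitive SSC-like cells the median was 0.64 (0.50 to 0.78 with each library left out; adjusted p = 0.00957 from limma's fry, and adjusted p = 0.0929 with the block). The tissue dissociation response is not excluded: its 15 genes, of which 14 were tested, had a median of 0.31 (0.28 to 0.44 with each library left out), with 9 higher and 5 lower (adjusted p = 0.114 from limma's fry, and adjusted p = 0.252 with the block), and in primitive SSC-like cells a median of 0.40, which was 0.69 without CTRL 1. A lasting response to the drug in surviving cells may explain the rise, but was not tested apart from dissociation (median 0.306).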

How the results depend on the processing

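The choices and most alternatives were set before the data were examined. The combinations of the replicate block with another setting, the removal of barcode copies, clusters made also without the genes called between the groups, random starts 2 and 3, and the restriction of the bulk comparison to called genes were chosen after seeing the data. For each result that changed, the cause was not tested.

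The number of genes called depended most on the fit. In all A_undiff 0 genes passed without the block, against 1681 with the replicate block (1681 also with a fold change above 1.5), 373 with DESeq2, 892 with DESeq2 and the block, and 146 without a filter on low counts. With the block it was 1855 without the filter, 1549 without doublets, 1686 at a mitochondrial share under 10% and 1627 without barcode copies. In Gfra1+ cells 0 passed with or without the block, against 29 with DESeq2, 49 with DESeq2 and the block, 89 without the filter, and 75 without the filter with the block. In Eomes+ cells the block gave 164 (164 also above a fold change of 1.5, and 164 without barcode copies), DESeq2 2, DESeq2 with the block 1, and no filter 20. With the block there were 155 without the filter, 1 without doublets, 22 at a mitochondrial share under 10%, 2 in cells with any Eomes UMI and 86 after thinning.

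In primitive SSC-like cells the block gave 121 (121 above a fold change of 1.5), DESeq2 13, DESeq2 with the block 26 and no filter 74. With the block there were 274 without the filter, 166 without doublets, 235 at a mitochondrial share under 10%, 122 without barcode copies, 294 with all variable genes, 209 without integration, 42 at the default resolution, 298 in clusters made also without the genes called between the groups, and 302 and 249 with random starts 2 and 3. In proliferative SSC-like cells the block gave 35 (35 above a fold change of 1.5), DESeq2 3, DESeq2 with the block 11 and no filter 28. With the block there were 130 without the filter, 82 without doublets, 86 at a mitochondrial share under 10%, 35 without barcode copies, 53 with all variable genes, and 153 and 40 with random starts 2 and 3. Every other alternative without the block gave 0 in these sets. Apart from FOXM1 targets in cells with any Gfra1 UMI, no list of genes that passed in limma's fry without the block passed with it in the same cells after adjustment. Fewer degrees of freedom are left to fry with the block.

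The progenitor-like, proliferative SSC-like, transitional-like, Gfra1+ and Eomes+ shares kept their direction in each alternative that gave a value, but without integration the transitional-like cluster was another class (86.5% of BU 1 and 1.95% of CTRL 2), which leaves its direction there without meaning. Leaving out each library in turn gave a progenitor-like share difference of -32.7 to -29.1 points, and 16.8 to 18.4 for proliferative SSC-like, 12.7 to 15.6 for transitional-like, 29.7 to 31.2 for Gfra1+ and 6.54 to 11.7 for Eomes+ cells. The primitive SSC-like difference reversed from 1.32 points to -7.58 without integration (16 cells of CTRL 2 and 6 of BU 2 in the class) and to -0.710 in clusters made also without the genes called between the groups, and was 0.272 to 2.37 with each library left out. At the default resolution it was 12.8 points, where a further cluster with raised S phase markers also met the rule. The late germ cell-like share difference, of 0.191 points, reversed to -1.61 with all variable genes, to -4.83 without integration and to -1.84 with random start 2, and was -3.65 to 4.03 with each library left out.

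The median log2 fold change of the FOXM1 targets in Gfra1+ cells was 0.77, and 0.75 to 0.91 over the fits that each left out one library. With the list of Supplementary Data 5 it was 0.64 and the set no longer passed, with or without adjustment over the lists (adjusted p = 0.0750 from limma's fry). With the replicate block the 8 targets of the text passed only before that adjustment (adjusted p = 0.0825), except in cells with any Gfra1 UMI (adjusted p = 0.0161). The share of bulk genes with the same direction was 87.9% to 92.0% with each library left out, and 99.6% over genes called with the replicate block.

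Among 51 results for named genes, 669 values under alternatives that kept all libraries gave 555 on the same side of the threshold, 114 past it and 0 reversed. These counts do not cover the fold change of Plaur over pooled primitive SSC-like cells, which changed sign without integration. Of the 114, 18 came with the replicate block, 7 with DESeq2, 11 with DESeq2 and the block, 15 without the filter and 17 without the filter with the block. With each library left out, 8 of 42 results for a named gene in a set of cells changed sign, from 4 genes: Igf2, which overlaps Gm49394, without BU 1 in Gfra1+ (-0.81 to 4.52 over the fits), Eomes+ (-1.48 to 3.65), primitive (-1.34 to 4.49) and proliferative SSC-like cells (-1.24 to 4.25), and without CTRL 1 Hist1h1a (-0.45 to 4.00) and Suz12 (-0.06 to 1.99) in Gfra1+ cells, and Mki67 in Eomes+ (-0.00 to 2.79) and proliferative SSC-like cells (-0.52 to 1.85). These fits hold no term for the experiment, so a change of sign can come from the difference between the experiments.

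Counts of genes have no value with a library left out, since an arm of 1 library has no test. The bulk comparison over genes called without the block has none, as 0 genes were called (1647 had an unadjusted p under 0.05). A proliferative SSC-like cluster was missing without integration, at the default resolution and in clusters made also without the genes called between the groups, and a transitional-like cluster in the last of these. Cluster sizes also depend on the numerical library, which was fixed. Depth limits the shares of cells with a rare transcript such as Plaur, which moved from 27.7% to 7.39% in BU 2 on thinning.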

Differences from the paper's values

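Fold changes in the paper's Supplementary Data 3 are on the natural log scale, and values here are given on that scale where compared. The paper's value for Eomes+ cells in BU is 667, against 410 here, and for CTRL 345 against 276. Counting cells with any Eomes UMI gave 712 in BU and 365 in CTRL, both closer to the paper's values. Doublets removed (407), a mitochondrial share under 10% (403) and thinning to 5000 UMIs (272) did not close the gap in BU.

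The paper's tables list 2302 genes for Gfra1+, 2615 for Eomes+, 2465 for primitive SSC and 1637 for proliferative SSC-1 cells, against 0 in each here (618, 336, 538 and 389 at an unadjusted p under 0.05). The paper tested single cells with MAST. The fit here recovered 0% of changed genes in simulated data with an effect of the experiment. Its counts of 0 therefore do not show that genes were unchanged. None of the alternatives set before the data were examined closed the gaps to the paper's counts. The replicate block gave 0, 164, 121 and 35, DESeq2 29, 2, 13 and 3, DESeq2 with the block 49, 1, 26 and 11, and no filter on low counts 89, 20, 74 and 28. A fold change above 1.5, doublets removed and a mitochondrial share under 10% gave 0 in each set, as did any UMI and thinning in Gfra1+ and Eomes+ cells, all variable genes in both SSC-like classes, and no integration and the default resolution in primitive SSC-like cells. With the block and another setting, chosen after seeing the values, the highest counts were 75 in Gfra1+, 164 in Eomes+, 302 in primitive and 153 in proliferative SSC-like cells.

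For Plaur in primitive cells the paper's natural log fold change is 0.828, against 0.909 here over pooled cells. It was 0.900 without CTRL replicate 2, 0.883 without BU replicate 2 and 0.801 with all variable genes, each closer to the paper's value. The gap did not shrink without CTRL replicate 1 (0.943), without BU replicate 1 (0.955), with doublets removed (0.911) or at a mitochondrial share under 10% (0.930). Nor did it without integration (-0.0968, the opposite direction) or at the default resolution (1.18).

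The paper calls Mki67, Kif4, Top2a, Smarca5, Hells, Hist1h1a, Suz12, Dnmt1, Ezh2, Igf2 and Plaur raised and Sohlh1, Sox3, Upp1 and Pdx1 lowered in Gfra1+ cells. All 15 had that direction here and 0 passed the threshold. Plaur and Upp1 passed with DESeq2 with and without the block and without the filter on low counts, Sox3 with DESeq2 and the block and without the filter, and Igf2 (which overlaps Gm49394) without the filter. Of the genes shared with neonatal cells, Oasl2 and Neurog3 passed with DESeq2 with and without the block and without the filter, and Txn1 with DESeq2 and the block. The block without the filter, chosen after seeing the values, called Plaur, Upp1, Sox3, Oasl2, Neurog3, Txn1 and Epcam. In Eomes+ cells Hist1h1a, listed by the paper among the genes raised in Gfra1+ cells, had a log2 fold change of -0.11. In Eomes+ cells 6 of the 11 genes called raised, among them Plaur, Igf2 and Mki67, and 1 of the 4 called lowered passed with the block. Plaur and Igf2 also passed without the filter. In primitive SSC-like cells Plaur, Mki67, Igf2 and Epcam passed with the block or without the filter, Plaur also with DESeq2 with and without the block, and Epcam with DESeq2 and the block. In proliferative SSC-like cells Plaur passed with the block, with DESeq2 with and without the block and without the filter, Igf2 without the filter, and Mki67 and Epcam in none.

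The paper calls the FOXM1 targets elevated. By the planned test, a single fry p without adjustment, the 8 targets of the text rose as a set in Gfra1+ cells with and without the block. After an adjustment over 8 lists, added after the values were seen, they passed in limma's fry (adjusted p = 0.0138) but not with the block (adjusted p = 0.0825) or in camera with an estimated correlation (adjusted p = 0.0654).

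The paper finds a pair of proliferative SSC clusters, against 1 here. It finds 6 clusters in all, against 7 here, while clusters made with all variable genes and without integration numbered 6, as did, chosen after seeing the values, those of random starts 2 and 3 and those made also without the genes called between the groups. The paper's undefined cells number 570 in CTRL and 393 in BU, against 96 and 96 late germ cell-like cells here. All variable genes gave 601 and 350, both closer to the paper's numbers. No integration gave 515 and 185, also closer, though the second stayed well below the paper's number. The gaps stayed with doublets removed (96 and 96), at a mitochondrial share under 10% (91 and 91) and at the default resolution (97 and 96). Random start 2, chosen after seeing the values, gave 583 and 331, and random start 3, chosen likewise, 97 and 96.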

Other observations

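Of the tests here, those of barcodes, of low counts, of progenitor composition, of doublets with spermatids within each experiment and of the depth behind Eomes+ shares were chosen after the result was seen, and those of overlap and macrophage genes before.

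CTRL 2 and BU 2 share 677 barcodes, and CTRL 1 and BU 1 share 11. In CTRL 2, 498 cells (24.7%) have a partner of the same barcode in BU 2 with over 10 times as many UMIs, and in BU 2 there are 179 such cells (9.63%). Chance reuse of barcodes is argued against, since 98.5% of the smaller partners had UMIs in their partner's genes more often than in a random cell's. Molecules of one library assigned to the other may explain them: the smaller partner in CTRL 2 held a median of 1.35% of the larger one's UMIs, a narrow share (0.970 to 1.60%). Of these cells 45 in CTRL 2 and 25 in BU 2 passed the filters, and leaving them out changed the count of genes called with the replicate block in all A_undiff from 1681 to 1627.

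Some genes listed in both experiments are nearly lost from experiment 2. Of 18 tested genes over 8-fold lower there (Igf2 left out), 66.7% overlap on the same strand a gene listed only in experiment 2, against 0.708% of 8762 other genes at that level (Fisher's exact test, p = 9.01e-22). Sampling of low counts is argued against, as the lost genes had a median of 1130 UMIs in a library of experiment 1. Reads dropped where a gene list holds an overlapping gene may thus lower them. A further 19 genes were over 8-fold lower in experiment 1, for which no explanation was tested.

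Interferon-stimulated genes were lower in BU. Of 20 listed, all 17 tested in all A_undiff were lower, with a median log2 fold change of -1.45 (-1.58 to -1.33 over the fits that each left out one library; adjusted p = 0.0108 from limma's fry), and in Gfra1+ cells all 13 tested, with a median of -0.94 (-1.54 without BU 2 to -0.98; adjusted p = 0.0334 from limma's fry). With the replicate block neither passed (adjusted p = 0.137 and adjusted p = 0.0825). That fit leaves fry fewer degrees of freedom, so this does not show that the genes were unchanged. Of the list, 5 genes (Oasl2, which the study names, Isg15, Zbp1, Gbp2 and Igtp) were seen before the test, so the 15 others were tested apart. In all A_undiff these passed without the block (adjusted p = 0.0108 from limma's fry) and not with it (adjusted p = 0.150), and in Gfra1+ cells the 9 tested had a median of -0.88 (-0.56 without BU 1, -0.57 without CTRL 2, and as low as -0.97) and did not pass (adjusted p = 0.0502 from limma's fry, and adjusted p = 0.120 with the block). Fewer progenitor-like cells are argued against as the whole source, since within progenitor-like cells the median was -0.79 with 2 higher and 15 lower (-0.51 without BU 2 to -1.12; adjusted p = 0.0490 from limma's fry, and adjusted p = 0.189 with the block). Macrophage RNA in CTRL libraries is argued against too: of 10 macrophage genes 4 were tested in all A_undiff, with a median of 1.13 (0.66 without BU 2 to 1.22; adjusted p = 0.114 from limma's fry), and in Gfra1+ cells 3, with a median of 1.01 (0.58 without CTRL 2 to 1.43; adjusted p = 0.316). Of these, Apoe stood at 18.4, 10.6, 13.4 and 10.9 CPM (not TMM-scaled) in CTRL 1, CTRL 2, BU 1 and BU 2, and Fcer1g at 10.4, 5.20, 22.8 and 19.3. No other technical explanation was tested, and lower interferon signalling in regenerative A_undiff is a hypothesis found and tested on the same libraries.

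Late germ cell-like cells were 8.22% of CTRL 2 and 8.36% of BU 2 but under 1% of CTRL 1 and BU 1. With all variable genes the shares of CTRL 1, CTRL 2, BU 1 and BU 2 were 15.3%, 14.7%, 12.5% and 14.3%, so this pattern rests on the clustering. Doublets with spermatids are argued against in experiment 2, as 0 of 163 such cells were marked and their median UMI count was 0.0945 of their library's. In experiment 1 they stay open, as 0 of 29 such cells were marked (upper limit 11.9%) but their median UMI count was 1.11 of their library's. Leaving out the cells that look like barcode copies left 63 such cells in CTRL 2 and 68 in BU 2, of 80 and 83, or 6.79% and 7.02% of cells. No further explanation was tested.

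The Eomes+ share was lower in CTRL 2 (3.08%) than in CTRL 1 (8.21%). Depth against a fixed normalised threshold cannot be told apart from a difference between the experiments: after thinning CTRL 1 stayed 3.22 percentage points above CTRL 2, while BU 2 (12.2%) went above BU 1 (9.98%).

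Of the 1643 genes of Supplementary Data 1 (bulk RNA-seq of other mice) tested in all A_undiff, 92.7% changed in the same direction, 89.0% of those higher and 96.6% of those lower in that table. This is a share across genes, which are not independent replicates. Without CTRL 2 it was 87.9%.

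In all A_undiff the 8 FOXM1 targets of the text had a median log2 fold change of 1.11 (adjusted p = 0.0108 from limma's fry, and adjusted p = 0.0675 with the replicate block). Of the single targets, 0 passed without the block and all 8 with it (highest adjusted p = 0.0291 from edgeR's quasi-likelihood test), and DESeq2 called 4, or 8 with the block. There, the list of Supplementary Data 5 had a median of 0.72 (adjusted p = 0.0823), p53 targets 0.44 (adjusted p = 0.0319, and adjusted p = 0.150 with the block) and dissociation-response genes 0.21 (adjusted p = 0.0823). Over the fits that each left out one library the FOXM1 median was 1.10 to 1.17, that of p53 targets 0.56 to 0.88 (the highest without CTRL 1) and that of dissociation-response genes 0.32 to 0.52 (the highest without CTRL 2).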
